# From Transcriptomics, Metabolomics to Functional Studies: Extracellular ATP Induces TGF-β-Like Epithelial Mesenchymal Transition in Lung Cancer Cells

**DOI:** 10.3389/fonc.2022.912065

**Published:** 2022-06-30

**Authors:** Maria Evers, Jingwen Song, Pratik Shriwas, Harrison S. Greenbaum, Xiaozhuo Chen

**Keywords:** EMT, invasion, RNA sequencing, cancer metabolism, ROS, cytoskeleton remodeling, heatmap, TCA cycle

## Abstract

We and others previously showed that extracellular ATP (eATP) is implicated in epithelial mesenchymal transition (EMT). However, the mechanisms by which eATP induces EMT and ATP’s relationship to TGF-β, a well-known EMT inducer, are largely unclear. Also, eATP-induced EMT has never been studied at transcriptomic and metabolomics levels. Based on our previous studies, we hypothesized that eATP acts as a specific inducer and regulator of EMT at all levels in cancer cells. RNAseq and metabolomics analyses were performed on human non-small cell lung cancer (NSCLC) A549 cells treated with either eATP or TGF-β. Bio-functional assays, such as invasion, intracellular ATP, cell proliferation, cytoskeleton remodeling, and others were conducted in NSCLC A549 and H1299 cells to validate changes observed from RNAseq and metabolomics studies. In the RNAseq study, eATP significantly enriched expressions of genes involved in EMT similarly to TGF-β after 2 and 6 hours of treatment. Samples treated with eATP for 2 hours share 131 upregulated EMT genes with those of TGF-β treated samples, and 42 genes at 6 hours treatment. Eleven genes, with known or unknown functions in EMT, are significantly upregulated by both inducers at both time points, have been identified. *BLOC1S6*, one of the 11 genes, was selected for further study. eATP induced numerous EMT-related changes in metabolic pathways, including cytoskeleton rearrangement, glycolysis, glutaminolysis, ROS, and individual metabolic changes similar to those induced by TGF-β. Functional bioassays verified the findings from RNAseq and metabolomics that eATP EMT-like changes in A549 and H1299 cells similarly to TGF-β. *BLOC1S6* was found to be implicated in EMT. In these studies, eATP-induced EMT, at all levels examined, is similar but non-identical to that induced by TGF-β, and functions in such a way that exogenous addition of TGF-β is unnecessary for the induction. The study of *BLOC1S6* further verified its potential roles in EMT and the RNAseq analysis results. All these strongly indicate that eATP is a multi-functional and multi-locational inducer and regulator of EMT, changing our thinking on how EMT is induced and regulated and pointing to new directions for inhibiting EMT in cancer.

## Introduction

Metastasis is associated with up to 90% of all cancer-related death (1) but is also one of the least understood processes in cancer. Metastasis starts with a process known as epithelial to mesenchymal transition (EMT), in which a group of epithelial (E) related genes in cancer cells are downregulated and phenotypes suppressed while some mesenchymal (M) genes are upregulated and M phenotypes are expressed (2, 3), in preparation for subsequent invasion and metastasis. EMT also occurs in normal processes such as early embryonic development when cell migration and cell differentiation are required (3). EMT in cancer cells appear to be a process that mimics EMT in normal cells to achieve their own purpose of increased migration and survival.

EMT itself is a complicated and partially understood process that involves various sub-steps with each corresponding change in cell signaling, gene expression, metabolism, cytoskeleton remodeling, motility, and cell functions (4, 5). In addition, cells of different cancer types have been shown to respond to various kinds of tumor microenvironmental (TME) stimuli and express somewhat different sets of genes to reach a general state termed partial EMT (6–8). In a partial EMT state, which happens in all cancer cells examined upon EMT induction, cancer cells of different cancer types upregulate an incomplete and somewhat different set of mesenchymal genes and downregulate an incomplete and different set of epithelial genes depending upon cancer types, induction conditions, and TME cues (6–8). All of these indicate the plasticity and heterogeneity of EMT in cancer (3). Exactly how EMT is induced and regulated in cancer is far from fully understood, but TGF-β has long been recognized as a major EMT inducer and regulator (9, 10). TGF-β binds and activates cell membrane-associated TGF-β receptors. The activation of TGF-β receptors results in cascades of intracellular signaling, leading to EMT-related gene expression, metabolic reprograming, and phenotypic changes (11, 12). One of the TGF-β signaling pathways and induced processes described in cancer cells is the exocytosis of cytosolic ATP-containing vesicles, releasing ATP to the extracellular environment and creating an autocrine/paracrine signaling loop through extracellular binding and activating of purinergic receptors (PR) located on plasma membrane of cancer cells (13, 14). PR signaling by ATP is vitally important for inducing EMT (15). However, ATP-PR signaling is only one of the several signaling pathways induced by TGF-β, and it remained unclear if extracellular ATP alone is sufficient to induce EMT at levels from transcription, metabolism, to other functionalities.

Ample evidence strongly suggests that extracellular ATP (eATP) plays very important roles in EMT and metastasis. First, intratumoral eATP (ieATP) in TME has been found to be in a concentration range of 10^3^ to 10^4^ times higher than those in normal tissues (16–19), between ~200-600 μM. Previously, we reported that eATP, at the reported intratumoral concentrations, was internalized by macropinocytosis, a special form of endocytosis (20–22), both *in vitro* and *in vivo* in cancer cells of various cancer types (23–26). We also reported that internalized ATP greatly elevates intracellular ATP levels, which in turn increases the cancer cell proliferation rate and resistance to anticancer drugs, including those target drugs that compete with ATP for the ATP binding site of the protein targets (27, 28). More recently, we have reported the observation of a wide variety of eATP-induced EMT related phenotypic changes, including cell detachment, cell migration and invasion, morphologic and motility changes including loss of cell polarity, cytoskeleton remodeling, and protein expression alterations in human NSCLC A549 cells (29). All these changes cover almost entire spectrum of distinctive EMT features characterized *in vitro* (3), indicating that eATP induces EMT. In addition, ATP is a transcription cofactor involved in various steps of the transcription process (30–34). Extracellular ATP is also a danger signal in both bacteria (35) and animal cells (36), including cancer cells, informing cells to leave its present location for a safer place; it functions as a warning signal for migration, invasion, and metastasis in cancer.

However, if/how much eATP induces corresponding changes at either the gene expression or metabolic level during EMT process have never been systematically investigated, let alone investigated together. In addition, the similarities and differences between eATP and TGF-β in EMT induction at these levels were never compared.

In this study, we hypothesized that eATP functions as key master inducer and regulator for EMT similar to TGF-β, at all biological levels in cancer cells. Thus, we combined RNA sequencing (37, 38) with metabolomics analyses to test this hypothesis primarily in A549 cells and verified these results with various functional studies including studies of a novel gene identified from the RNAseq study. These studies were included because EMT is characterized by the expression of specific genes with subsequent metabolic reprogramming in cancer cells (3). These metabolites are the end products of EMT induction and correspond to the phenotypic changes associated with EMT. We then performed various bio-functional assays to characterize cellular and functional changes for supporting, confirming, and validating eATP-induced and -regulated the onset EMT revealed by RNAseq and metabolomics analyses. These assays demonstrate that EMT-related gene expression leads to EMT-related phenotypic changes. We used TGF-β as a known EMT inducer and TGF-β treated NSCLC cell lines as cell controls for comparison. In addition, we evaluated the importance and contribution of eATP-enhanced intracellular ATP concentrations in eATP-induced EMT. As a final step, we selected a gene identified from the RNAseq analysis, and studied its potential roles in EMT. The results of these studies show significant and independent contributions of eATP to EMT, and possibly the entire metastatic process.

## Materials and Methods

### Chemicals, Proteins, and Antibodies

Cell culture reagents were purchased from VWR. ATP was purchased from Sigma-Aldrich. TGF- β1 protein was from Cell Signaling. Pan-neutralizing antibody against TGF-β ligands was from Cell Signaling.

### Cell Lines and Cell Culture

Human non-small cell lung cancer (NSCLC) cell lines A549 and H1299 were purchased from ATCC. A549 and H1299 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) as previously described (25–29).

We chose human lung cancer A549 and H1299 cells for the study because lung cancer has been our lab’s major cancer target and these two NSCLC cell lines have been used in our and other labs frequently before (24–27).

### RNA Sequencing

#### Sample Preparation

A549 cells were treated by ATP or TGF-β for 2 or 6 hrs because we were primarily interested in focusing on and catching early phase gene expression which is responsible for the induction of EMT. The timing was also based on the previous study, which revealed that EMT-related phenotypic changes occur around 2-6 hours post-induction (29). In addition, preliminary data showed a pattern of several EMT-TF levels peaking 6 hours post treatment (unpublished observation). After treatment, RNA was isolated from cells using an RNA Isolation kit (Thermo Fisher) following manufacturer’s instructions. Genomic DNA was removed from the samples using a genomic DNA removal kit (Thermo Fisher). RNA samples were eluted in DEPC treated water (Thermo Fisher). RNA Integrity number values were measured by the Ohio University Genomics Facility to ensure quality of the RNA before samples were shipped to LC Sciences in Houston, TX, for a total polyA RNA sequencing.

#### RNA Sequencing Data Analysis

A complete transcriptome was assembled after the sequencing and the primary analysis of the transcriptome provided by the company were further analyzed to identify gene expression changes associated with EMT induction. Analyses were performed to identify gene sets that were enriched in ATP and TGF-β treated cells, and gene sets were considered significantly enriched if their false discovery rate (FDR) q value was < 0.10, which is 15% less than the value recommended by the GSEA user guide (< 0.25). Heat map genes were identified from GSEA enrichments (39–41). Identified genes expression levels were averaged between samples, gene names were converted from ensemble transcript ID to universal gene symbol using the DAVID database (42, 43), and top hits were visualized utilizing Morpheus heatmapping software form the Broad Institute (https://software.broadinstitute.org/morpheus).

### Metabolomics Analysis

Sample preparation: Treatment times of 2, 6, and 12 hours were chosen for the reasons of matching with the RNAseq conditions (2 and 6 hr) and including a condition for later phase of EMT (12hr). A549 cells were treated as follows: no treatment/control,.5 mM eATP, and 10 ng/mL TGF-β. Cell culture metabolism was stopped by briefly incubating in ddH_2_O, metabolites were extracted by 80% ice cold methanol, and samples were sonicated and centrifuged at 4°C. Metabolites are present in the supernatant, which was removed and freeze dried (44). Samples were stored in -80°C and analyzed at the Ohio State University Campus chemical instrumentation center (CCIC).

Metabolomics data analysis: Metabolomics study was completed by quantitative untargeted LC-MS utilizing Q-TOF 6545 mass spectrometer connected to an Agilent 1290 UHPLC system with a Poroshell 120 SB-C18 (2 × 100 mm, 2.7-μm particle size) column. Metabolomics data was generated and received from CCIC. Masshunter software (Agilent Technology) was used for acquiring data and peaks were integrated using Progenesis (Agilent Technology). Compounds were identified with XCMS as well as Metaboanalyst 5.0 software. Peak areas were normalized using internal standards and were subjected to relative quantification analyses with control (no treatment).

### Invasion Assays

Cancer cell invasion assays, which are based on cancer cells penetrating a porous filter covered with a layer of Matrigel in an inner well (the well in another outer well) Transwell system, were performed as previously described with more extensive dose-dependent studies (29). The invading cancer cells have to “eat through” the Matrigel layer to reach the other side of the filter to be stained and then counted. The cells were incubated under different conditions (treatments applied to both the upper and lower chambers. After 20 hours incubation at 37°C, invaded cells to the bottom (opposite side) of the polycarbonate membrane of the upper insert were fixed with 4% paraformaldehyde and stained with crystal violet, and visually counted from six representative visual fields per well in experimental triplicate using compound light microscopy (200X magnification), and then averaged. The TGF-β concentrations used in these assays were the commonly reported ones in the literature.

### Fluorescence Microscopy of eATP Treated Cancer Cells

To observe morphological changes of filopodia-like protrusions, fluorescence microscopy was performed as previously described with an extensive time-dependent study (29). Briefly, F-actin (filamentous-actin) of cells were stained with Fluorescent Phallotoxins. A549 or H1299 cells were seeded overnight on glass coverslips placed in 24-well plates, then treated with or without ATP or TGF-β for various time periods (2, 6, and 12 hours). Stained cells were examined and photographed using a Fluor Motorized DIC Polarization Phase Contrast Microscope (Zeiss AXIO Observer) at 200× magnification.

### ATP Assay

ATP assays, which are based on measurement of light intensity generated from a biochemical reaction that uses ATP in cell lysates as energy source, were performed as previously described (25, 26, 29).

### Cell Proliferation/Viability Assay

Cell viability was measured using a Resazurin Assay. A549 cells were treated as follows: no treatment/control,.25 μg/ml TGF-β antibody,.50 μg/ml TGF-β antibody,.75 μg/ml TGF-β antibody,.25 μg/ml TGF-β antibody +.5 mM ATP,.50 μg/ml TGF-β antibody +.5 mM ATP,.75 μg/ml TGF-β antibody +.5 mM ATP, and.5 mM ATP for 24 hours. Media was aspirated from cells and replaced with fresh media containing 0.0045% of resazurin dye. Cells were incubated at 37°C for 10 minutes and the plate was read with a fluorescence microplate reader (Citation 3, BioTek) with excitation at 570 nm and emission at 590 nm.

### Western Blot Analysis

Proteins were isolated from cells treated with no treatment,.5 mM ATP for hours or 6 hours, or 10 ng/ml TGF-β for 2 hours or 6 hours. Proteins were analyzed with western blots using appropriate primary rabbit anti-human antibodies all purchased from Cell signaling Technologies: E-cadherin (# 3195), Snail (#3879), Vimentin (# 5741), MMP-1 (#54376), MMP-3 (# 14351), MMP-9 (# 2270), Claudin-2 (# 48120), and NF-κBp65 (# 4764). Secondary antibody staining was completed with anti-rabbit IgG, HRP-linked antibody (Goat, 1:1000, CST, #7074). Cofilin (D3F9) XP^®^ Rabbit mAb (#5175) was used as a protein loading control. The signals were detected with Super Signal West Pico Chemiluminescent substrate (Thermo Fisher Scientific) and was developed using (Odyssey Fc 2800, LI-COR Biosciences). Intensities of protein bands were quantified by the corresponding Odyssey Fc software used to develop blots.

### Study of Gene BLOC1S6 and Its Functions

To test the functional relevance of consistently upregulated genes identified from RNAseq analysis, we selected *BLOC1S6* as a study target for the following reasons. It is a gene relatively unknown for its functions, particularly totally unknown in EMT. In addition, it is a gene that its mRNA expression levels are inversely proportional to the survival of lung cancer patients with a large survival margin between low and high *BLOC1S6* expressors (45). This comparison of tumor samples from close to one thousand human lung cancer patients strongly implies that *BLOC1S6* expression levels significantly affect the survival of lung cancer patients.

The reasons for focusing on *BLOC1S6* also include (a) *BLOC1S6* is one of the eleven genes that were found to be consistently upregulated by both eATP and TGF-β at both detecting times (**Table 1**). Thus, BLOC1S6 is likely to play important roles in EMT. (b). *BLOC1S6* is one of several genes among the 11 genes that has not been studied in the fields of cancer and EMT. Thus, studying *BLOC1S6* would be more impactful than studying other well-known genes on the list such as *Sox8*, *BMP6*, and *MMP10* (**Table 1**). (c) In addition, earlier studies by others suggested that the protein BLOC1S6 is involved in intracellular vesicle trafficking (46), a process similar to macropinocytosis which is heavily used in eATP internalization as we observed (20–22, 25–29). This further links BLOC1S6 with eATP functions and EMT.

**Table 1:** Comparison of common genes significantly up- and down-regulated by eATP and TGF-β.

Upregulated Conserved Genes					
		log2(FC) values			
Gene Symbol	Gene Name	2 hr ATP	6 hr ATP	2 hr TGF-β	6 hr TGF-β
SOX8	SRY-Box Transcription Factor 8	2.01	2. 94	2.72	2.91
STC1	Stanniocalcin-1	3.41	1.29	1.48	1.39
BMP6	Bore morphogenetic protein 6	1.70	1.27	1.17	1.77
GJB3	Gap Junction Protein Beta 3	2.12	1. 73	1.64	1.40
MMP10	Matrix Metallopeptidase 10	1.36	1. 87	1.10	2.51
BLOC1S6	Biogenesis Of Lysosomal Organelles Complex 1 Subunit 6	1.40	1.27	1.51	1.39
ATP6V1G2-DDX39B	ATP6V1G2-DDX39B readthrough	1.57	2. 31	2.04	2.43
ILIA	Interleukin 1 Alpha	1.39	1. 06	3.06	3.95
LRRC38	Leucine Rich Repeat Containing 38	1.78	1.20	2.59	2.49
PLXNA4	Plexin A4	1.61	1. 10	3.40	3.61
SYTL3	Synaptotagmin Like 3	1.23	1. 04	1.03	1.12
**Downregulated Conserved Genes**					
		**logZ(FC) values**			
**Gene Symbol**	**Gene Name**	**2 hr ATP**	**6 hr ATP**	**2 hr TGF-β**	**6 hr TGF-β**
FOS	c-Fos	-4 .20	-1. 05	-3.21	-3.32
VAV3	Vav Guanine Nucleotide Exchange Factor 3	-1.07	-1. 11	-1.50	-1.94
ANKS4B	Ankyrin Repeat And Sterile Alpha Motif Domain Containing 4B	-1.61	-1.03	-1.55	-2.26
LINC00488	Long Intergenic Non-Protein Coding RNA 488	-1.21	-1.08	-2.02	-2.32
LINCD1783	Long Intergenic Non-Protein Coding RNA 1783	-1.92	-1.44	-1.91	-1.71
DAG1	Dystroglycan 1	-1.74	-1. 74	-2.40	-1.90
AGPAT3	l-Acylglycerol-3-Phosphate 0-Acyltransf erase 3	-1.23	-1. 31	-1.24	-1.20

Gene expression values are expressed in Log2 fold changes (Log2fc). All those values shown in **Table 1** are statistically significantly different from those of the untreated controls (Log2fc = 0). Positive and negative values represent gene upregulations and gene downregulations, respectively.

An siRNA study was conducted to knockdown (KD) the expression of BLOC1S6. Sequences of *BLOC1S6* siRNA is 5’-ATACGAGGTTTCATTGTTTAA -3’.

The transfection of the siRNA into A549 cells was performed as previously described (29). Functional assays such as cell proliferation, invasion drug resistance, and soft agar anchor-independent colony formation assay (47), were conducted to assess the potential roles of BLOC1S6 in EMT.

### Data Analysis

Each experimental condition will be performed in at least triplicates and repeated at least once. Results were reported as mean ± standard deviation. The statistical difference, or difference between control and treatment groups, was analyzed using Student’s t-test or one-way ANOVA. P<0.05 was considered statistically significant.

## Results

### RNA Sequencing Reveals That eATP Induces Gene Expression Similar but Not Identical to Those Induced by TGF-β

First, we wanted to determine if and how eATP induces changes at the gene expression level as compared with TGF-β. Such a study was never done at the transcriptome level. To that end, RNA sequencing (RNAseq) analysis was performed (**Figure 1A**).

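A549 is a human lung adenocarcinoma cell line, and TGF-β is a cytokine that induces EMT in epithelial cells. The RNAseq data comprised 20 libraries in 5 groups of 4: untreated controls, and cells given 0.5 mM ATP or 10 ng/mL TGF-β for 2 or 6 hours. The paper gives 3 replicates per condition, and the contents of its supplemental tables of replicate values were not available here, so all 4 libraries of each group were used. Log2 ratios of the group means of FPKM over all 4 lay within 0.01 of 163 of the 164 log2(FC) values in Tables 1 to 3. No source used here says whether the libraries of a group came from separate cultures, and p-values therefore measure the spread between these libraries, which may be technical. The controls carry no collection time, so each treatment was compared with the same 4 control libraries. The total count per library was 65609263 to 74242362 (median 70163696.5) in the controls, and 73372476 to 74215635 (median 73912106) and 72156747 to 75008012 (median 73648270) at 2 and 6 hours of eATP. It was 65090551 to 75050437 (median 71330400) and 56187614 to 71464725 (median 63335464.5) at 2 and 6 hours of TGF-β. The libraries were stranded and made from polyA-containing RNA. The submitters' processing notes name HISAT2, StringTie and edgeR without versions, and the genome build is not given in the sources used here. The authors deposited a read count and an FPKM value for each of 58825 genes and each library. The counts of the 20094 genes with at least 0.1 FPKM in at least 4 of the 20 libraries were normalized by TMM and tested with edgeR's quasi-likelihood test in one model of the 5 groups. Genes were called higher or lower at a Benjamini-Hochberg adjusted p under 0.05, with no threshold on the fold change. The standard error (SE) of a log2(FC) was taken from its size and the F statistic of that test. Lists of genes written before the data were examined were tested with camera at a preset correlation between genes of 0.01, two-sided and adjusted over 31 lists. Overlapping genes, pseudogenes and readthrough transcripts can share reads, and their counts are less certain than those of other genes. The TGF-β 2 h replicate 1 stood apart from the other 3 libraries of its group: the SD of its deviation across genes was 0.802, against 0.399 to 0.541 in the other libraries. The deviation correlated with log2 transcript length (r = -0.394 across 11553 genes, which are not independent replicates).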

**Figure 1:**
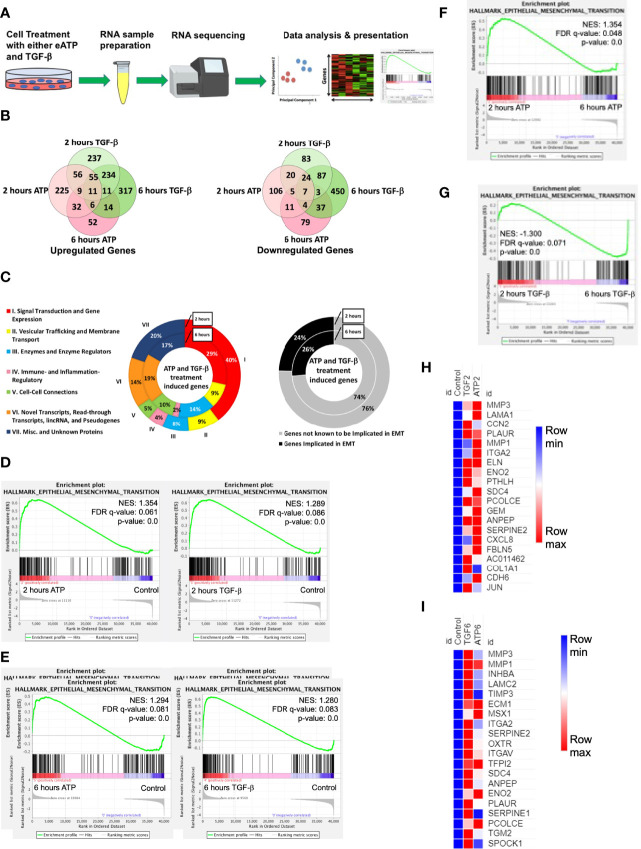
RNAseq study. A549 cells were treated with either 0.5 mM ATP or 10 ng/mL TGF-β for 2 or 6 hours with three replicates per treatment condition. After the treatment, polyA-containing RNA was isolated and then sent to a commercial service company for RNAseq analysis as described in detail in the Materials and Methods. The general RNAseq results are presented in Venn diagrams, pie graphs, GSEA plots, and heatmaps. NES: normalized enrichment score. **(A)** Workflow for RNA-sequencing study.** (B) **Venn Diagram of genes significantly upregulated (left) or downregulated (right) by either ATP or TGF-β at 2 or 6 hours. **(C)** pie graph that shows the 131 EMT related genes upregulated by both eATP and TGF-β at 2 hours and 42 genes at 6 hours (left), and percentage of known EMT genes at both times (right). **(D)** Gene set enrichment analysis (GSEA) plots for the “Hallmark - Epithelial mesenchymal transition” signature, 2 hours ATP compared to control (left) and 2 hours TGF-β compared to control (right). (**E–G): **GSEA plots for the “Hallmark - Epithelial mesenchymal transition” signature. **(E)** 6 hours ATP compared to control (left) and 6 hours TGF-β compared to control (right). **(F)** 2 hours ATP compared to 6 hours ATP. **(G) **2 hours TGF-β compared to 6 hours TGF-β. (**H, I): **Heatmap** **showing top 20 enriched genes from the ”Hallmark - Epithelial mesenchymal transition” signature in **(H)** 2 hours ATP and 2 hours TGF-β and **(I)** 6 hours ATP and 6 hours TGF-β. For heatmaps **(H)** and **(I)**, FPKM values for all three replicates of each gene are shown in the **Supplemental Tables 2**, **3**.

At 2 hours of treatment, TGF-β significantly upregulated a total of 613 genes while eATP upregulated 394 genes (**Figure 1B** left). In addition, among these genes, 131 were common between both treatments at 2 hours (**Figure 1B** left and **1C** left). 

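After 2 hours of eATP, NR4A3, which encodes an orphan nuclear receptor, rose from 0.419 ± 0.0541 to 6.21 ± 0.198 FPKM (SD, n = 4), a log2(FC) of 3.91 (SE 0.41, adjusted p = 2.82e-06 from edgeR's quasi-likelihood test). TAF11L11 rose by 3.59 (SE 0.87, adjusted p = 0.0124) and ARL14, a small GTPase gene, by 3.49 (SE 0.29, adjusted p = 1.7e-07) on the log2 scale in the same test. After 2 hours of TGF-β, ANGPTL4, which encodes an inhibitor of lipoprotein lipase, rose from 1.47 ± 0.295 to 72.1 ± 27 FPKM (SD, n = 4), a log2(FC) of 5.64 (SE 0.27, adjusted p = 5.21e-11 from the same test). KRT17, a keratin gene with 0 to 25 counts in the control libraries, and FOXS1, a forkhead transcription factor gene with 0 to 7, rose by 5.25 (SE 0.83, adjusted p = 0.000213) and 5.10 (SE 0.82, adjusted p = 0.000528). For each inducer these 3 genes had the largest rises among genes with a mean of at least 1 FPKM in the treated group and all 4 treated libraries above all 4 control libraries. In all, 963 genes were higher with eATP and 1456 with TGF-β. The TGF-β count was 1581 without the TGF-β 2 h replicate 1 and 1164 without control replicate 2. A fit of the compared groups alone called fewer still with TGF-β.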

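FST, which encodes the activin antagonist follistatin, rose with both inducers at 2 hours, by 2.83 (SE 0.26, adjusted p = 6.25e-07) with eATP and 1.59 (SE 0.25, adjusted p = 0.000234) with TGF-β on the log2 scale (edgeR's quasi-likelihood test). JUN, a subunit of the AP-1 transcription factor, rose by 0.53 (SE 0.077, adjusted p = 0.000139) and 1.22 (SE 0.078, adjusted p = 2.94e-09). A total of 464 genes were higher with both inducers, 48.2% of those higher with eATP. This count was 647 without the TGF-β 2 h replicate 1 and 346 without control replicate 2. Another 65 genes were higher with eATP and lower with TGF-β, and 68 the reverse. Lists of these sizes would share 69.8 genes if they were independent. Both comparisons use the same controls. With a different pair of controls for each inducer 252 to 260 genes were shared, over 6 divisions. Fewer controls per comparison can also shorten the lists, so the drop need not come from shared controls alone. The correlation of the log2(FC) was then 0.0793 to 0.191, and their covariance 0.0289 to 0.0613. Fewer controls also make the log2(FC) noisier, which by itself can lower the correlation. Across 15070 genes the log2(FC) of the inducers had a covariance of 0.11 (r = 0.43), against 0.0624 (r = 0.493) in simulated unchanged groups with the same controls, a difference of 0.048 (genes are not independent replicates).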

At 6 hours, TGF-β induced 648 genes whereas eATP induced 135 genes. 

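With eATP for 6 hours, MMP1, an interstitial collagenase gene, rose from 0.188 ± 0.067 to 1.84 ± 0.308 FPKM (SD, n = 4), a log2(FC) of 3.29 (SE 0.27, adjusted p = 5.25e-07 from edgeR's quasi-likelihood test). The protein-coding gene AC118754 rose by 2.96 (SE 0.27, adjusted p = 1.93e-06), the transcription factor gene SOX8 by 2.95 (SE 0.21, adjusted p = 1.75e-07) and GKN2, which encodes a gastrokine, by 2.13 (SE 0.30, adjusted p = 3e-04) on the log2 scale in the same test. With TGF-β at 6 hours, ANGPTL4 reached 115 ± 11.3 FPKM (SD, n = 4; log2(FC) 6.36, SE 0.28, adjusted p = 9.92e-12). SEMA7A, a semaphorin gene of the cell migration list, rose by 4.87 (SE 0.15, adjusted p = 5.04e-14) with TGF-β and by 1.75 (SE 0.13, adjusted p = 2.77e-07) with eATP. Together 1688 genes were higher with TGF-β and 343 with eATP than in the controls.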

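NR4A3 was lower at 6 than at 2 hours of eATP (log2(FC) -4.19, SE 0.42, adjusted p = 1.51e-06), while ANGPTL4 was higher at 6 than at 2 hours of TGF-β (log2(FC) 0.72, SE 0.22, adjusted p = 0.0388; edgeR's quasi-likelihood test). The call of ANGPTL4 with TGF-β at 6 against 2 hours was lost without TGF-β 2 h replicates 2, 3 and 4 and TGF-β 6 h replicates 1, 2 and 3 in turn (log2(FC) 0.57 to 0.72, adjusted p 0.0735 to 0.121), and with no filter, median scaling and a fit of the compared groups alone. Between the times, 1208 genes were higher and 1320 lower at 6 hours of eATP, and 1103 and 1322 at 6 hours of TGF-β. Without the TGF-β 2 h replicate 1 the TGF-β comparison called 3074 genes in place of 2425, and 1948 without the TGF-β 2 h replicate 4. A fit of the compared groups alone called fewer still. The change between the times differed between the inducers for 1229 genes. This count was 1769 without the TGF-β 2 h replicate 1 and 970 without eATP 2 h replicate 2. For NR4A3 the difference between the inducers in this change was 1.45 (SE 0.53, adjusted p = 0.138) on the log2 scale.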

Between 2 hours and 6 hours, TGF-β significantly induced roughly the same number of genes while eATP significantly induced only about 1/3 of the genes at 6 hours compared with those of 2 hours. At 6 hours, 42 genes were significantly upregulated by both inducers (**Figure 1B** left and **1C** left). These large changes over time in the eATP-induced gene expressions correlate with the invasion and morphology changes induced by eATP (**Figures 3**, **4**).

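CXCL8, the gene of the chemokine IL-8, rose by 0.58 (SE 0.095, adjusted p = 0.00155) with eATP and 0.36 (SE 0.095, adjusted p = 0.0125) with TGF-β at 6 hours on the log2 scale (edgeR's quasi-likelihood test). SDC4, a syndecan gene, rose by 0.56 (SE 0.078, adjusted p = 0.000287) and 1.07 (SE 0.079, adjusted p = 1.21e-08). The call of CXCL8 with TGF-β at 6 hours was lost without control replicate 4 (log2(FC) 0.31, adjusted p = 0.0511), and with quantile normalization. Both inducers raised 150 genes at 6 hours, 43.7% of those higher with eATP, and 28.8 would be shared by independent lists of these sizes. Opposite calls were made for 71 genes higher with eATP and lower with TGF-β, and 38 the reverse. Separate pairs of controls, with fewer controls per comparison, gave 64 to 78 shared genes. The correlation of the log2(FC) was then -0.00313 to 0.0752, which noise from fewer controls can lower, and the covariance -0.00115 to 0.0252. The covariance of the log2(FC) was 0.0701 (r = 0.266) against a simulated 0.0674 (r = 0.506), a difference of 0.00271.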

In comparison, at 2 hours, TGF-β significantly downregulated 229 genes while eATP downregulated 177 genes (**Figure 1B** right). 

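EGR1 and FOS, transcription factor genes that respond early to growth signals, fell with both inducers at 2 hours. EGR1 had a log2(FC) of -4.69 (SE 0.26, adjusted p = 8.38e-10) with eATP and -2.41 (SE 0.23, adjusted p = 7.62e-07) with TGF-β, and FOS of -4.17 (SE 0.19, adjusted p = 1.16e-10) and -3.18 (SE 0.18, adjusted p = 5.55e-10), by edgeR's quasi-likelihood test. RNF43, a ubiquitin ligase gene that restrains Wnt signaling, had -3.28 (SE 0.19, adjusted p = 1.13e-09) and -2.94 (SE 0.18, adjusted p = 1.89e-09). With TGF-β, LRRC8D, which encodes a subunit of volume-regulated anion channels, had -3.37 (SE 0.85, adjusted p = 0.0117), and the transcription factor gene SOX2 had -2.88 (SE 0.18, adjusted p = 1.9e-09). The call of LRRC8D with TGF-β at 2 hours was lost with a fit of the compared groups alone. In total 1139 genes were lower with TGF-β and 762 with eATP, 361 of them with both (534 without the TGF-β 2 h replicate 1 and 260 without control replicate 2). Without control replicate 1, 805 were lower with TGF-β. A fit of the compared groups alone called fewer still, with TGF-β and with both. Independent lists would share 43.2 genes, and separate pairs of controls, with fewer controls per comparison, gave 152 to 173.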

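BMS1P7, a pseudogene, had 63 to 144 counts in the control libraries and none in the 4 libraries of TGF-β at 6 hours. It passed the test (adjusted p = 0.0478), and not without control replicates 1, 2, 3 and 4 and TGF-β 6 h replicates 1, 2, 3 and 4 in turn (adjusted p 0.0588 to 0.0952). EDN2, the endothelin-2 gene, fell from 1.62 ± 0.424 to 0.0584 ± 0.0432 FPKM (SD, n = 4), a log2(FC) of -4.62 (SE 0.49, adjusted p = 1.3e-06 from edgeR's quasi-likelihood test). SPRY1, an inhibitor of receptor tyrosine kinase signaling, had a log2(FC) of -2.89 (SE 0.24, adjusted p = 4.69e-08), and HK2, which encodes the glycolytic enzyme hexokinase 2, of -2.43 (SE 0.29, adjusted p = 4.57e-06). These are among 1559 genes lower after 6 hours of TGF-β.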

At 6 hours, TGF-β significantly downregulated 612 genes. In contrast, eATP significantly downregulated 146 genes, a small decrease compared with its 2-hour counterpart (**Figure 1B** right).

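NIPSNAP1, which encodes a mitochondrial protein, had a log2(FC) of -1.71 (SE 0.37, adjusted p = 0.0151) at 6 hours of eATP (edgeR's quasi-likelihood test). BAAT, the enzyme that conjugates bile acids to amino acids, fell from 12.4 ± 1.16 to 3.95 ± 0.454 FPKM (SD, n = 4; log2(FC) -1.63, SE 0.12, adjusted p = 2.11e-07), while PLCXD3 had a log2(FC) of -1.61 (SE 0.23, adjusted p = 0.000296). In control replicate 3, NIPSNAP1 was at 10.5 FPKM, against 32.2 to 33.9 in the other 3 libraries of the group. The call of NIPSNAP1 with eATP at 6 hours was lost without eATP 6 h replicate 4 (log2(FC) -1.67, adjusted p = 0.0525). In all, 257 genes were lower with eATP at 6 hours, 105 of them also lower with TGF-β. Independent lists would share 19.9, and separate pairs of controls, with fewer controls per comparison, gave 38 to 46. The 257 genes became 152 without control replicate 1 and 154 without eATP 6 h replicate 4, and 164 with no filter on low values.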

Similarly, eATP and TGF-β also downregulated numerous genes, primarily epithelial genes (**Figure S1A, B**).

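Of 24 epithelial genes tested, 2 rose with eATP at 2 hours: CLDN1, a claudin gene (0.76, SE 0.058, adjusted p = 5.32e-08), and JUP, which encodes plakoglobin (0.64, SE 0.12, adjusted p = 0.00139; log2(FC) from edgeR's quasi-likelihood test). With TGF-β at 2 hours, 6 rose and 1 fell, and among those that rose the claudin gene CLDN4 had 3.76 (SE 0.68, adjusted p = 0.000818) and JUP 1.25 (SE 0.12, adjusted p = 6.41e-07). JUP was the only member of the list higher with both inducers at 2 hours. At 6 hours, 2 fell with eATP, CLDN2 and the tight junction gene TJP3. With TGF-β 3 rose and 3 fell at 6 hours, among them CLDN4 (3.64, SE 0.68, adjusted p = 0.000727), TJP3 (-2.19, SE 0.24, adjusted p = 1.88e-06) and the plakophilin gene PKP2 (-1.13, SE 0.17, adjusted p = 5.81e-05). In TGF-β 6 h replicate 2, CLDN4 was at 0.114 FPKM, against 5.64 to 6.16 in the other 3 libraries of the group. TJP3 had -0.91 (SE 0.23, adjusted p = 0.0346) with eATP. The call of TJP3 with eATP at 6 hours was lost without control replicates 1, 2, 3 and 4 and eATP 6 h replicates 1, 2, 3 and 4 in turn (log2(FC) -0.98 to -0.85, adjusted p 0.0563 to 0.105), and with no filter. CLDN2 had 3 to 24 counts in the eATP 6 h libraries, against 24 in control replicate 2 and 15031 to 17681 in the other 3 controls (log2(FC) -9.72, SE 2.22, adjusted p = 0.0201). The call of CLDN2 with eATP at 6 hours was lost without eATP 6 h replicates 1, 2, 3 and 4 in turn (log2(FC) -10.02 to -9.37, adjusted p 0.0654 to 0.0693). CDH1, the E-cadherin gene, passed the test with none of the treatments: its level was 10.4 ± 1.31 FPKM in the controls (SD, n = 4), 5.89 ± 2.19 with eATP and 4.63 ± 2.68 with TGF-β at 6 hours. The list as a whole was higher at 2 hours with eATP (mean log2(FC) 0.33, adjusted p = 0.00198 from camera) and with TGF-β (mean log2(FC) 0.53, adjusted p = 0.0113 from camera). The call with TGF-β was lost with a filter of 1 FPKM (adjusted p = 0.0769). At 6 hours its mean log2(FC) was -0.38 with eATP (median 0.008, adjusted p = 0.797) and -0.071 with TGF-β (median -0.058, adjusted p = 0.556 from camera). The mean with TGF-β was -0.38 without TGF-β 6 h replicate 1 and 0.022 without control replicate 3, and did not pass in either case. Epithelial genes called when adjusted over the list alone were 2 higher and 0 lower at 2 hours and 1 higher and 2 lower at 6 hours of eATP, and 7 higher and 1 lower at 2 hours and 3 higher and 3 lower at 6 hours of TGF-β.

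**Figure D1:**
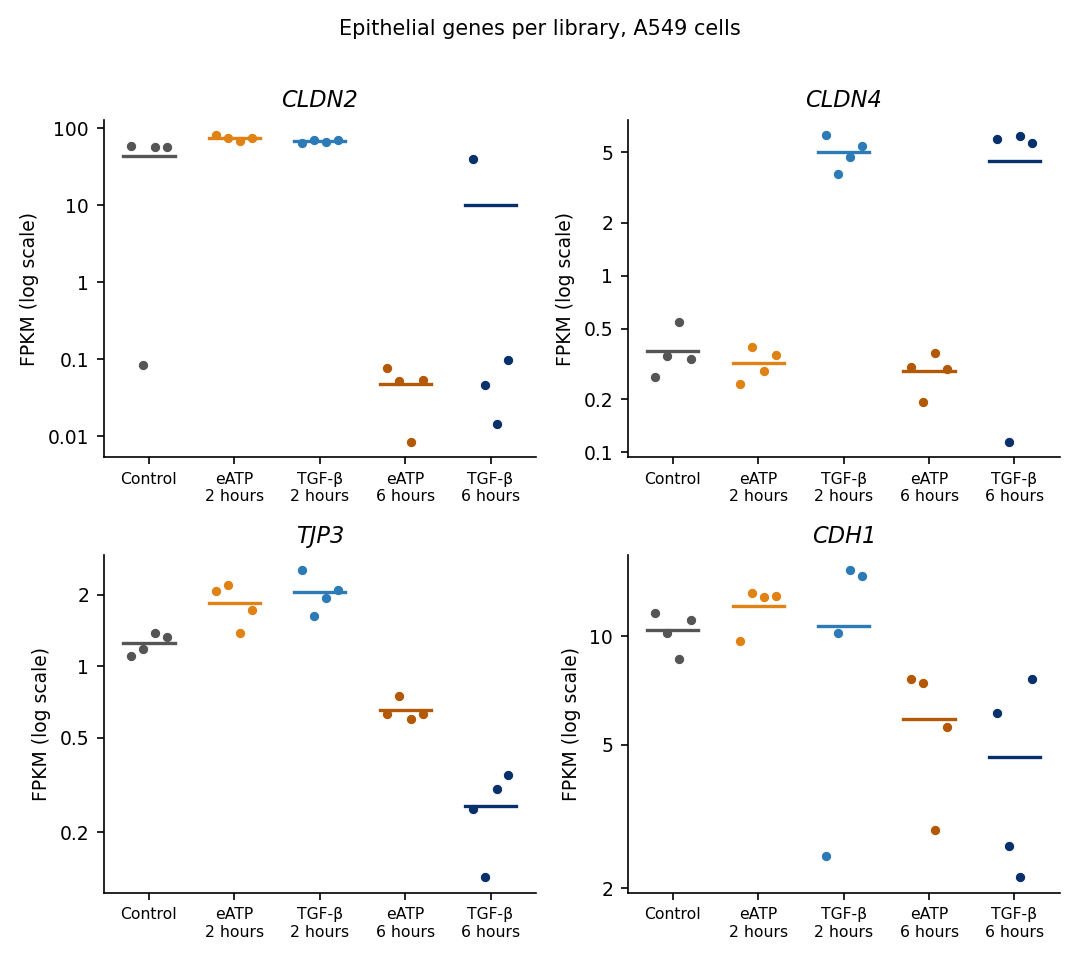
FPKM of CLDN2, CLDN4, TJP3 and CDH1 on a log axis in the untreated controls and after 2 or 6 hours of eATP or TGF-β. Points are the 4 libraries of a group and horizontal lines the group means; CLDN2 lies near 0 in all 4 eATP 6 h libraries, in 3 TGF-β 6 h libraries and in 1 control library.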

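Of 12 EMT transcription factors tested, SNAI1, SNAI2 and SOX4 rose with TGF-β, and SOX4 alone rose with eATP at 2 hours (0.64, SE 0.057, adjusted p = 3.81e-07 on the log2 scale, edgeR's quasi-likelihood test). With TGF-β, SNAI1, the gene of the E-cadherin repressor Snail, rose by 2.87 (SE 0.25, adjusted p = 2.25e-07) at 2 hours and 3.21 (SE 0.26, adjusted p = 3.47e-08) at 6 hours. SNAI2, the gene of Slug, rose by 2.61 (SE 0.34, adjusted p = 2.55e-05) and 3.02 (SE 0.34, adjusted p = 2.9e-06). With eATP at 6 hours edgeR called 0 of the 12, with 1 higher at an unadjusted p under 0.05, 0 called by limma and 0 by DESeq2, which were both added as alternatives after seeing the data. Between the inducers at 2 hours, SNAI2 differed by 2.03 (SE 0.33, adjusted p = 0.000308). VIM, the gene of the mesenchymal intermediate filament vimentin, rose from 143 ± 9.85 to 298 ± 20 FPKM (SD, n = 4) at 6 hours of TGF-β, a log2(FC) of 1.14 (SE 0.11, adjusted p = 3.24e-07). With eATP it had -0.075 (SE 0.11, adjusted p = 0.814) at 2 hours and 0.21 (SE 0.11, adjusted p = 0.439) at 6 hours. CDH2, the N-cadherin gene, had 0.75 (SE 0.17, adjusted p = 0.00399) at 6 hours of TGF-β and 0.18 (SE 0.17, adjusted p = 0.787) at 6 hours of eATP. The list was higher with TGF-β at 2 hours (mean log2(FC) 0.58, adjusted p = 0.00917 from camera) and 6 hours (mean log2(FC) 0.46, adjusted p = 0.0207 from camera). Both calls were lost with no filter (adjusted p = 0.0537 and 0.0645) and with a fit of the compared groups alone (0.0613 and 0.0582), and that at 6 hours in fgsea (adjusted p = 0.217). With eATP it did not pass (adjusted p = 0.882 at 2 hours and 0.49 at 6 hours), and at 2 hours its mean log2(FC) of -0.11 (-0.17 to -0.049 without 1 library in turn) and median of 0.13 differ in sign. Factors passing when adjusted over the list alone were 1 higher and 0 lower at 2 hours and 0 higher and 0 lower at 6 hours of eATP, and 3 higher and 1 lower at 2 hours and 3 higher and 2 lower at 6 hours of TGF-β.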

All these data shown above supports the notion that the state induced by eATP, similar to the one induced by TGF-β, is a partial EMT.

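A list of 200 EMT genes was modelled on the Hallmark signature and not checked against it, and 164 of them were tested. With eATP, 35 rose and 5 fell at 2 hours, and 17 rose and 8 fell at 6 hours. With TGF-β, 54 rose and 11 fell at 2 hours, and 70 rose and 18 fell at 6 hours. At 2 hours of eATP the collagenase gene MMP1 rose by 3.43 (SE 0.27, adjusted p = 9.36e-08) on the log2 scale (edgeR's quasi-likelihood test). At 2 hours of TGF-β, CCN2, which encodes connective tissue growth factor, rose by 2.85 (SE 0.11, adjusted p = 3.33e-12), TIMP3, an inhibitor of metalloproteinases, by 2.59 (SE 0.27, adjusted p = 1.93e-06) and the collagen gene COL1A1 by 2.55 (SE 0.11, adjusted p = 1.43e-11). At 6 hours of TGF-β, INHBA, which encodes an activin subunit, rose by 4.80 (SE 0.74, adjusted p = 9.86e-05) and MMP3, the stromelysin-1 gene, by 4.43 (SE 0.60, adjusted p = 2.26e-05). GREM1, a BMP antagonist gene, rose by 1.33 (SE 0.16, adjusted p = 8.48e-05) at 6 hours of eATP. The list was higher than other genes at 2 hours of eATP (mean log2(FC) 0.31, adjusted p = 1.32e-10 from camera) and of TGF-β (mean log2(FC) 0.33, adjusted p = 3.7e-08 from camera), and 0.36 on average for the latter without the TGF-β 2 h replicate 1. It was also higher at 6 hours of eATP (mean log2(FC) 0.17, adjusted p = 5.04e-05 from camera) and of TGF-β (mean log2(FC) 0.55, adjusted p = 2.17e-15 from camera). The call for eATP at 6 hours was lost with the correlation estimated from the data (adjusted p = 0.0774 with an estimated correlation), and the other 3 were kept (adjusted p = 0.0032, 0.0111 and 0.000895). Adjusted over the list alone, the counts were 45 higher and 7 lower at 2 hours and 31 higher and 10 lower at 6 hours of eATP, and 62 higher and 14 lower at 2 hours and 78 higher and 22 lower at 6 hours of TGF-β.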

In the gene set enrichment analysis (GSEA) plots for the “Hallmark - Epithelial mesenchymal transition” signature, EMT is more enriched at 2 hours (**Figure 1D**) and at 6 hours (**Figure 1E**) for both eATP and TGF-β treatments compared to the untreated controls. Comparisons between 2 and 6 hours of the same treatment show that EMT is more enriched at 2 hours than 6 hours for ATP (**Figure 1F**), while EMT is more enriched for TGF-β at 6 hours than two hours (**Figure 1G**), suggesting that EMT enrichment/progress induced by ATP is earlier/faster than that for TGF-β. 

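CCN2 was lower at 6 than at 2 hours of eATP (log2(FC) -2.50, SE 0.11, adjusted p = 7.5e-11, edgeR's quasi-likelihood test), as were CXCL8 (-1.38, SE 0.096, adjusted p = 2.17e-08) and IL6, the interleukin-6 gene (-1.48, SE 0.20, adjusted p = 5.99e-05). With TGF-β, COL1A1 was higher at 6 than at 2 hours (1.5, SE 0.11, adjusted p = 3.97e-08). In the list of EMT genes, 9 were higher and 33 lower at 6 hours of eATP (mean log2(FC) -0.14, adjusted p = 0.00745 from camera). With TGF-β 44 were higher and 18 lower at 6 hours (mean log2(FC) 0.22, adjusted p = 4.01e-06 from camera). With an estimated correlation the call was lost for eATP (adjusted p = 0.234 with an estimated correlation) and kept for TGF-β (0.0271). The change between the times differed between the inducers for 40 genes in favor of TGF-β and 7 in favor of eATP, and for the list (mean log2(FC) 0.36, adjusted p = 1.64e-12 from camera, 0.00423 with an estimated correlation). For CCN2 this difference was 2.71 (SE 0.14, adjusted p = 3.59e-09). Adjusted over the list alone, 10 and 37 genes were higher and lower at 6 than at 2 hours of eATP and 49 and 24 with TGF-β. Without the TGF-β 2 h replicate 1 the mean log2(FC) of the list between the TGF-β times was 0.17, against 0.22 with all libraries.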

From the gene set enrichment analysis, we found the top 20 most enriched genes in common between ATP and TGF-β at both 2 hours and 6 hours (**Figures 1G, H**). 

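Of 19 genes read from the heatmap in Figure 1H, LAMA1 and ELN were below the level for testing, and the other 17 were tested. At 2 hours 12 of them rose with eATP (median log2(FC) 1.01) and 13 with TGF-β (median 1.04). PLAUR, the urokinase receptor gene, rose by 1.23 (SE 0.14, adjusted p = 4.75e-06) with eATP and 1.34 (SE 0.14, adjusted p = 1.34e-06) with TGF-β on the log2 scale (edgeR's quasi-likelihood test). SDC4 rose by 1.55 (SE 0.08, adjusted p = 3.78e-10) and 0.88 (SE 0.079, adjusted p = 2.88e-07), and CXCL8 by 1.96 (SE 0.098, adjusted p = 2.76e-10) and 0.75 (SE 0.095, adjusted p = 1.96e-05). Of the 20 genes in Figure 1I, 9 rose with eATP at 6 hours (median 0.53) and 16 with TGF-β (median 1.17). The study chose these genes on the same libraries, so their direction is not independent evidence.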

The results from the top 20 enriched genes are consistent with ATP appearing to induce EMT earlier than TGF-β. EMT related genes were more enriched by ATP induction at 2 hours (**Figure 1H**) while TGF-β induced genes were more enriched than ATP at 6 hours (**Figure 1I**). Thus, the heatmap results are consistent with the enrichment analyses (**Figures 1F, G**), again confirming that ATP appears to induce EMT enrichment earlier than TGF-β. In addition, enrichment analysis showed that TGF-β had significantly more genes enriched for EMT in comparison to ATP at 6 hours (**Figure S1C**, right), but not at 2 hours (**Figure S1D**, left).

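In direct comparisons of the inducers at 2 hours, 3 of the 17 tested genes of Figure 1H were higher with TGF-β and 3 with eATP. At 6 hours 10 of the 20 genes of Figure 1I were higher with TGF-β. At 2 hours MMP1 (-2.48, SE 0.26, adjusted p = 1.84e-06), SDC4 (-0.67, SE 0.078, adjusted p = 6.7e-06) and CXCL8 (-1.20, SE 0.096, adjusted p = 5.32e-08) were higher with eATP (log2(FC) of TGF-β over eATP, edgeR's quasi-likelihood test). CCN2 (0.91, SE 0.10, adjusted p = 3.43e-06) and COL1A1 (2.29, SE 0.11, adjusted p = 4.51e-11) were higher with TGF-β. At 6 hours TIMP3 was at 2.85 ± 0.18 FPKM with TGF-β and 0.227 ± 0.0461 with eATP (SD, n = 4), a log2(FC) of 3.70 (SE 0.28, adjusted p = 1.3e-08). Higher with eATP at 6 hours were 0 genes of Figure 1I by edgeR, 0 at an unadjusted p under 0.05, 0 by limma and 0 by DESeq2.

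**Figure D2:**
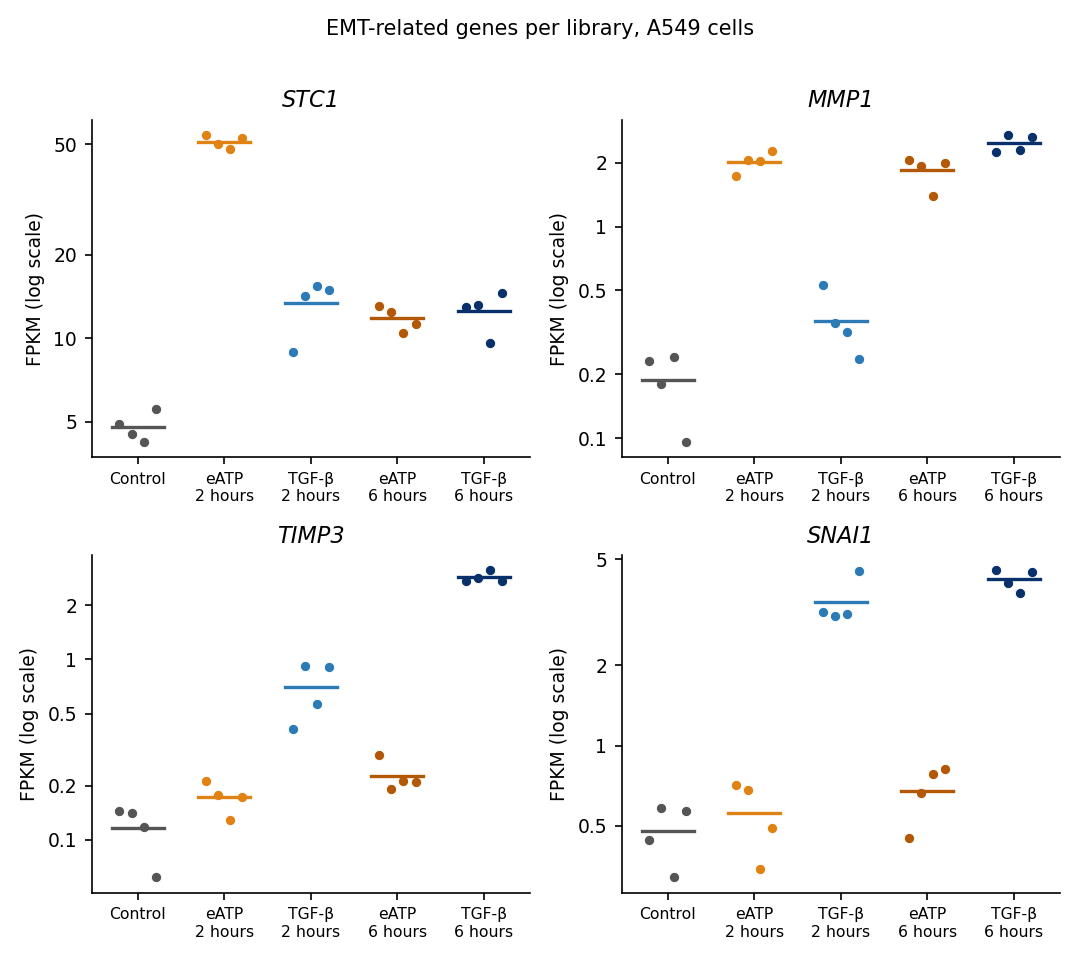
FPKM of STC1, MMP1, TIMP3 and SNAI1 on a log axis in the untreated controls and after 2 or 6 hours of eATP or TGF-β. Points are the 4 libraries of a group and horizontal lines the group means; the TIMP3 libraries with TGF-β lie above those with eATP at both times.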

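In the list of EMT genes, 69 were higher with TGF-β than with eATP at 6 hours and 23 lower, and at 2 hours 28 were higher and 22 lower. COL1A1 was higher with TGF-β at 6 hours by 4.73 (SE 0.12, adjusted p = 5.92e-15) on the log2 scale (edgeR's quasi-likelihood test), while INHBA had 1.78 (SE 0.63, adjusted p = 0.0578) and did not pass. The list was higher with TGF-β at 6 hours (mean log2(FC) 0.38, adjusted p = 8.1e-09 from camera, 0.00779 with an estimated correlation). At 2 hours its mean log2(FC) was 0.022 and its median -0.004 (adjusted p = 0.848 from camera), and 0.054 on average without the TGF-β 2 h replicate 1. Without replicate 4 of that group the mean was -0.009, and it was also below 0 with limma and with quantile normalization. Between the inducers and adjusted over the list alone, 75 and 29 genes were higher and lower with TGF-β at 6 hours and 42 and 26 at 2 hours.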

### Eleven Genes Were Upregulated and Conserved in Inductions by Both eATP and TGF-β

Both eATP and TGF-β induced significant upregulation of a common set of 11 genes at both 2 and 6 hours of treatment (**Table 1**, top half). Among these 11 genes, several are well-known to be involved in EMT, such as *Sox8*, *BMP6*, *MMP10*, and others. 

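SOX8, a SoxE transcription factor gene, had a log2(FC) of 2.02 (SE 0.20, adjusted p = 1.42e-06) with eATP and 2.73 (SE 0.21, adjusted p = 2.59e-08) with TGF-β at 2 hours (edgeR's quasi-likelihood test). It had 2.98 (SE 0.21, adjusted p = 5.04e-09) at 6 hours of TGF-β. BMP6, which encodes a bone morphogenetic protein, had 1.72 (SE 0.094, adjusted p = 7.79e-10) and 1.19 (SE 0.093, adjusted p = 4.67e-08) at 2 hours and 1.29 (SE 0.093, adjusted p = 2.11e-07) and 1.85 (SE 0.095, adjusted p = 1.04e-10) at 6 hours. MMP10, the stromelysin-2 gene, had 1.88 (SE 0.16, adjusted p = 1.52e-07) and 1.12 (SE 0.15, adjusted p = 4.66e-05) at 2 hours and 1.89 (SE 0.16, adjusted p = 5.25e-07) and 2.58 (SE 0.16, adjusted p = 1.08e-09) at 6 hours. A total of 72 genes were higher with both inducers at both times, 9 of them among the 11 of Table 1. This total was 103 without the TGF-β 2 h replicate 1 and 56 without control replicate 2. A fit of the compared groups alone gave fewer still. Independent lists would share 0.1. That figure takes the 2- and 6-hour lists of an inducer as unrelated, though they share the inducer and the controls. An excess over it therefore decides nothing. Separate pairs of controls gave 31 to 43, with fewer controls per comparison and the same pair for both times of an inducer. The other two of the 11 did not pass in all 4 comparisons: SYTL3, a synaptotagmin-like gene, had 1.04 (SE 0.36, adjusted p = 0.148) with eATP at 6 hours and 1.03 (SE 0.36, adjusted p = 0.0661) with TGF-β at 2 hours. ATP6V1G2-DDX39B passed in none. The values in the tables of the paper were seen when the rule for naming genes was written.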

Several other genes, however, are less well known or not currently known to be associated with EMT. These include *STC1*, *GJB3*, and *BLOC1S6*. 

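STC1, the gene of the glycoprotein hormone stanniocalcin 1, lies on chromosome 8 from 23841915 to 23854807 in GENCODE release 29 (GRCh38). It rose from 4.81 ± 0.568 FPKM in the controls to 51.1 ± 2.66 with eATP and 13.4 ± 3 with TGF-β at 2 hours (SD, n = 4). Its log2(FC) was 3.43 (SE 0.15, adjusted p = 1.16e-10) and 1.5 (SE 0.14, adjusted p = 5.96e-07) in edgeR's quasi-likelihood test. At 6 hours it was at 11.8 ± 1.16 and 12.6 ± 2.11 FPKM, with log2(FC) of 1.32 (SE 0.14, adjusted p = 1.74e-05) and 1.46 (SE 0.14, adjusted p = 4.04e-07). Its change between the times differed between the inducers by 2.08 (SE 0.20, adjusted p = 2.28e-06). BLOC1S6, which encodes a subunit of a complex for lysosome-related organelles, lies on chromosome 15 from 45587123 to 45615999. Its level was 1.99 ± 0.779 FPKM in the controls and, at 2 hours, 5.28 ± 1.98 with eATP and 5.67 ± 1.11 with TGF-β (SD, n = 4). The log2(FC) at 2 hours was 1.43 (SE 0.34, adjusted p = 0.0111) and 1.53 (SE 0.34, adjusted p = 0.00507). At 6 hours BLOC1S6 had 1.30 (SE 0.34, adjusted p = 0.0461) with eATP and 1.46 (SE 0.34, adjusted p = 0.00506) with TGF-β. The call of BLOC1S6 with eATP at 6 hours was lost without control replicates 1, 2 and 3 and eATP 6 h replicates 2 and 3 in turn (log2(FC) 1.05 to 1.30, adjusted p 0.107 to 0.161), and with limma at a pseudocount of 0.5, limma at a pseudocount of 1, no filter, quantile normalization and a fit of the compared groups alone.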

Intriguingly, ATP6V1G2-DDX39B, a long non-translated fusion RNA (LncRNA), was also conserved in this group. This readthrough transcript contains an ATPase gene and the *DDX39B*, an RNA splicing gene, raising questions as how this RNA participates in the induction and regulation of EMT.

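ATP6V1G2-DDX39B, the readthrough transcript of a vacuolar ATPase subunit gene and an RNA helicase gene, lies on chromosome 6 from 31530219 to 31546608 in GENCODE release 29 (GRCh38) and shares exons with both, so its counts depend on how reads were assigned. It had 95 to 254 counts in the control libraries, 93 to 1808 and 144 to 2346 at 2 and 6 hours of eATP, and 0 to 2026 and 46 to 3145 at 2 and 6 hours of TGF-β. The log2(FC) was 1.59 (SE 1.32, adjusted p = 0.606) and 2.32 (SE 1.35, adjusted p = 0.52) with eATP and 2.05 (SE 1.34, adjusted p = 0.386) and 2.52 (SE 1.36, adjusted p = 0.258) with TGF-β (edgeR's quasi-likelihood test), and no comparison passed.

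**Figure D3:**
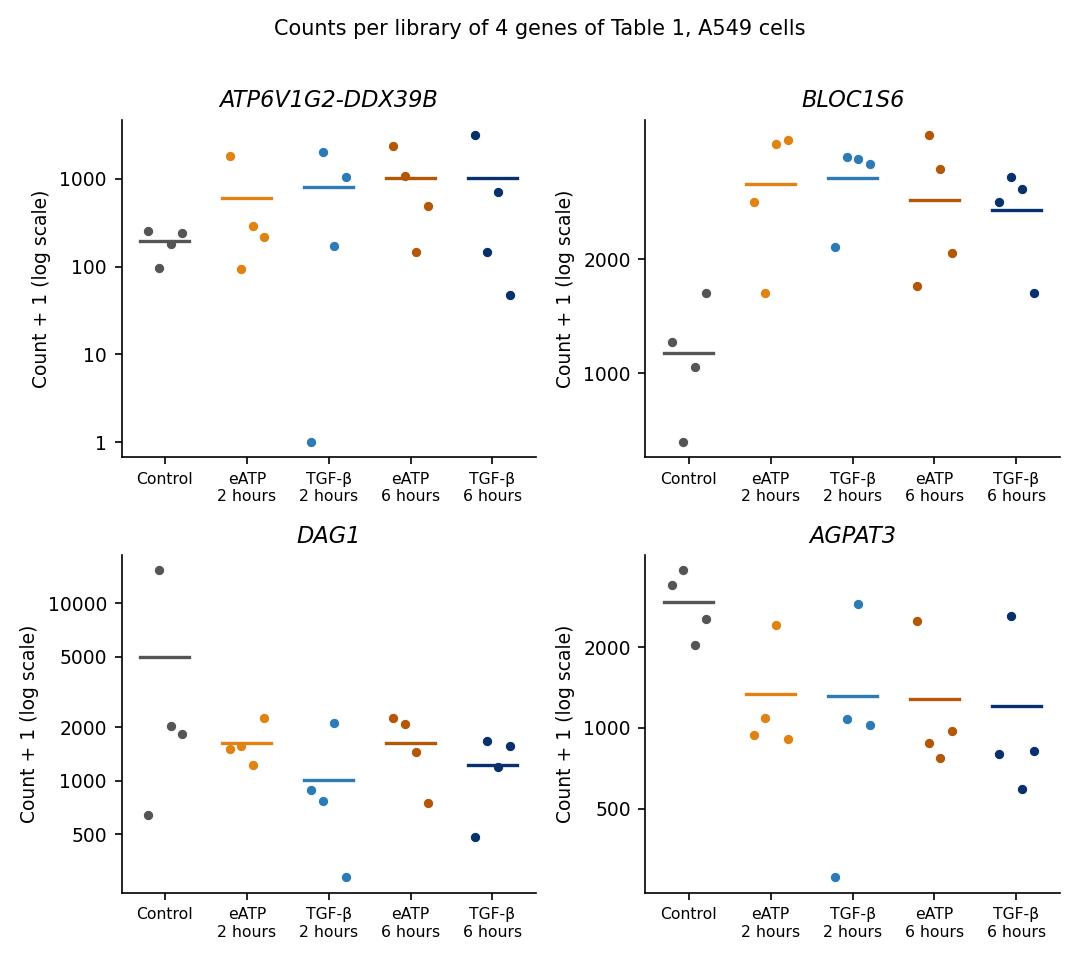
Counts plus 1 of ATP6V1G2-DDX39B, BLOC1S6, DAG1 and AGPAT3 on a log axis in the untreated controls and after 2 or 6 hours of eATP or TGF-β. Points are the 4 libraries of a group and horizontal lines the group means; the ATP6V1G2-DDX39B libraries of a treated group spread over more than the range of the controls, and 1 control library of DAG1 lies far above the other 3.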

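FOS fell with all 4 treatments: at 6 hours its log2(FC) was -1.02 (SE 0.17, adjusted p = 0.00142) with eATP and -3.24 (SE 0.18, adjusted p = 3.11e-10) with TGF-β (edgeR's quasi-likelihood test). Its level fell from 21.2 ± 2.23 FPKM in the controls to 10.3 ± 1.25 and 2.12 ± 0.309 (SD, n = 4). VAV3, which encodes a guanine nucleotide exchange factor, had -1.05 (SE 0.14, adjusted p = 4.46e-05) and -1.47 (SE 0.14, adjusted p = 6.27e-07) at 2 hours and -1.09 (SE 0.14, adjusted p = 0.00012) and -1.86 (SE 0.14, adjusted p = 1.9e-08) at 6 hours of eATP and TGF-β. ANKS4B, an ankyrin repeat gene, had -1.01 (SE 0.26, adjusted p = 0.0375) with eATP at 6 hours. The call of ANKS4B with eATP at 6 hours was lost without control replicates 1, 2, 3 and 4 and eATP 6 h replicates 1, 2, 3 and 4 in turn (log2(FC) -1.08 to -0.95, adjusted p 0.0643 to 0.118), and with no filter. These 3 genes passed in all 4 comparisons, as did 15 genes in all. Independent lists would share 0.0429, which again takes the 2- and 6-hour lists of an inducer as unrelated, so an excess over it decides nothing. Separate pairs of controls gave 8 to 10, with fewer controls per comparison and the same pair for both times of an inducer. Control replicates of DAG1, the dystroglycan gene on chromosome 3 from 49468703 to 49535618 (GENCODE release 29, GRCh38), had 639, 15314, 2044 and 1824 counts, and the treated libraries 284 to 2261. Its log2(FC) was -1.70 (SE 0.77, adjusted p = 0.224) and -1.71 (SE 0.77, adjusted p = 0.334) at 2 and 6 hours of eATP and -2.36 (SE 0.79, adjusted p = 0.0568) and -1.82 (SE 0.77, adjusted p = 0.13) at 2 and 6 hours of TGF-β. AGPAT3, an acyltransferase gene on chromosome 21 from 43865186 to 43986536, passed in none of the 4 comparisons (log2(FC) -1.28 to -1.12, adjusted p 0.188 to 0.324). The long noncoding RNAs LINC00488 and LINC01783 had -1.06 (SE 0.31, adjusted p = 0.0752) and -1.40 (SE 0.46, adjusted p = 0.132) at 6 hours of eATP.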

RNAseq analysis also identified 7 genes that were conserved and significantly downregulated by both eATP and TGF-β at both times (**Table 1**, bottom half). Some of these genes or LncRNAs are also unknown for their functions in EMT.

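BMP2, a bone morphogenetic protein gene, rose by 1.68 (SE 0.11, adjusted p = 4.42e-09) with eATP and 1.54 (SE 0.11, adjusted p = 9.94e-09) with TGF-β at 2 hours on the log2 scale (edgeR's quasi-likelihood test). IL6 rose by 2.10 (SE 0.21, adjusted p = 1.4e-06) and 1.00 (SE 0.20, adjusted p = 0.00217) at 2 hours and had 0.62 (SE 0.20, adjusted p = 0.13) and 2.14 (SE 0.21, adjusted p = 4.05e-07) at 6 hours. NFKB1, which encodes a subunit of NF-κB, had 1.51 (SE 0.093, adjusted p = 3.15e-09) and 1.15 (SE 0.093, adjusted p = 6.32e-08) at 2 hours. The call of IL6 with TGF-β at 2 hours was lost with a fit of the compared groups alone. At 6 hours BMP2 had 0.63 (SE 0.11, adjusted p = 0.00167) with eATP and 1.74 (SE 0.11, adjusted p = 1.08e-09) with TGF-β, and NFKB1 had 0.068 (SE 0.092, adjusted p = 0.884) and 1.05 (SE 0.092, adjusted p = 1.26e-07).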

A closer examination of the RNAseq results revealed that 6 other EMT related genes were also upregulated but not significantly at both times (**Table 2**). One gene is an exception in this category: HGF, which was significantly downregulated by both eATP and TGF-β at 6 hours.

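HGF, the hepatocyte growth factor gene, lies on chromosome 7 from 81699008 to 81770438 in GENCODE release 29 (GRCh38). Its level was 0.114 ± 0.0239 FPKM in the controls (SD, n = 4), 0.047 ± 0.0126 with eATP and 0.0176 ± 0.016 with TGF-β at 6 hours, with 64 to 115 counts in the control libraries. The log2(FC) at 6 hours was -1.25 (SE 0.58, adjusted p = 0.356) with eATP and -2.58 (SE 0.62, adjusted p = 0.00615) with TGF-β (edgeR's quasi-likelihood test). At 2 hours it was 0.11 (SE 0.56, adjusted p = 0.965) and -0.20 (SE 0.57, adjusted p = 0.886). The call of HGF with TGF-β at 6 hours was lost with a fit of the compared groups alone.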

**Table 2:** EMT genes significantly changed by both the ATP and TGF- β treatments (but may not be changed significantly at all time points).

		log2(FC) values			
Gene Symbol	Gene Name	2 hr ATP	6 hr ATP	2 hrTGF-Beta	6 hrTGF-Beta
BMP2	Bone morphogenic protein 2	**1.66**	0.61	**1.51**	**1.66**
HGF	hepatocyte growth factor	0.07	**-1.28**	-0.24	**-2.70**
IL6	interlukin 6	**2.10**	0.60	0.99	**2.08**
MMP1	Matrix Metalloproteinases 1	**3.43**	**3.30**	0.93	**3.72**
MMP3	Matrix Metalloproteinases 3	**2.54**	**2.68**	1.18	**4.36**
MMP10	Matrix Metalloproteinases 10	**1.86**	**1.87**	**1.10**	**2.51**
NFKB1	Nuclear Factor Kappa B Subunit 1	**1.49**	0.05	**1.13**	0.97

Those values shown in bold face are statistically significantly different from the untreated controls.

Another category of EMT related genes were also identified (**Table 3**). These genes were either upregulated or downregulated by TGF-β significantly. In comparison, they were regulated in the same directions by eATP but not significantly (**Table 3**).

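JUNB, a subunit gene of AP-1, rose with TGF-β by 2.33 (SE 0.14, adjusted p = 9.88e-10) at 2 hours on the log2 scale and fell with eATP (-1.32, SE 0.13, adjusted p = 1.64e-06; edgeR's quasi-likelihood test). PDGFB, a platelet-derived growth factor gene, rose with TGF-β by 4.13 (SE 0.10, adjusted p = 1.56e-14) at 6 hours and had 0.019 (SE 0.092, adjusted p = 0.985) with eATP. SMAD7, the gene of an inhibitory Smad, rose with TGF-β by 1.13 (SE 0.11, adjusted p = 4.97e-07) at 2 hours and fell with eATP (-0.79, SE 0.11, adjusted p = 4.78e-05), a difference between the inducers of 1.92 (SE 0.11, adjusted p = 5.03e-10). By the ratio of the group means of FPKM, 10 of the 16 genes of Table 3 went the same way with both inducers at 2 hours and 11 at 6 hours, where PDGFB, with a log2 ratio near 0 with eATP, was not among them. Of the genes that did not, only SMAD7 and VEGFC passed edgeR's test with eATP at 2 hours, and only SHH at 6 hours. The others have no clear direction with eATP.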

**Table 3:** EMT genes significantly changed by TGF- β treatment only (but may not be changed at both time points).

		log2(FC) values			
Gene Symbol	Gene Name	2 hr ATP	6 hr ATP	2 hr TGF-Beta	6 hr TGF-Beta
NOTCH3	Notch 3	-0.03	-0.24	-0.15	**-1.42**
PDGFA	Platelet-derived growth factor A	-0.13	0.49	**1. 03**	**1.28**
PDGFB	Platelet-derived growth factor B	0.44	0.00	**3.59**	**4.06**
SERPINE1	serpin family E member 1	0.27	0.44	**2.48**	**3.50**
SHH	Sonic Hedgehog	-0.29	-0.76	**1.51**	0.38
SMAD7	SMAD family member 7	-0.82	-0.13	**1. 11**	**1.58**
SNAI1	Snail	0.21	0.50	**2.85**	**3.13**
SNAI2	Slug	0.58	0.58	**2.62**	**2.97**
TNF	Tumor necrosis factor	0.47	0.30	**1.46**	**1.29**
VEGFA	Vascular endothelial growth factor A	0.02	0.32	**1.29**	**2.39**
VEGFC	Vascular endothelial growth factor C	0.47	0.23	-0.52	**-1.08**
VIM	Vimentin	-0.10	0.18	0.36	**1. 06**
WNT3	Wnt family member 3	0.25	-0.40	**1. 11**	0.63
WNT5A	Wnt Family Member 5A	-0.38	-0.17	-0.71	**-1.11**
WNT7A	Wnt family member 7A	-0.55	**1.51**	**2.64**	**4.78**
WNT9A	Wnt family member 9A	0.59	0.92	**1.87**	**1.79**

Those values shown in bold face are statistically significantly different from the untreated controls.

Four known epithelial genes were also identified to be downregulated by both eATP and TGF-β, but not to a similar degree (**Supplemental Table 1**)

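Of 24 TGF-β target genes tested, 18 rose and 1 fell with TGF-β at 2 hours, and 4 rose and 7 fell with eATP. At 6 hours 17 rose and 2 fell with TGF-β, and 2 rose and 1 fell with eATP. CCN2 rose with eATP by 1.93 (SE 0.10, adjusted p = 6.42e-10) at 2 hours and fell at 6 hours (-0.57, SE 0.10, adjusted p = 0.00309), while with TGF-β it was still higher at 6 hours (3.06, SE 0.11, adjusted p = 5.4e-13; edgeR's quasi-likelihood test). NEDD9, a scaffold of focal adhesions, rose by 0.89 (SE 0.081, adjusted p = 4.74e-07) with eATP at 2 hours. The list was higher with TGF-β (mean log2(FC) 1.23, adjusted p = 3.77e-32 from camera at 2 hours, and mean log2(FC) 1.45, adjusted p = 2.44e-27 from camera at 6 hours, both kept with an estimated correlation). With eATP it did not pass (adjusted p = 0.839 at 2 hours and 0.757 at 6 hours). At 2 hours of eATP its mean of 0.06 and the downward test differ in sign, as do its mean of 0.016 (-0.004 without control replicate 3) and median of -0.018 at 6 hours, where the test was upward. Counts adjusted over the list alone were 6 higher and 7 lower at 2 hours and 4 higher and 2 lower at 6 hours of eATP, and 20 higher and 1 lower at 2 hours and 20 higher and 2 lower at 6 hours of TGF-β. Compared directly, 990 genes were higher with TGF-β than with eATP at 2 hours and 835 lower, and 1802 and 1741 at 6 hours. Of 1637 genes called with TGF-β and not with eATP at 2 hours, the difference between the inducers passed the test for 44.8%. At 6 hours this share was 74.1% of 2883 genes. The paper reasons from all of its RNAseq results to its comparison of the inducers.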

All these RNAseq results indicate that eATP induces and regulates EMT at the gene expression level similarly but also differently to TGF-β.

### Metabolomics Analyses of eATP Treated A549 Cells Show Changes Associated With EMT

Metabolic profiles of eATP- or TGF-β-treated cancer cells induced at various times are “snapshots” of cancer cells’ total sum of metabolic changes and reflections of metabolic and phenotypic changes during EMT induction at those time points. For these reasons, the metabolomics study was conducted (**Figure 2A**). Partial least-square discriminant analysis (PLS-DA) was performed on the data collected by performing negative ion mode LC-MS/MS. The PLS-DA analysis showed that control treated A549 cancer cells could be separated (based on their metabolite abundances) from ATP- and TGF-β-treated cells after 2, 6 and 12 hours of treatment (**Figure 2B**). Similarly, PLS-DA analysis was performed on data collected by positive ion mode (**Figure S2**)

**Figure 2:**
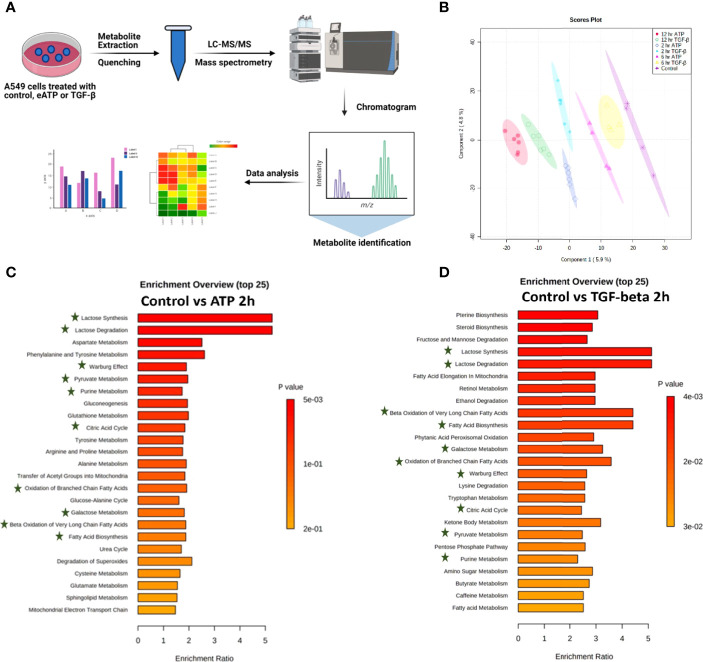
Metabolomics analysis of metabolic changes induced by Eatp. A549 cells were treated with either ATP or TGF-β for 0 (control), 2, 6 and 12 hours. Specially prepared cell lysates were subjected to a metabolomics analysis as described in Materials and Methods. The metabolomics data were presented in different ways to show their EMT-related features, similarities between ATP and TGF-β, and differences from the control. **(A)** Schematic presentation of the design of the metabolomics study. **(B)** PLS-DA plot for eATP or TGF-β treated samples at different treatment times as compared to the untreated control. **(C, D)** Metabolic pathway enrichment analysis of ATP treatment at 2 hr **(C)**, and enrichment by TGF-β at 2 hr **(D)**. Shared metabolic pathways enriched in both conditions are highlighted with asterisks.

Metabolic pathway enrichment analyses show that, among the 25 most enriched pathways in each treatment, about half of those pathways are either identical or similar between control vs 2hr ATP and control vs 2hr TGF- β treated A549 cells (**Figures 2C, D**). Those identical metabolic pathways are concentrated in the glucose metabolism area, including glycolysis/gluconeogenesis, TCA cycle, glutamine, pyruvate, and purine. TGF-β induces these for EMT (11, 12). These pathways are known to be inducers of EMT and thus this shows similarity in EMT-like alterations induced by ATP and TGF- β in A549 cell metabolism.

### eATP Induced Similar Cell Invasion to TGF-β in Two Human Lung Cancer Cell Lines Tested

Transwell assays showed that the invasion rates were eATP dose-dependent in both A549 cells (**Figure S3A**) and H1299 cells (**Figure S3B**). Transwell invasion assays show that eATP induced dose-dependent invasions similar to TGF-β in NSCLC cell lines A549 (**Figure 3A**) and H1299 cells (**Figure 3B**). Gene set enrichment analysis (GSEA) reveals that genes involved in cell migration (**Figure 3C**) and in negative cell adhesion regulation (**Figure 3D**) were significantly enriched by eATP and TGF-β, supporting the increased invasion, compared with the untreated controls, induced by both molecules is likely through similar mechanisms.

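Of 64 cell migration genes tested, 24 rose and 3 fell with eATP at 2 hours and 16 and 2 at 6 hours. With TGF-β 24 rose and 6 fell at 2 hours and 39 and 9 at 6 hours. HAS2, which encodes a hyaluronan synthase, rose by 1.62 (SE 0.15, adjusted p = 5.49e-07) with eATP at 2 hours on the log2 scale (edgeR's quasi-likelihood test). SEMA7A rose by 4.36 (SE 0.14, adjusted p = 8.1e-13) and PDGFB by 3.62 (SE 0.10, adjusted p = 1.07e-13) with TGF-β at 2 hours. Both inducers raised 16 members at 2 hours and 13 at 6 hours. The list was higher in all 4 comparisons with the controls, also with an estimated correlation. Its values were mean log2(FC) 0.43, adjusted p = 7.1e-16 from camera at 2 hours of eATP, and mean log2(FC) 0.23, adjusted p = 6.92e-11 from camera at 6 hours. For TGF-β they were mean log2(FC) 0.49, adjusted p = 1.97e-09 from camera at 2 hours, and mean log2(FC) 0.79, adjusted p = 8.69e-20 from camera at 6 hours. Of 30 genes that lower cell adhesion, 6 rose and 2 fell with eATP at 2 hours, and 2 rose at 6 hours. With TGF-β 9 rose and 3 fell at 2 hours and 12 and 1 at 6 hours. CD274, the gene of the checkpoint ligand PD-L1, rose by 1.68 (SE 0.38, adjusted p = 0.00761) and the receptor gene NOTCH1 had -1.43 (SE 0.12, adjusted p = 1.07e-07) with eATP at 2 hours. In eATP 2 h replicate 1, CD274 was at 0.888 FPKM, against 3.7 to 3.86 in the other 3 libraries of the group. PODXL, a sialomucin gene, rose by 0.64 (SE 0.096, adjusted p = 0.000634) at 6 hours of eATP. This list was higher with TGF-β at 2 hours (mean log2(FC) 0.42, adjusted p = 0.000143 from camera) and 6 hours (mean log2(FC) 0.64, adjusted p = 1.57e-08 from camera) and with eATP at 6 hours (mean log2(FC) 0.075, adjusted p = 0.0332 from camera; adjusted p = 0.15 with an estimated correlation). It did not pass at 2 hours of eATP (mean log2(FC) 0.16, adjusted p = 0.0692 from camera). The call at 6 hours of eATP was lost without control replicates 2 and 3 and eATP 6 h replicate 4 in turn (adjusted p 0.0524 to 0.169) and with limma at a pseudocount of 0.5, limma at a pseudocount of 1, a filter of 1 FPKM and quantile normalization. At 2 hours of eATP the list passed without control replicates 1 and 4 (adjusted p 0.035 to 0.0383) and with no filter, quantile normalization and a fit of the compared groups alone. The mean at 6 hours of eATP was -0.006 with no filter, where the test stayed upward, and 0.037 and 0.11 without control replicates 3 and 4 in turn. Counts of migration genes adjusted over the list alone were 28 higher and 4 lower at 2 hours and 25 higher and 3 lower at 6 hours of eATP, and 29 higher and 7 lower at 2 hours and 42 higher and 10 lower at 6 hours of TGF-β. The counts of adhesion genes adjusted over the list alone were 8 higher and 2 lower at 2 hours and 2 higher and 0 lower at 6 hours of eATP, and 11 higher and 4 lower at 2 hours and 15 higher and 3 lower at 6 hours of TGF-β.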

**Figure 3:**
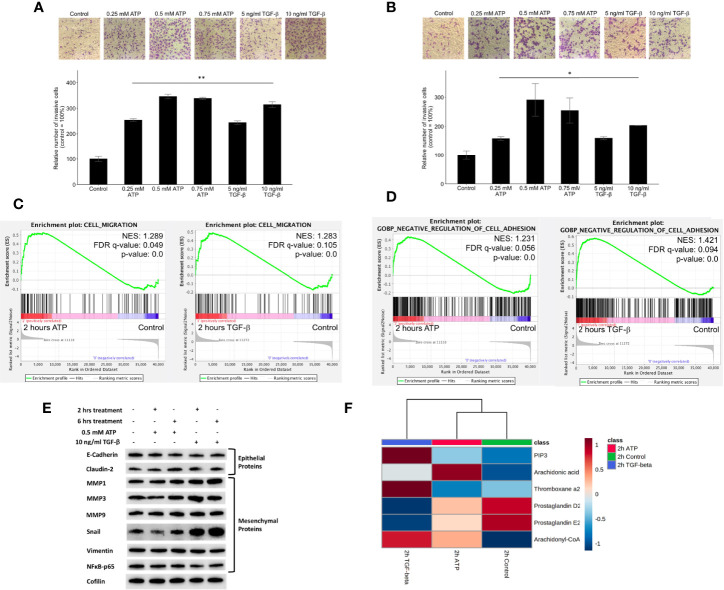
Extracellular ATP induces dose-dependent invasion faster than TGF-β. Human NSCLC A549 and H1299 cells were grown in Transwells with collagen Matrigel coated membranes for 20 hours (invasion assay) in the presence or absence of ATP or TGF-β at various concentrations. After the treatment, invaded cells were fixed, stained, and visually counted and averaged. RNAseq analysis was used to identify corresponding gene expression changes. GSEA plots for the “cell migration” and “negative regulation of cell adhesion” signatures were performed to match/verify the observed phenotypic changes. NES: normalized enrichment score. *P < 0.05, **P < 0.01. **(A, B)** eATP and TGF-β induce cell invasion in A549 cells **(A)** and in H1299 cells **(B, C)** GSEA plots, 2 hours ATP compared to control (left) and 2 hours TGF-β compared to control (right). **(D)** GSEA plots for the “Negative regulation of cell adhesion” signature, 2 hours ATP compared to control (top) and 2 hours TGF-β compared to control (bottom). **(E)** Western blot analysis of selected proteins related to EMT. Cofilin served as a loading control. The quantification of these proteins can be found in the **Supplemental Figure S3**. **(F)** Metabolomics heatmap for 6 metabolites involved in cell migration in differently treated cells.

Western blot analysis indicated that selected E-type proteins were in general downregulated while M-type proteins were upregulated by eATP, and eATP induced changes are in general in the same direction as TGF-β (**Figure 3E**) and its quantification of (**Figure S3C**), further supporting the role of eATP in EMT induction.

Finally, the increased invasion was confirmed by the metabolomics analysis of invasion/migration-related metabolites, whose abundances were altered in a similar way in both 2hr ATP- and 2hr TGF-β induced samples (**Figure 3F**). These results also indicate that invasion as an EMT-required phenotypes could be induced by eATP in the range of eATP concentrations found in TME (15–18).

### eATP Induced Formation of Filopodia-Like Protrusions Earlier Than TGF-β in Two Human Lung Cancer Cell Lines

Filopodia are “feet-like” cell structures necessary for loss of cell polarity and cytoskeleton remodeling, and cell migration and invasion and are a cellular morphology feature induced in EMT. We previously demonstrated eATP-induced formation of filopodia-like protrusions in A549 cells (29). But we did not know when the protrusions were induced or if the timing of protrusion formation induced by eATP or TGF-β differ from each other. The time course study revealed that the protrusions were formed as early as 2 hours in A549 cells treated with eATP and these protrusions persist for at least 12 hours (**Figure 4A**). Similar changes were also observed in H1299 cells (**Figure 4B**) with the difference of some protrusions being formed even without eATP or TGF-β treatment. The pre-existing protrusions in H1299 cells were previously documented (48). TGF-β concentrations used in these assays were most commonly reported in the literature. This assay provides a piece of visual evidence for the first time that eATP induces time-dependent EMT-related and EMT-required cellular morphology changes, and the induced filopodia formation is similar to those induced by TGF-β in timing and degree (**Figure S1H**).

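Of 64 actin cytoskeleton genes tested, 5 rose and 5 fell at 2 hours of eATP, and 15 rose and 4 fell at 2 hours of TGF-β. With eATP, SSH1, which encodes a phosphatase that activates cofilin, rose by 0.91 (SE 0.17, adjusted p = 0.00172) on the log2 scale (edgeR's quasi-likelihood test). With TGF-β, CNN1, the gene of the actin-binding protein calponin 1, rose by 3.55 (SE 0.89, adjusted p = 0.0114). The list had a mean log2(FC) of 0.087 with eATP (adjusted p = 0.575 from camera) and 0.25 with TGF-β (adjusted p = 0.00917, and adjusted p = 0.126 with an estimated correlation). Of the actin genes adjusted over the list alone, 6 and 6 were higher and lower with eATP and 17 and 7 with TGF-β.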

RNAseq GSEA analysis shows that actin-cytoskeleton reorganization related genes are enriched 2 hours after ATP or TGF-β treatment (**Figure 4C**). 

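Among the actin cytoskeleton genes, 3 of the 17 that rose with either inducer at 2 hours rose with both, among them NEDD9 and VASP, which were picked out after their values were seen, and 3 were called in opposite directions. NEDD9 rose by 1.28 (SE 0.082, adjusted p = 2.94e-09) with TGF-β on the log2 scale (edgeR's quasi-likelihood test). At 6 hours of TGF-β 29 genes of the list rose and 2 fell, among them CNN1 (4.19, SE 0.91, adjusted p = 0.00293) and the smooth muscle gene TAGLN (1.84, SE 0.16, adjusted p = 1.3e-07), while at 6 hours of eATP 2 rose and 3 fell. The list was higher with TGF-β at 6 hours (mean log2(FC) 0.47, adjusted p = 5.66e-10 from camera, 0.00178 with an estimated correlation) and not with eATP (mean log2(FC) -0.042, adjusted p = 0.49; 0.003 without control replicate 1). At 6 hours and adjusted over the list alone, 32 and 4 genes were higher and lower with TGF-β and 3 and 5 with eATP.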

The top 20 enriched genes in common between ATP and TGF-β for actin cytoskeleton reorganization show similar changes (**Figure 4D**). Metabolomics analysis on cell actin-cytoskeleton rearrangement showed that, among 12 metabolites in this group, 11 metabolites show concentration changes induced by eATP, either increased or decreased, in the same direction compared with TGF-β induction relative to the control at 2 hours (**Figure 4E**). These metabolites are known to be changed in EMT. Thus, these results indicate that actin-cytoskeleton rearrangement has occurred in these cells treated with either molecule as a result of EMT.

**Figure 4:**
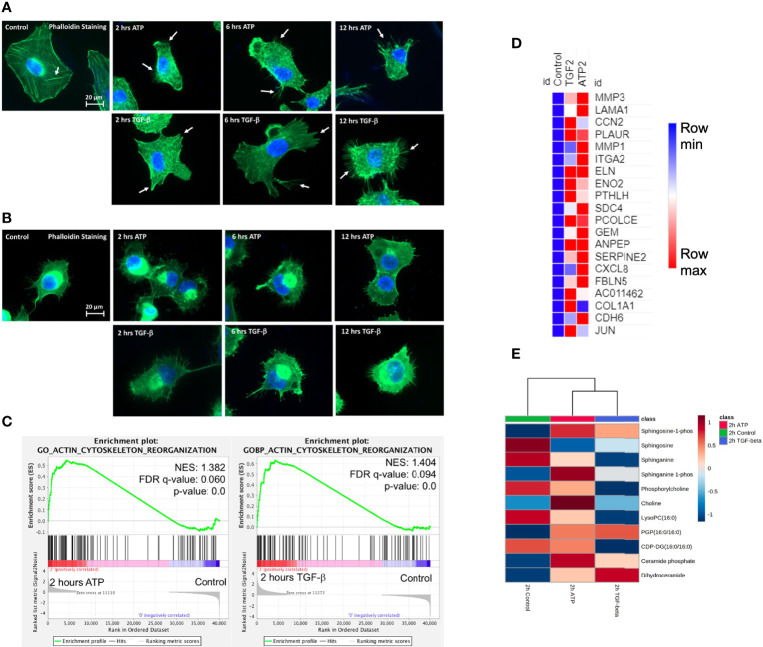
Extracellular ATP induces time-dependent formation of filopodia similar to TGF-β confirmed by transcriptomics and metabolomics analyses. Human NSCLC A549 and H1299 cells were grown on coverslips in cell culture plates were treated with either eATP or TGF-β for various hours. After treatment, fluorescence microscopy was used to visualize time-dependent formation of filopodia-like protrusions in eATP- or TGF-β-treated A549 and H1299 cells. NES: normalized enrichment score. **(A, B)** Fluorescence microscopy of time-dependent formation of filopodia-like protrusion formation in eATP-treated A549 cells **(A)** and H1299 cells (**B**). Untreated and TGF-β treated cells served as negative and positive controls. Arrows point to distinctive protrusions of the cells. The quantification of the filopodia formation can be found in the **Supplemental Figure S4**. **(C)** Transcriptomics GSEA plots for the “GO Actin Cytoskeleton Reorganization” signature derived from RNAseq data, 2 hours ATP compared to control (top) and 2 hours TGF-β compared to control (bottom). **(D)** Heat mal of the top 20 enriched genes in common between ATP and TGF-β for actin cytoskeleton reorganization. The FPKM values of three replicates of each gene are shown in **Supplemental Table 4**. **(E)** Heatmap of metabolomics analysis showing metabolites involved in actin cytoskeletal rearrangement altered by ATP and TGF-β in A549 cancer cells after 2 hours of treatment.

### ATP and TGF-βShow Additive Effects on Cell Invasion at Lower Concentrations but Not at Higher Concentrations

At concentrations significantly lower than their respective optimal concentrations for EMT induction, the combined treatment of eATP and TGF- β produced more invasion than the individual treatment alone (**Figure 5A**). However, this additive effect disappeared when regular concentrations were used (**Figure 5B**), suggesting that eATP and TGF-β are very likely to act by using, at least in part, the same pathways for inducing invasion. These same pathways include eATP activated purinergic receptor signaling (13–15). Both eATP and TGF-β are known to use purinergic receptor signaling for their EMT induction (12–14). The concentrations of eATP and TGF-β used in this study were selected for the following reasons. Intratumoral eATP concentrations have been reported to be in the range of 0.2 – 0.6 mM (16–19). Thus, 0.5 mM is the eATP concentration found in real tumors. 0.5 mM has been the eATP concentration we used in our previous studies (25–29). This concentration has been chosen by us and accepted by the field. These concentrations are also consistent with the concentrations used in the RNAseq and Metabolomics analysis in this study.

**Figure 5:**
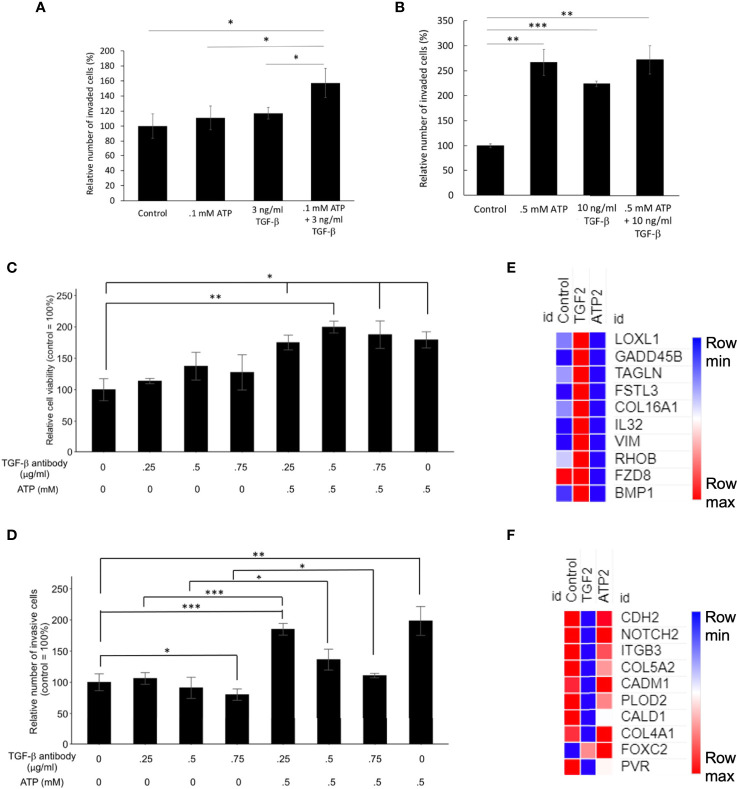
Mechanism study I: Similarities and differences in EMT induced by eATP or TGF-β. Human NSCLC A549 and/or H1299 cells grown in either regular cell culture plates or transwell plates were treated with either ATP, TGF-β, or both at various concentrations and measured for their respective intracellular ATP levels or additive effect in the invasion assay. In a different study, A549 cells were treated with anti-TGF-β neutralizing antibody at various concentrations in the presence or absence of different concentrations of eATP. 24 hours after the treatment, treated cells were assayed for their intracellular ATP levels or their cell viability by resazurin assay. *P < 0.05, **P < 0.01. ***P <.001. **(A, B)** eATP and TGF-β show an additive effect in inducing invasion at lower concentrations **(A)** while eATP and TGF-β do not show an additive effect in inducing invasion at higher concentrations **(B)**. **(C, D)** Extracellular ATP increased cell viability of cells treated with TGF-β neutralizing antibody **(C)**. Extracellular ATP restored the invasiveness of A549 cells treated with TGF-β antibody **(D)** in A549 cells. **(E, F)** Heatmaps of EMT-related genes upregulated by TGF-β at 2 hours **(E)**, and EMT-related genes upregulated by ATP at 2 hours **(F)**. The FPKM values of three replicates of each gene are shown in **Supplemental Tables 5**, **6**, respectively.

### eATP Restored Invasiveness of A549 Cells Reduced by Antibodies Against TGF-β

To further characterize the functional relationship between eATP and TGF-β in invasion, a cell viability assay was conducted. This assay result revealed that normal cell viability/proliferation was not stopped in A549 cells by the addition of TGF-β neutralizing antibodies, but the cell viability was further increased by the addition of eATP (**Figure 5C**). In comparison, cell invasiveness was reduced by TGF-β neutralizing antibody treatment but the reduced invasiveness was partially restored by the addition of ATP (**Figure 5D**). However, this restoration was reduced by the increasing amount of the antibodies. These results indicate that eATP could rescue A549 cells, at least in partial, from the invasion-inhibitory activities exerted by TGF-β neutralizing antibodies. This also strongly suggests that eATP’s invasion inducing activity is partially dependent upon TGF-β signaling. These results are consistent with those found in invasion studies (**Figure 3**), cell morphology studies (**Figure 4**), and the additive effect study (**Figures 5A, B**).

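At 2 hours, 6 of the 10 genes in the heatmap of Figure 5E rose with TGF-β, and with eATP 2 of them fell, among them the Frizzled receptor gene FZD8. GADD45B, a stress response gene, rose by 1.27 (SE 0.21, adjusted p = 0.000352) with TGF-β and had -0.30 (SE 0.21, adjusted p = 0.51) with eATP on the log2 scale (edgeR's quasi-likelihood test). Between the inducers 8 of the 10 were higher with TGF-β, with GADD45B at 1.56 (SE 0.21, adjusted p = 4.16e-05). Of the 10 genes in Figure 5F, which include CDH2, NOTCH2 and ITGB3, edgeR called 0 higher and 0 lower with eATP at 2 hours, with 0 higher at an unadjusted p under 0.05 and 0 called by limma and 0 by DESeq2. NOTCH2 had 0.041 (SE 0.20, adjusted p = 0.962) and the integrin gene ITGB3 -0.46 (SE 0.36, adjusted p = 0.564) with eATP at 2 hours. With TGF-β 1 of the 10 rose at 2 hours and 8 rose at 6 hours, among them NOTCH2 (0.81, SE 0.20, adjusted p = 0.00786) and ITGB3 (2.19, SE 0.36, adjusted p = 0.000212). The study chose both sets on these libraries, so their direction is not independent evidence.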

RNAseq analysis revealed that, after 2 hours of treatment, a set of genes involved in EMT were enriched by TGF-β but not by eATP, while another set of EMT genes were enriched by eATP but not by TGF-β (**Figure 5G**). These results, in combination with **Figures 1G, H**, show that ATP and TGF-β use some identical and some different genes to induce EMT, providing an explanation for the additive effect observed at low doses and ATP’s ability to rescue invasion when TGF-β signaling is not present.

### Extracellular ATP Induces Dose-Dependent Elevation of Intracellular ATP Concentrations While TGF-β Does Not

To compare the similarities and differences between eATP and TGF-β in their respective mechanisms in EMT induction, the treatment followed by intracellular ATP (iATP) measurements were performed. The assay showed that eATP induced dose-dependent elevation of iATP concentrations in A549 cells (**Figure 6A**) while TGF-β treatment did not change iATP level (**Figure 6B**). The same result was observed in H1299 cells (**Figures S4A, B**). These results suggest that, although eATP induces EMT by possibly using similar mechanisms used by TGF-β, eATP actions are aided by increased iATP concentration. In contrast, TGF-β’s EMT-inducing mechanisms do not involve iATP level elevation. Therefore, the differences in iATP levels may account for the differences observed in the invasion and filopodia formation induced by the two molecules (**Figures 3**, **4**), since iATP can function as either an energy source for cell movement, a phosphate donor, a signal amplifier in signal transduction, and even a transcription cofactor.

**Figure 6:**
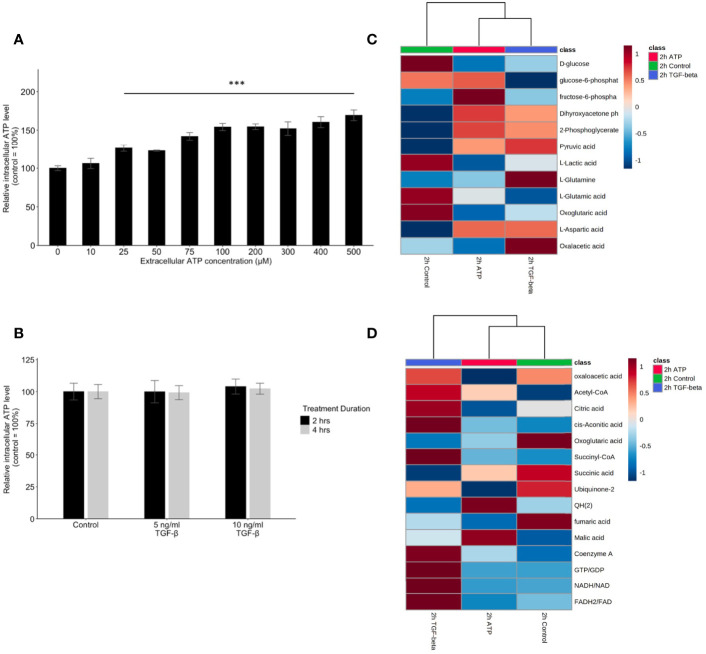
Mechanism study II: similarity and difference between eATP and TGF-β in intracellular ATP and in ATP synthesis-related metabolites. A549 cells were treated with either various concentrations of ATP or TGF-β. 24 hours after the treatment, cells were lysed and measured for their intracellular ATP concentrations. A549 cells were also treated by ATP and TGF-b for 2 hours and then their specific metabolites analyzed. ***P <.001. **(A, B)** Intracellular ATP levels of cells treated by various concentrations of ATP **(A)** and TGF-β **(B)**. **(C, D)** Heatmaps of concentrations of metabolites involved in glycolysis **(C)** or TCA cycle **(D)** in cells treated with ATP or TGF-β for 2 hours compared with the untreated control.

### eATP Induced Transcriptomics and Metabolomics Changes in ROS Pathways and Corresponding Metabolites

Glycolysis, glutaminolysis, and TCA cycle are known to be altered during EMT (11). Most of the metabolites in glycolysis and glutaminolysis changed their concentrations in the same direction 2 hours after the treatment by either ATP or TGF-β (**Figure 6C**). Larger differences can be found in the TCA cycle metabolism (**Figure 6D**). This may be due to the fact that one key function of the TCA cycle is for mitochondrial ATP synthesis but this synthesis is largely unnecessary for the eATP-treated cells because of the macropinocytosis mediated eATP internalization. Thus, it is not surprising that control and eATP treated samples were clustered together much more than TGF-β-treated samples.

ROS is well known to be involved in EMT (11). Metabolomics analysis reveals that concentrations of major metabolites in the ROS pathway changed to the same direction in both ATP- and TGF-β-treated samples after 2 hours of treatment (**Figure 7A**), indicating an increasing ROS status.

**Figure 7:**
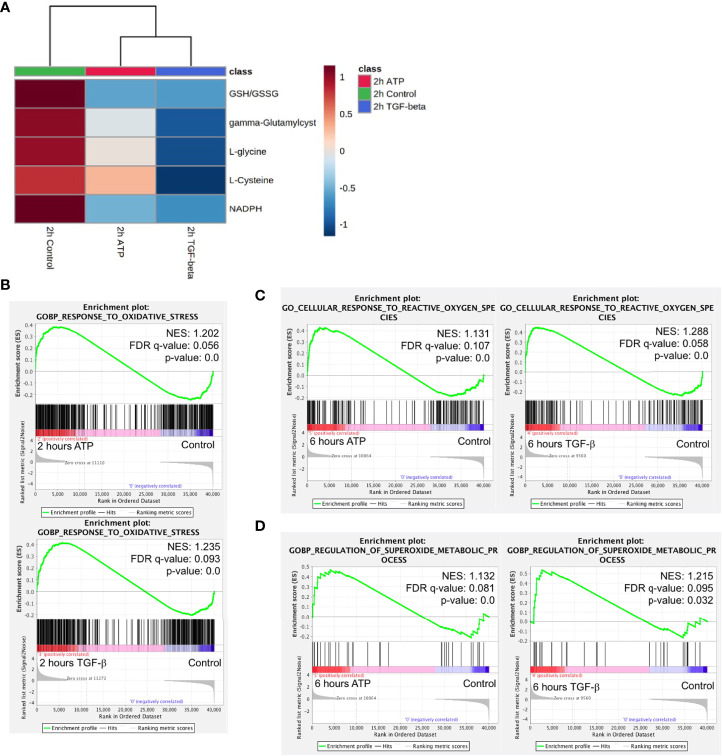
Mechanism study III: similarity and difference between eATP and TGF-β in ROS-related metabolites and genes. A549 cells were treated with either ATP or TGF-β for 2 hours. Then analyzed for their respective transcriptome and metabolome profiles. **(A)** Heatmap of major metabolites involved in the ROS pathway and GSH/GSSG ratio (a marker for redox homeostasis in cancer cells). **(B–D)** GSEA of RNAseq data for the enrichment of oxidative stress **(B)**, cellular response to ROS **(C)**, and superoxide metabolism **(D)**.

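Of 44 oxidative stress genes tested, 1 rose and 3 fell with eATP at 2 hours and 1 and 2 at 6 hours. With TGF-β 6 rose and 8 fell at 2 hours and 6 and 9 at 6 hours. FOXO1, a forkhead transcription factor gene, rose with both inducers, by 2.38 (SE 0.14, adjusted p = 1.36e-09) with eATP and 1.25 (SE 0.13, adjusted p = 2.34e-06) with TGF-β at 2 hours on the log2 scale (edgeR's quasi-likelihood test). HMOX1, the gene of heme oxygenase 1, rose by 1.32 (SE 0.10, adjusted p = 4.06e-08) with TGF-β at 2 hours and fell with eATP at 6 hours (-0.73, SE 0.10, adjusted p = 0.000287), while the metallothionein gene MT1X rose by 1.31 (SE 0.24, adjusted p = 0.000772) with TGF-β at 2 hours. The list did not pass the test in any of the 4 comparisons (mean log2(FC) 0.019 and -0.08 with eATP and 0.083 and -0.049 with TGF-β at 2 and 6 hours, adjusted p = 0.846, 0.095, 0.992 and 0.383 from camera). At 2 hours of eATP its mean was above and its median (-0.005) below 0. Without 1 library in turn the means were -0.012 to 0.053 and -0.12 to -0.044 with eATP and 0.022 to 0.13 and -0.094 to -0.016 with TGF-β. The mean at 2 hours of eATP fell below 0 without control replicate 2, and that at 6 hours of TGF-β was 0.02 with a filter of 1 FPKM. At 6 hours of eATP the list was lower with limma at a pseudocount of 0.5, limma at a pseudocount of 1, quantile normalization and a fit of the compared groups alone (adjusted p 0.036 to 0.0483). The list of 8 superoxide metabolism genes tested passed in none of the 4 comparisons (adjusted p = 0.839 and 0.513 with eATP and 0.46 and 0.383 with TGF-β at 2 and 6 hours). Oxidative stress genes that passed adjusted over the list alone were 2 higher and 4 lower at 2 hours and 1 higher and 3 lower at 6 hours of eATP, and 7 higher and 9 lower at 2 hours and 6 higher and 11 lower at 6 hours of TGF-β. For superoxide genes adjusted over the list alone, the counts were 1 higher and 1 lower at 2 hours and 0 higher and 0 lower at 6 hours of eATP, and 1 higher and 0 lower at 2 hours and 2 higher and 1 lower at 6 hours of TGF-β.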

GSEA of RNAseq data also show that response to oxidative stress, cellular response to ROS, and superoxide metabolic processes are enriched (**Figures 7B–D**), matching and supporting the metabolic finding.

This indicates that, regarding the ROS and oxidative stress status, eATP-induced and TGF-β-induced cells were in very similar metabolic state, presumably an EMT state.

As a first step for assessing the functions of BLOC1S6 in EMT and CSC, we knocked down *BLOC1S6* gene (**Figure 8B**). *BLOC1S6* is a gene with its functions basically unknown but its expression levels found to be inversely proportional in lung cancer patients’ survival (**Figure 8A**) (45). We also used eATP to treat A549 cells and found that the treatment led to increased BLOC1S6 protein (**Figure 8C**), confirming the validity of our RNAseq data (**Table 1**). The KD of *BLOC1S6* also resulted in reduced cell proliferation (**Figure 8D**), Drug resistance to FDA approved target drug sunitinib (**Figure 8E**) (27), invasion (**Figure 8F**), and the capability of forming colonies (**Figure 8G**). All these strongly suggest that BLOC1S6 is involved in and contributes to EMT and CSC formations.

**Figure 8:**
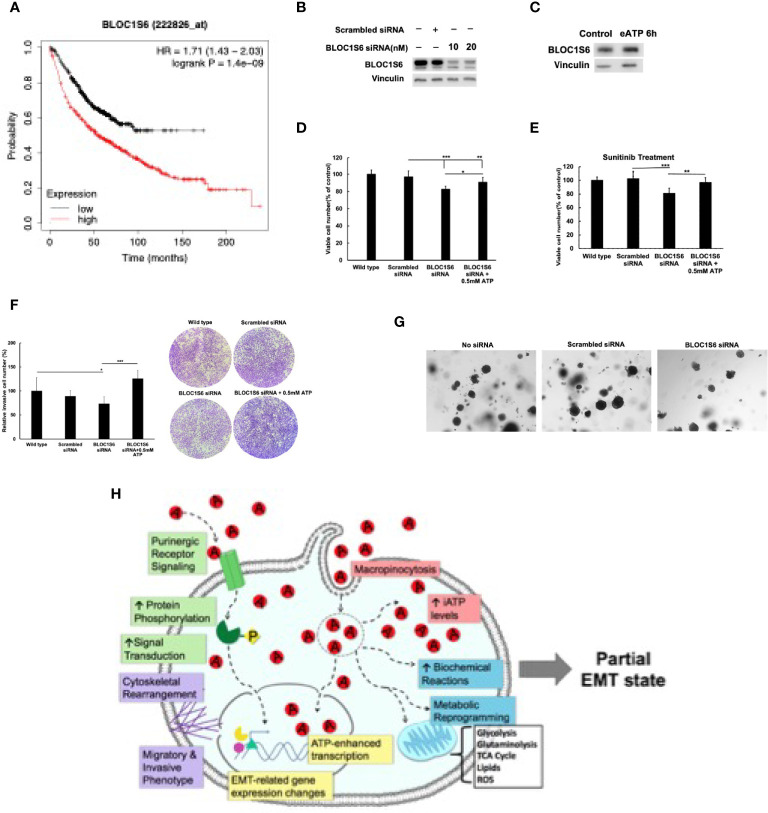
*BLOC1S6* gene is involved in the eATP induced proliferation, drug resistance invasion and colony formation in A549 cells. *BLOC1S6* gene was knocked down or overexpressed in A549 cells. BLOC1S6 protein levels in these cells were measured by western blots. The KD A549 cells were tested in various assays to assess its potential roles in EMT and CSC formation compared with regular A549 cells. **(A)** The inverse proportional relationship between BLOC1S6 mRNA level and survival of lung cancer patients. Kaplan-Meier plots online tool (https://kmplot.com/analysis/) was used to analyze the relationship between Bloc1s6 genes and the overall survival rate of lung cancer. **(B)** Protein expression levels of BLOC1S6 under different siRNA treatment conditions. **(C)** Protein expression levels of BLOC1S6 with or without 0.5mM ATP treatment. **(D)** Cell viability/proliferation assay of KD cells with or without eATP treatment. **(E)** Cell viability/proliferation assay of KD cells treated with anticancer drug Sunitinib at 20 mM in the presence or absence of eATP. *P < 0.05, **P < 0.01,***P <.001. **(F)** Invasion assay of KD cells with or without eATP treatment. **(G)** Soft agar anchor-independent colony assay for testing KD cells’ colony formation capability in KD and non-KD cells. Quantification of the assay can be found in **Supplemental Figure S6**. **(H)** A hypothetical model for the mechanisms used by eATP to induce EMT. Detailed explanation for the model can be found in Discussion.

Based on all these new findings and our previous findings, we propose a new hypothetical model to explain the mechanisms used by eATP to induce EMT (**Figure 8H**).

## Discussion

In our previous study, we showed that eATP induced all the *in vitro* key features of EMT (29) as defined by the consensus of the field (3). These key features include cell detachment, loss of apical-basal polarity and cytoskeleton remodeling, cell migration and invasion, upregulation of some M protein markers and reduction of some E markers (29). However, we did not show these changes at gene expression and metabolic levels. In this study, we continue and further expand the eATP study into transcriptomics and metabolomics, and to establish eATP as an inducer and regulator of EMT on a firmer basis.

As described in the Introduction, several unique features of eATP and macropinocytosed eATP support them as being a potential inducer and regulator of EMT. First, ATP is an extracellular messenger, secreted downstream of either a TGF-β-dependent pathway (13, 14), or independent pathways (15), for activating purinergic receptor (PR) mediated signaling, which has been implicated in EMT (49). The PR signaling provides a major part of action specificity for ATP-triggered signaling and actions. ATP is also a versatile transcription cofactor, participating in a wide variety of transcriptional activities such as DNA unwinding, transcription initiation, elongation, and termination (30–34), providing a second mechanism for action specificity of ATP. Third, ATP is a protein phosphorylation donor involved in a large portion of intracellular signaling pathways. This way, in PR signaling, eATP not only triggers PR activation, but also enhances PR signaling by increasing phosphorylation of proteins/enzymes involved in PR signaling when eATP is internalized by macropinocytosis to elevate intracellular ATP concentrations. We previously demonstrated this activity in other cell growth signaling pathways (27). Furthermore, ATP is also a cofactor in energy-required enzymatic reactions, accelerating reaction rates of those ATP requiring enzymatic reactions. These properties make ATP stand out as a candidate for functioning as an inducer and regulator for EMT, a process that relies on well-regulated changes in signal transduction, gene expression (transcription), translation, and metabolism. More directly related to cell motility and metastasis, ATP is a well-known danger signal for bacteria and cancer cells (46, 47). Elevated ATP concentrations in the environment functions as a warning signal to bacteria and animal cells for the incoming danger and informing them to flee for a safer environment. It can be envisioned that this conserved activity is hijacked and utilized by cancer cells to signal imminent danger of their original sites within tumors when the conditions is deteriorating due to hypoxia and shortage of nutritional supply. These deteriorations results in cell lysis and ATP release, sending departure signals leading to invasion and metastasis. Some major remaining questions we tried to address include: how much, at what time and levels, and in what relationship to TGF-β, eATP contributes to EMT? Our current study was one of the first steps towards answering these key questions for better understanding of the eATP-mediated EMT induction process by using a combinatorial study strategy of RNAseq, metabolomics, and functional assays.

The RNAseq analysis show that, like TGF-β, eATP upregulated and downregulated many genes. Most of these genes are regulated similarly by eATP and TGF-β (**Tables 1**–**3**), strongly suggesting that eATP induced and regulated the same process as TGF-β, namely early phase of EMT at 2 and 6 hours. In addition, like TGF-β, eATP exhibited time-dependent gene expressions. 

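By the ratio of the group means of FPKM, all 18 genes of Table 1 went the same way with eATP and TGF-β at 2 and at 6 hours. Of the 7 genes of Table 2, 6 did at 2 hours, where HGF was the exception, and 7 at 6 hours. The exceptions in Table 3 at 6 hours were SHH, SMAD7, VEGFC, WNT3 and, through a log2 ratio of -0.003 with eATP (SD 0.099), which the paper gives as 0.00, PDGFB. For PDGFB with eATP edgeR gave 0.019 (SE 0.092, adjusted p = 0.985), so that it has no clear direction there. Of the other exceptions at 6 hours, only SHH passed edgeR's test with eATP. SMAD7 had -0.11 (SE 0.11, adjusted p = 0.789) with eATP and 1.66 (SE 0.11, adjusted p = 1.94e-09) with TGF-β (edgeR's quasi-likelihood test), and PDGFB differed between the inducers by 4.12 (SE 0.10, adjusted p = 5.92e-15). All comparisons share the control libraries, and these genes were chosen by the study on the same data, so the shares are not independent evidence of a common direction.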

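After 6 hours of eATP, 175 genes were higher than in the controls that were not called higher at 2 hours, and 119 of them were also higher at 6 than at 2 hours. KRT6A, a keratin gene, was one of the 343 genes higher at 6 hours (log2(FC) 1.86, SE 0.18, adjusted p = 6.11e-06), with 0.55 (SE 0.18, adjusted p = 0.0689) at 2 hours and 1.31 (SE 0.18, adjusted p = 6.62e-05) between the times (edgeR's quasi-likelihood test). Another 795 genes were higher at 2 hours and not at 6, 560 of them lower at 6 than at 2 hours. One of these was RASD1, a Ras-related gene, with 3.27 (SE 0.37, adjusted p = 6.73e-06) at 2 hours and -2.24 (SE 0.35, adjusted p = 0.000247) between the times. Of the genes lower with eATP, 217 were called at 6 hours alone (178 lower than at 2 hours), 722 at 2 hours alone (562 lower than at 6 hours) and 40 at both. With TGF-β, 798 genes were called higher at 6 hours alone (399 of them also higher than at 2 hours) and 1039 lower (636 lower than at 2 hours). At 2 hours alone, 566 were called higher (306 higher than at 6 hours) and 619 lower (253 lower than at 6 hours), and 890 and 520 at both times.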

The 6-hour treatment led to significantly altered expression of some new genes that did not show up at the 2-hour treatment and downregulation of some other genes. These expression pattern changes suggest that eATP not only induces the onset of EMT, but also temporally regulates EMT, orchestrating the progress by expressing the right genes at the right times and at right levels, just like TGF-β. It is interesting to find out that the percentage of shared upregulated EMT genes by eATP and TGF-β was about 24% or 26% (**Figure 1C** right), or 23% for the downregulated EMT genes (**Figure S1B**). These values are very similar to those reported by others with large numbers of single cell samples and time courses: 22% (50).

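In the list of EMT genes, 24 of the 65 that rose with either inducer at 2 hours rose with both (36.9%), and 12 of 75 at 6 hours (16%). THBS1, the thrombospondin 1 gene, was among the shared genes at 2 hours, with 0.73 (SE 0.15, adjusted p = 0.00281) for eATP and 1.14 (SE 0.15, adjusted p = 2.46e-05) for TGF-β on the log2 scale (edgeR's quasi-likelihood test). Of the EMT genes that fell with either inducer, 2 of 14 fell with both at 2 hours, ID2 and TGFBR3, and 1 of 25 at 6 hours, SNTB1, which were picked out after their values were seen. The call of TGFBR3 with eATP at 2 hours was lost without control replicates 1, 2, 3 and 4 and eATP 2 h replicates 1, 2, 3 and 4 in turn (log2(FC) -0.82 to -0.65, adjusted p 0.0512 to 0.128), and with no filter and median scaling. Among all genes, the share higher with both of those higher with either was 23.7% of 1955 at 2 hours and 7.97% of 1881 at 6 hours, and the share lower with both was 23.4% of 1540 and 6.14% of 1711. The controls are shared by both comparisons, and part of each share may come from them. The shares here divide the genes called with both inducers by those called with either. The legend of the paper's panel describes a percentage of known EMT genes, which may have another denominator, so these shares cannot be set against the paper's.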

On the first look, eATP induced fewer significant changes in upregulated and downregulated genes compared with TGF-β. A closer examination of the RNAseq data reveals that eATP induced changes of expression in about as many genes as TGF-β, but just not to the level of statistical significance determined by the RNAseq software (unpublished observations). 

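At a log2(FC) of at least 1 in size, whatever the p, 1215 genes were higher and 961 lower at 2 hours of eATP, and 1582 and 916 at 2 hours of TGF-β. At 6 hours these numbers were 817 and 1028 with eATP and 1520 and 1633 with TGF-β. Most are genes of low expression. With a mean of at least 1 FPKM over all libraries, 258 genes were higher and 106 lower with eATP, against 330 and 128 with TGF-β at 2 hours, and 101 and 54 against 430 and 267 at 6 hours. Chance alone gives an unadjusted p under 0.05 from edgeR's quasi-likelihood test for 1005 of 20094 genes. At that threshold 2007 genes were higher and 1914 lower with eATP and 2614 and 2399 with TGF-β at 2 hours, and 1313 and 1374 against 2645 and 2754 at 6 hours. MAFF, a small Maf gene, rose with eATP at 2 hours by 2.94 (SE 0.54, adjusted p = 0.00137). In eATP 2 h replicate 4, MAFF was at 3.06 FPKM, against 9.46 to 10.1 in the other 3 libraries of the group.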

Similar phenomenon was also observed in metabolomics data (**Figure 4E** and **5D**). The multi-functionality and multi-locality of ATP and macropinocytosis-internalized eATP might be behind these differences. It is possible that the elevated iATP concentrations (**Figure 5D**) lead to more protein phosphorylation in signal transduction and accelerated biochemical reactions while maintaining the expression of the enzyme genes and metabolites involved in these reactions at levels lower than those found in TGF-β-treated cells (**Table 1**, and **Figure 4E** and **5D**), as these changes make higher gene expression levels unnecessary.

In addition, for some of those M-type genes significantly altered by both eATP and TGF-β, eATP-induced genes tend to show higher Log2fc values at 2 hr than those induced by TGF-β, while genes induced by TGF-β tend to have higher Log2fc values at 6 hr than eATP-induced genes (**Table 1**). This pattern of gene expression suggests that eATP induces gene expression changes earlier and possibly faster than TGF-β, consistent with the observation that eATP induced faster morphological changes than TGF-β [**Figure 3** and (29)]. This phenomenon may also be due to the same multi-locational and multi-functional property of ATP.

Unlike the RNAseq profiles at 2 and 6 hours after the inductions, which reflected the changes in early and later stages of gene expression during EMT, the metabolomics profile represents changes at the metabolic and therefore phenotypic levels associated with EMT (48, 49). The metabolomics data provides evidence, in addition to the RNAseq gene expression data, that eATP induced a metabolic profile similar to that induced by TGF-β (**Figure 2**). The specific altered pathways and metabolite levels, compared with TGF-β, are clear indications that the metabolic state induced by eATP is similar to that induced by TGF-β, and is indeed a state corresponding to EMT. These findings have never been reported before.

We recently reported the observation that eATP induced both migration and invasion (29), two key features of EMT. Our current invasion assays further expand the study by showing dose-dependent comparison between eATP and TGF-β in not only A549 cells, but also in a second lung cancer cell line H1299 (**Figure 3A, B**). The new result shows that this is a multi-cell line and a potentially multi-cancer type phenomenon. The doses of eATP used in this study were the same as the concentration range of eATP found in TME (16–19), implying its roles in real tumors. Our subsequent fluorescent microscopy study revealed that the eATP treatment led to an earlier formation of filopodia-like protrusions, in A549 and H1299 cells in a time-dependent manner (**Figure 4A, B**) than TGF-β. This result provides a first piece of visual evidence for early phase EMT-related morphological changes, loss of apical-basal polarity and cytoskeleton remodeling, induced by eATP.

Eleven genes, which were significantly upregulated and completely conserved in eATP and TGF-β treated cells at both 2 and 6 hours, were identified (**Table 1**). Several genes in this group, including *Sox8*, *BMP6*, *MMP10*, and *IL-1A*, are known to play roles in EMT. Other genes such as *BLOC1S6*, are not known to be involved in EMT. It is particularly interesting to find that *ATP6V1G2-DDX39B*, a long noncoding transcript (LncRNA), containing untranslated ATPase and RNA splicing genes, is also included in this group eATP and TGF-β share some functional similarities and differences to each other (**Figure 5**). First, both eATP and TGF-β promote invasion. They enhance invasion induced by the other molecule when added together at low concentrations (**Figure 5A**), but not at higher concentrations. (**Figure 5B**), suggesting potential overlap of the invasion-inducing activities of the two molecules. When TGF-β neutralizing antibodies were added, cell viability/proliferation increases (**Figure 5C**), indicating that TGF-β itself is cell proliferation-inhibitory under the experimental conditions in A549 cells, different from eATP. In addition, the antibodies reduce invasion induced by TGF-β or by eATP (**Figure 5D**). The former activity indicates that TGF-β is invasion-promoting, the same as eATP. The latter activity indicates TGF-β signaling is important for invasion, and the invasion induced eATP also partially relies on TGF-β signaling, although no TGF-β needed to be added to the system.

The faster EMT induction by eATP than TGF-β may be related to macropinocytosis-mediated ATP internalization, which results in a large elevation of intracellular ATP (iATP) levels. The ATP assay confirmed this speculation in that eATP induced large dose-dependent iATP elevations in both A549 and H1299 cells, while TGF-β did not (**Figure 6A, B**). It is conceivable that the highly elevated iATP enhanced protein phosphorylation in signal transduction, accelerated biochemical reactions and cell morphology changes, and increased cell motility. We previously demonstrated that some of these activities were blocked when macropinocytosis, a primary hallmark of cancer metabolism (51), was inhibited (29). A549 and H1299 cells are known to exhibit macropinocytosis (52, 53). In addition, iATP directly participates in induction and regulation of gene expressions in cancer cells as a transcriptional cofactor. All these combined together may account for the greater invasion rates compared with TGF-β (**Figure 3A, B**).

Our KD study with *BLOC1S6* indicates that this gene is very likely to be involved in EMT and CSCs, validating our RNAseq study and our selection of the gene as a candidate for EMT/CSC study. Very large differences between BLOC1S6 expression levels and lung patient survival times (**Figure 8A**) (45) also implies its importance in tumorigenesis. Much more detailed studies such as KO studies *in vitro* and *in vivo* are needed for elucidating the working mechanism(s) of the gene in EMT and CSCs. Nevertheless, this study provides initial evidence and justifies for further investigation.

Based on all the previous studies related to ATP-induced EMT (13, 29) and this study, here we propose a significantly updated hypothetical model for how eATP induces and regulates EMT spatially and temporally in human lung cancer cells (**Figure 8G**). First, eATP, at the concentration range found in TME (16–19), functions extracellularly by binding and activating various purinergic receptors (PR) located on plasma membrane of A549 cells (54–56), leading to PR-mediated specific signaling for EMT induction (49, 57, 58). Exactly which PR(s) are activated depend on the specific eATP concentration, as different PRs have different affinities for ATP. This part of eATP activity is similar or identical to the mechanism of TGF-β mediated PR signaling as TGF-β induces ATP exocytosis and subsequent ATP-PR binding/activating (12, 13) with the exception that eATP levels in the TME may be higher than those achieved by TGF-β -mediated ATP exocytosis, as our recently reported data implies (29). This is because eATP in the TME is from multiple sources (58, 59) in addition to TGF-β-induced exocytosis (12, 13). Simultaneously with the PR signaling, eATP is also internalized by macropinocytosis (19–21, 24–26, 29), greatly enhancing the level of intracellular ATP (iATP) by at least 30-50% within 2-3 hours (25–27, 29). The elevated iATP, in turn, accelerates all biochemical/enzymatic reactions inside the cell partly driven by ATP, including both ATP hydrolysis in metabolic reactions and protein phosphorylation in signal transduction (26, 27, 29). Furthermore, ATP is a versatile transcriptional cofactor, directly participating in and augmenting gene expression by ways of double strand DNA unwinding, transcription initiation, elongation, and other steps in transcription (30–34). All these processes working concurrently at different subcellular locations and at various levels of biological reactions result in induction and spatial and temporary regulation of EMT. While the specificity of the gene expression induced by eATP is likely to be originated from the PR signaling, the intensity of the gene expression is likely to be regulated by the other intracellular functions of eATP and potential negative feedback loops between gene transcription rates and enhanced enzymatic activities induced by augmented protein phosphorylation and/or faster enzymatic reactions (and therefore altered metabolite levels) driven by higher iATP levels. Thus, this model not only explains how eATP induces TGF-β-like EMT, but also explains why eATP induces EMT somewhat differently, due to both extracellular and intracellular actions of ATP, from TGF-β-induced EMT at the levels of transcription and biochemical reactions, resulting in earlier morphological/functional changes. Additional studies are needed for the final validation of this hypothetical model.

## Conclusions

eATP is abundantly present in the TME, is an evolutionarily conserved and selected but previously under-recognized molecule that has been emerging as a powerful inducer and regulator of EMT. Its roles in EMT induction are “amplified” by its internalization through macropinocytosis and subsequent drastic elevation of intracellular ATP levels. Results of this study not only demonstrate the multi-functional and multi-locational nature of eATP, but also exhibit the flexibility of cancer cells, which are able to use either TGF-β or eATP or both, whichever is present in the TME at appropriate concentrations or in various ratios to induce the onset of EMT. The RNAseq and metabolomics analyses not only reveal the eATP induces EMT from expression of specific genes to representative metabolite changes similar to those induced by TGF-β. The functional assays further validate the results from transcriptomics and metabolomics. New findings documented in this study will compel us to rethink exactly how EMT is induced and regulated in tumors, and how it will enable us to develop novel and effective anticancer and anti-metastasis strategies by targeting eATP (60) or its induced genes.

## Data Availability Statement

The original contributions presented in the study are publicly available. The RNAseq data is stored at NCBI GEO (Gene Expression Omnibus) with accession number: GSE160671.

## Author Contributions

ME: Design and execution of most experiments related to functional assays and data analysis of RNAseq, figure generation, manuscript writing and editing. JS: Performance of BLOC1S6 study, some supplementary assays, RNAseq related experiments and uploading RNAseq data to GEO database, writing and submission of manuscript. HSG: RNAseq enrichment analysis. XC: Conceptualization and Design of the study, supervision and coordination of the study, participation in writing and submission of the manuscript, and major funding support of the study. All authors contributed to the article and approved the submitted version.

## Funding

For ME, John J. Kopchick Award, Ohio University Student Enhancement Award, Ohio University Provost’s Undergraduate Award, Ohio University Honors Tutorial College Dean’s Research Fund. For JS, Ohio University Original Work Grant, and Graduate Student Research Grant. For PS, John J. Kopchick Award, Ohio University Student Enhancement Award. For XC, NIH grant R15 CA242177-01.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 GSEA plots of gene enrichment in cells treated with either eATP or TGF-β. GSEA plots were made the same way as and . **(A)** Downregulated genes. **(B)** Downregulated genes involved in or not known to be involved in EMT. **(C)** Gene enrichment at 2 hours. **(D)** Gene enrichment at 6 hours.

Supplementary Figure 2 PLS-DA analysis was performed on data collected by positive ion mode as in comparison with the negative ion mode.

Supplementary Figure 3 Invasion and EMT studies.These studies were done the same way as described for . **(A)** Invasion rate study in A549 cells. **(B)** Invasion rate study in H1299 cells. **(C)** Quantification of the western blot analysis.

Supplementary Figure 4 Quantification of filopodia induced by either eATP or TGF-β at different induction times. A549 and H1299 human NSCLC cells were treated by either eATP or TGF-β for 2, 6, and 12 hours. The formation of filopodia were photographed by fluorescence microscopy and counted from >10 randomly chosen views for each condition (average 100-200 cells per condition). Filopodia growing on the cells were arbitrarily categorized as none, early, mid, and late stages, based on their size, shape and number, and were separately counted by four individuals and then averaged. **(A)** A549 cells. **(B)** H1299 cells. These results indicate that eATP induced time-dependent filopodia formation similarly to TGF-β.

Supplementary Figure 5 Intracellular ATP measurement study. This study was done the same way as described for but on H1299 cells. **(A)** iATP levels of H1299 cells treated with different concentrations of eATP. **(B)** iATP levels of H1299 cells treated with different concentrations of TGF-β. Untreated cells were used as negative control.

Supplementary Figure 6 Quantification of the soft-agar colony formation assay. This quantification is for the assay shown in Figure 8G.

Supplementary Table 1 Epithelial genes significantly changed by either ATP or TGF-β treatment.

Supplementary Table 2 FPKM values of three replicate samples for each gene for heatmap in **Figure 1G**.

Supplementary Table 3 FPKM values of three replicate samples for each gene for heatmap in **Figure 1H**.

Supplementary Table 4 FPKM values of three replicate samples for each gene for heatmap of **Figure 4D**.

Supplementary Table 5 FPKM values of three replicate samples for each gene for heatmap of **Figure 5E**.

Supplementary Table 6 FPKM values of three replicate samples for each gene for heatmap of **Figure 5F**.

## Abbreviations

EMT, Epithelial mesenchymal transition; eATP, Extracellular ATP; GSEA, Gene set enrichment analysis; ieATP, Intratumoral eATP; iATP, Intracellular ATP; TGF- β, Transforming growth factor beta; NES, Normalized enrichment score; NSCLC, Non-small cell lung carcinoma; PR, Purinergic receptor; TME, Tumor microenvironment; DMEM, Dulbecco’s Modified Eagle Medium; PLS-DA, Partial least squares-discriminant analysis; Log2fc, Log2 fold change.

# Supplementary material for: From Transcriptomics, Metabolomics to Functional Studies: Extracellular ATP Induces TGF-β-Like Epithelial Mesenchymal Transition in Lung Cancer Cells
**Source:** Front Oncol. 2022 Jun 30;12:912065. doi: 10.3389/fonc.2022.912065
**Supplement:** Supplementary Figure 1 — GSEA plots of gene enrichment in cells treated with either eATP or TGF-β. GSEA plots were made the same way as and . (A) Downregulated genes. (B) Downregulated genes involved in or not known to be involved in EMT. (C) Gene enrichment at 2 hours. (D) Gene enrichment at 6 hours.

**Supplemental Figures**

**Fig. S1**

**a. b.**

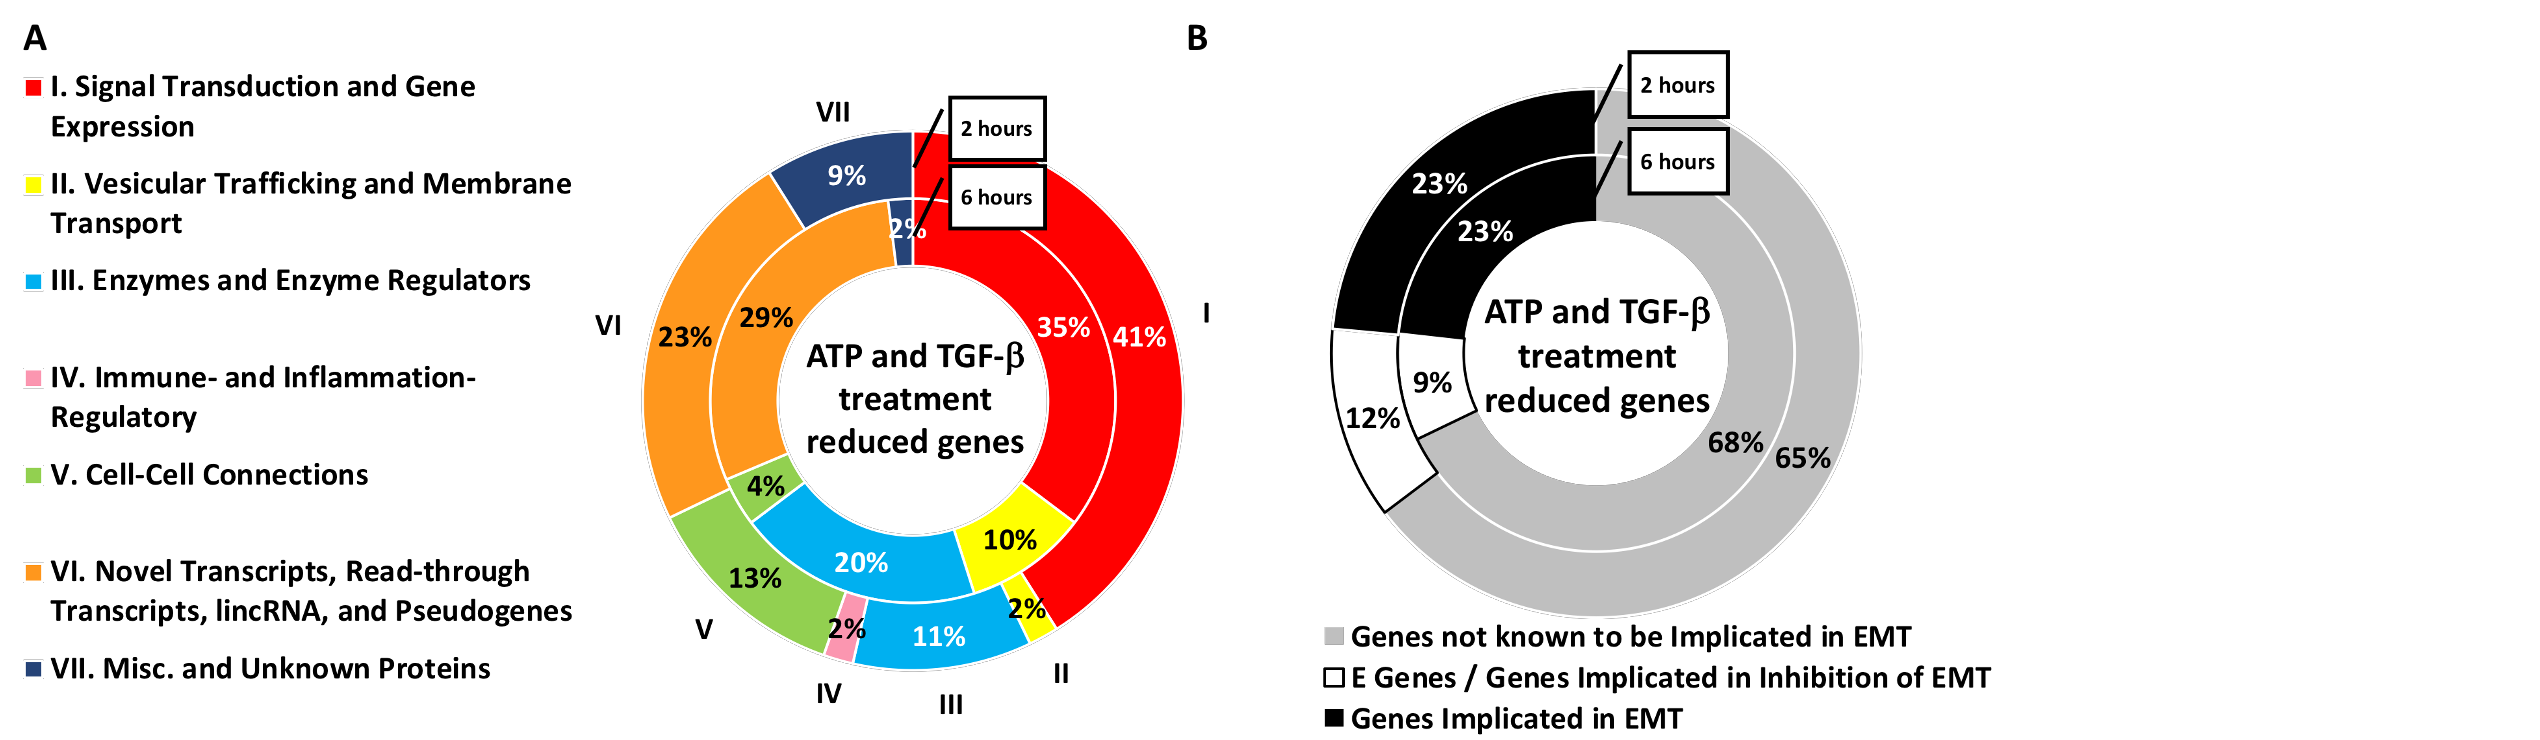

**c.**

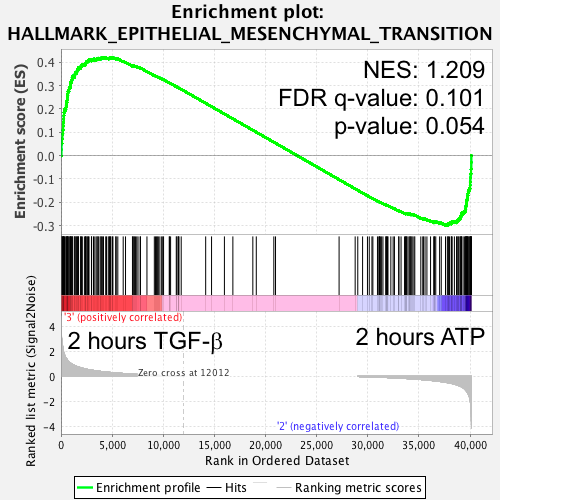

**d.**

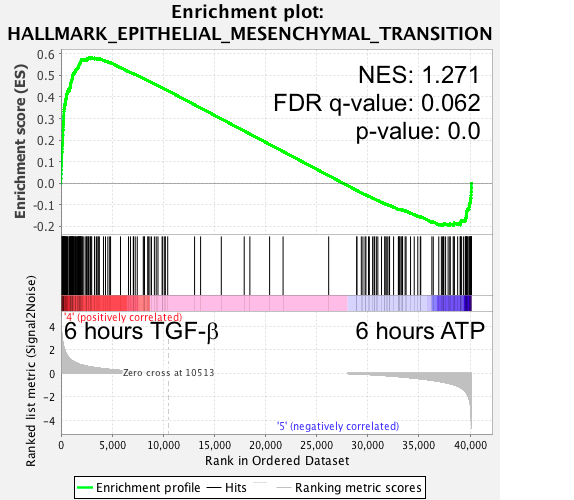

**Fig. S2**

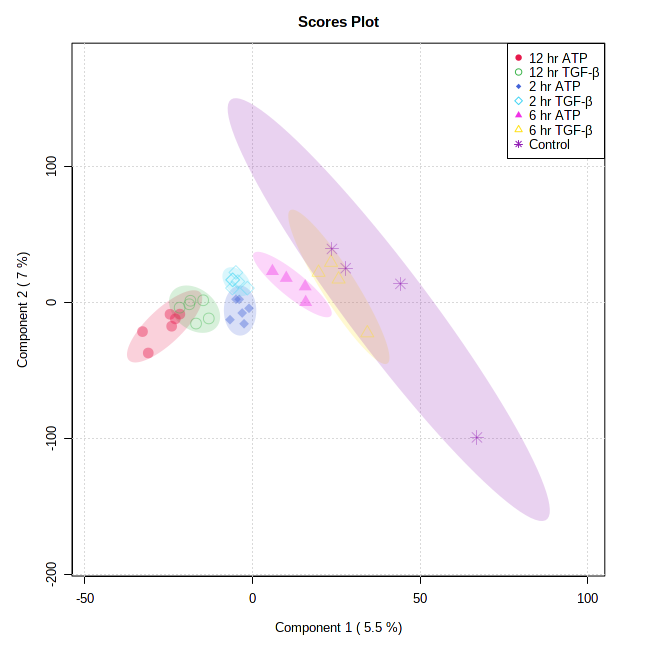

**Fig. S3**

**a**.

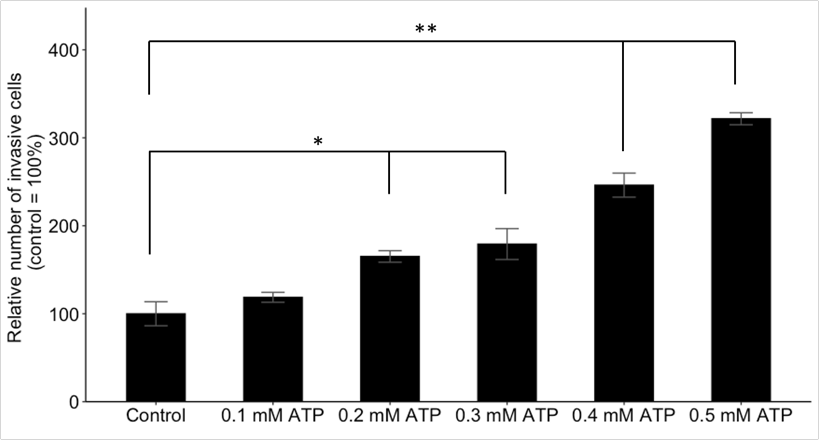

**b.**

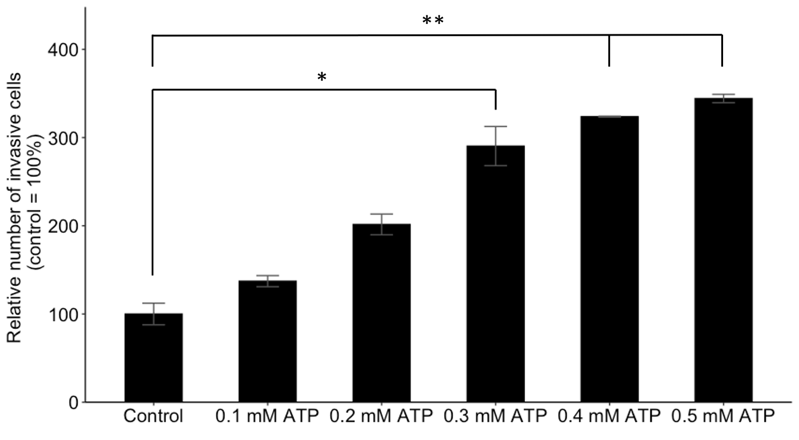

**c.**

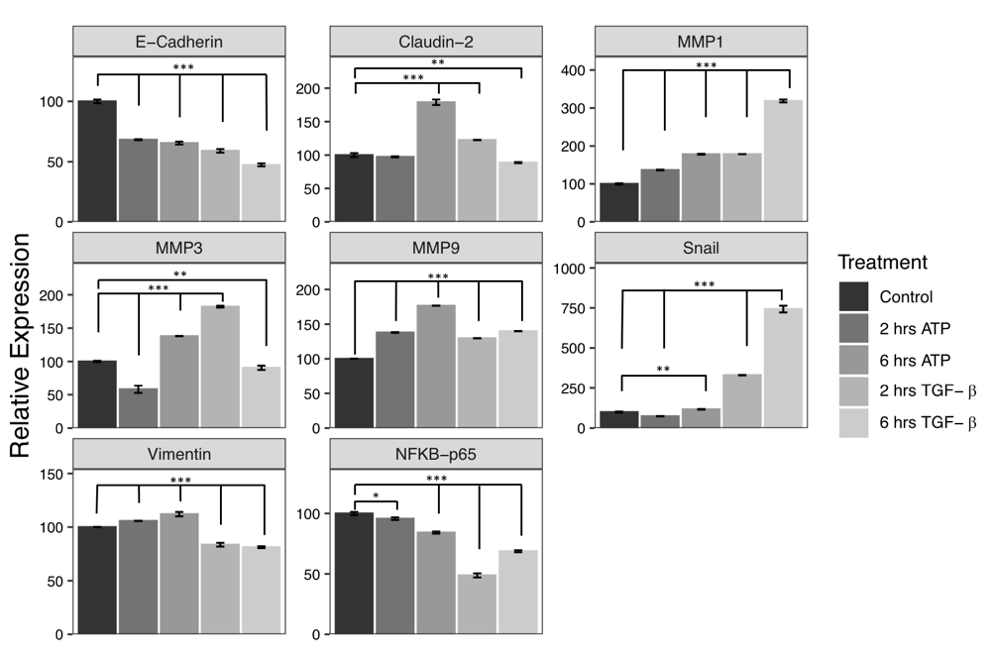

**a.**

**b.**

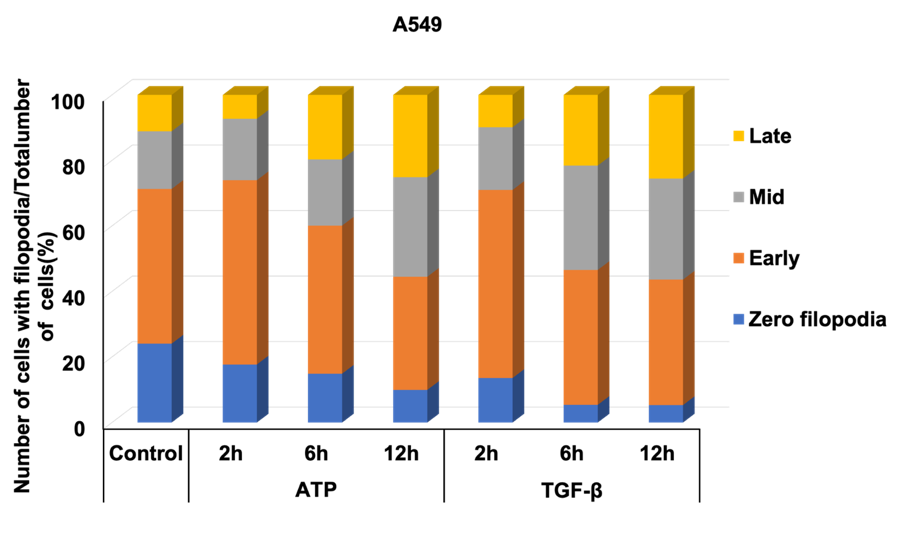

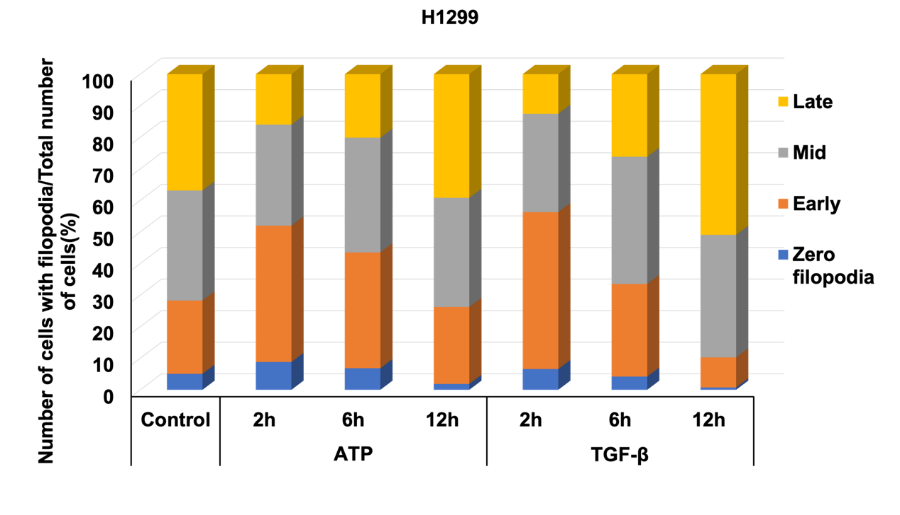

**Fig. S4**

**Fig. S5**

**a.**

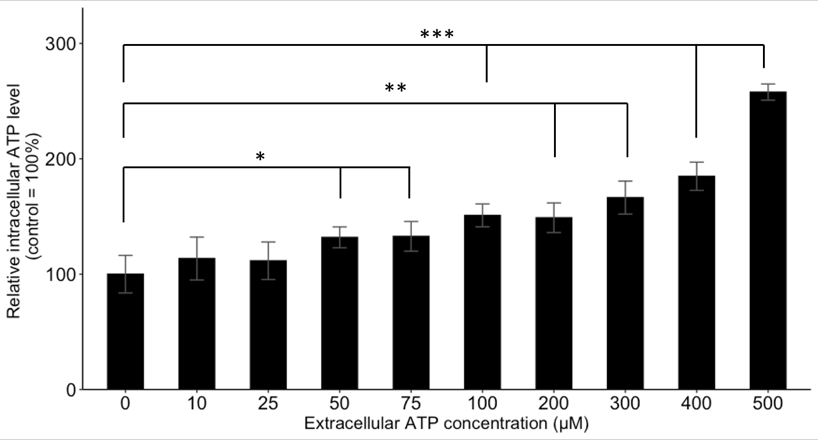

**b.**

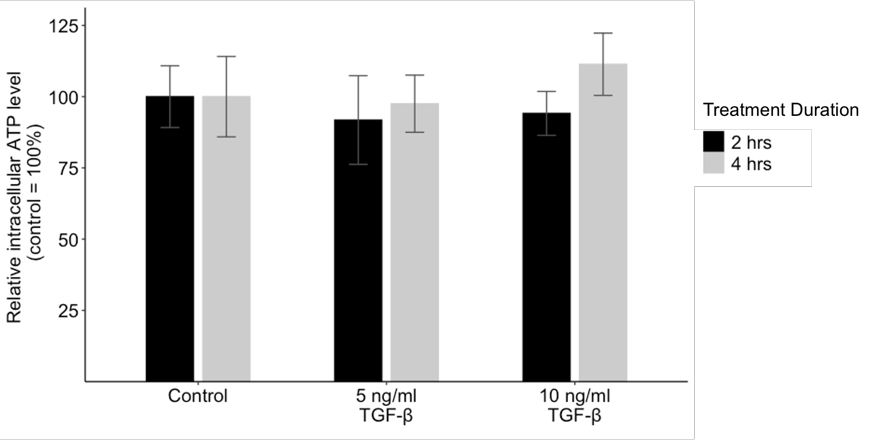

**FIG S6**

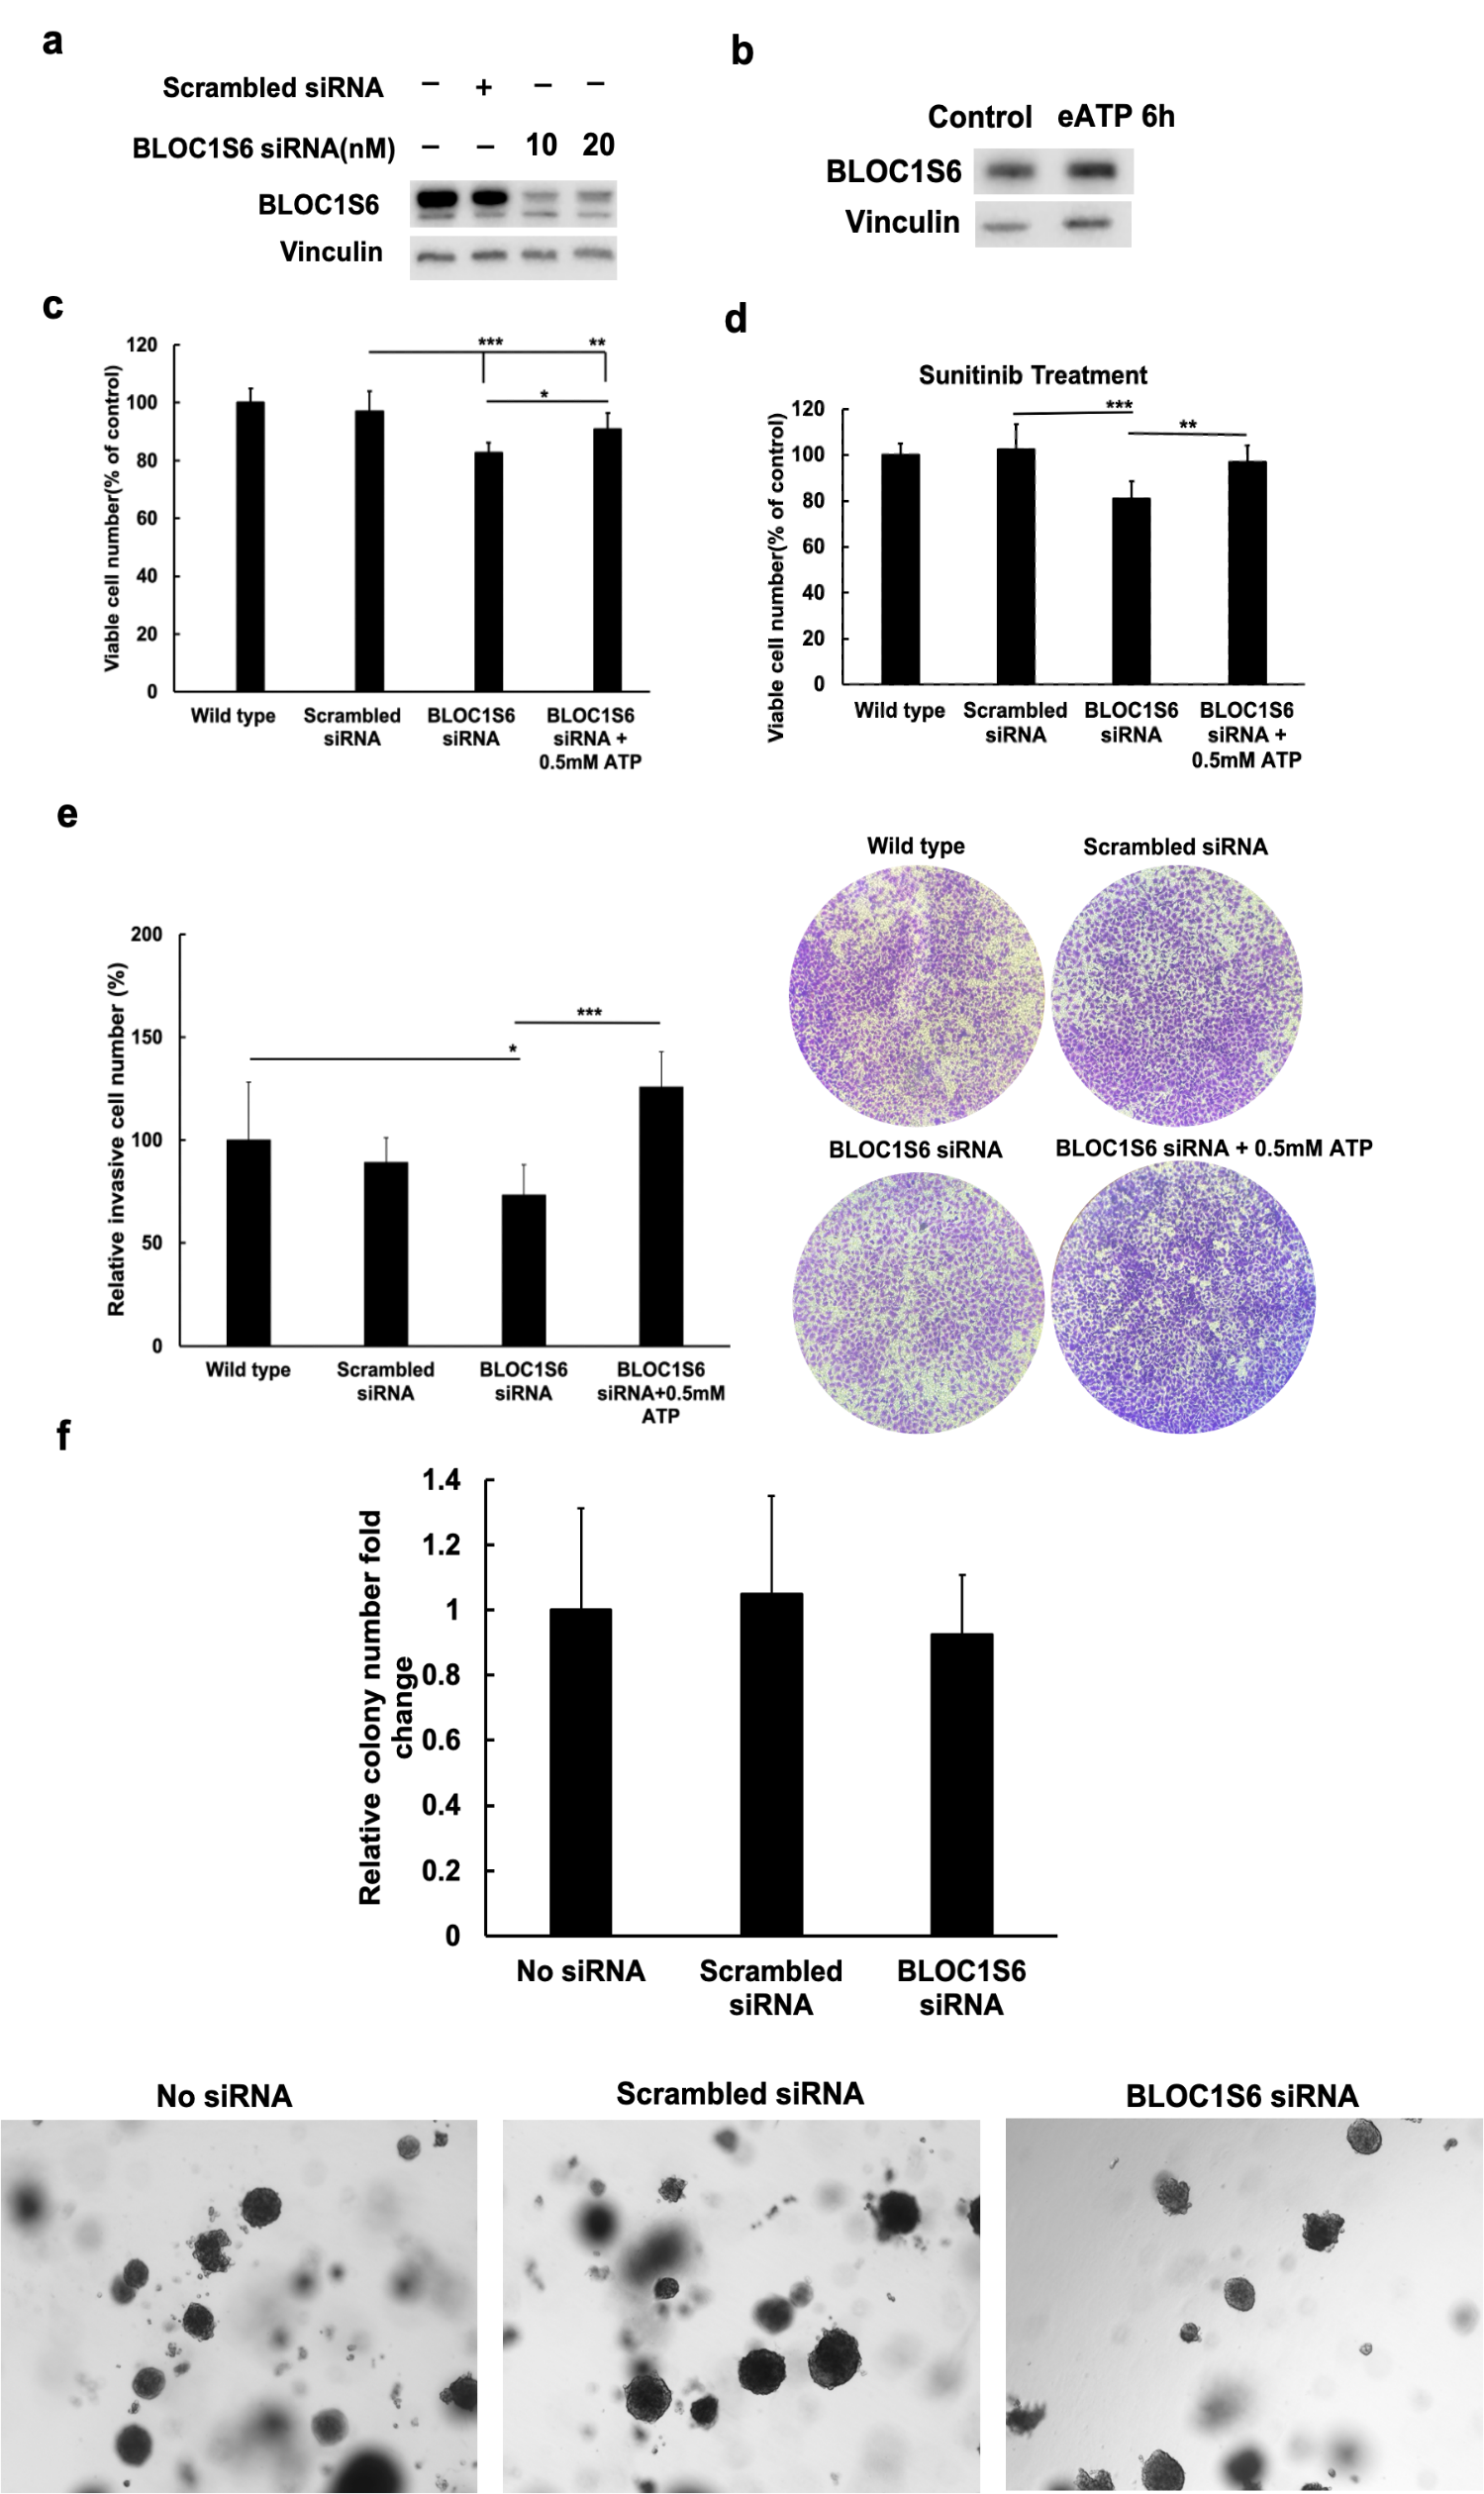

**Supplemental Table 1**

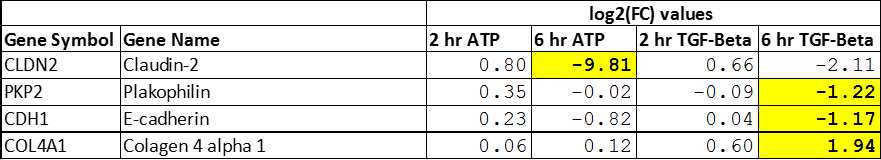

**Supplemental Table 2**

**Supplemental Table 3**

**Supplemental Table 4**

**Supplemental Table 5**

**Supplemental Table 6**

How the deposited data were processed for this re-analysis (not part of the article)

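RNA of A549 cells was measured by RNAseq in 20 libraries, 4 for each of 5 conditions: untreated controls, and eATP or TGF-β for 2 or 6 hours. Conditions and replicate numbers were taken from the sample labels and the paper. The labels number 4 replicates per condition where the paper gives 3, and the contents of its supplemental tables of replicate values were not available here, so all 4 were used. Log2 ratios of FPKM means over all 4 lay within 0.01 of 163 of the 164 values in Tables 1 to 3. The authors deposited a table of read counts per gene and library, which are whole numbers and not normalized. The authors also deposited an FPKM value for each gene and library, normalized for transcript length and for the reads of the library. The submitters' processing notes name HISAT2, StringTie and edgeR without versions and without saying which step used which. The genome build and the annotation are not given in the sources used here. The table holds 58825 genes, of which 25387 have a count of 0 in every library. In 42 cases a gene with a count above 0 in a library is listed at the smallest FPKM value, 1e-04. Chromosome positions, transcript lengths and GC content came from GENCODE release 29 (GRCh38), in which 58552 of the gene identifiers were found, 20039 of them among the genes tested. The counts of a library summed to 56187614 to 75050437, and 21705 to 23245 genes had a count in a library.

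Genes with at least 0.1 FPKM in at least 4 of the 20 libraries were kept (20094 genes). Their counts were normalized by TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) in one model with a mean for each of the 5 conditions, which leaves 15 residual degrees of freedom. The design written at the outset took FPKM as the values to be deposited and named limma on log2(FPKM + 0.1), with edgeR in its place for counts. Counts were found in the table, so edgeR gave the values reported and limma became an alternative. Each treatment was compared with the controls, 6 with 2 hours of the same inducer, and TGF-β with eATP at the same time. The time courses were compared by the difference between the inducers in the change from 2 to 6 hours. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, two-sided. For the genes of the paper's tables the log2 ratio of the group means of FPKM, without a pseudocount, was computed as well. Overlaps of calls were set beside the overlap of independent lists of the same sizes and beside comparisons in which each inducer had its own pair of control libraries. The 2 and 6 hours of an inducer shared that pair. A pair leaves fewer controls per comparison and can also shorten the lists, so a smaller overlap there need not come from shared controls alone. The covariance of the log2(FC) of the inducers was set beside that of counts simulated for unchanged groups against the same controls. An exact permutation test of 4 libraries against 4 cannot give a p under 0.0286.

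A total of 31 lists with 760 genes, on EMT, signalling, stress, metabolism and cell type markers, were tested with camera (limma 3.58.1). Adjustment was over the lists within a comparison. Of the genes on the lists, TGFB1 and PER1 were not analysed here. The lists were written from general knowledge and are not the collections used by the paper. Each list was also tested with a correlation estimated from the data and with preranked fgsea (fgsea 1.28.0) on the signal-to-noise ratio of FPKM. The genes named in the text followed a rule with 3 parts. The first takes the 10 genes with the largest rise and the 10 with the largest fall in each comparison with the controls, among called genes with a mean of at least 1 FPKM in the higher group and all 4 treated libraries on the same side of all 4 controls. The second takes every gene the paper names, whose values in the paper's tables had been seen when the rule was written. The third takes up to 4 members of a list with the largest change among those called, or up to 2 with the highest mean FPKM where none was called. A gene named outside this rule is said to be chosen after its values were seen, and some genes that the rule takes are not reported here.

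The alternatives tried were other filters, scalings, thresholds and pseudocounts, robust estimation, a fit of the compared groups alone, the replicate number as a block and leaving out each library in turn, and after the data were seen limma on log2(FPKM + 0.1), DESeq2 size factors and the DESeq2 test (DESeq2 1.42.0). Other splits of the 8 libraries of a comparison of 2 groups into 4 and 4 were counted, 35 in all with the real one, and 100 draws were used for the time courses. The test was tested on simulated data. Counts of the 20094 genes were drawn for all 20 libraries, from the mean share of each gene over these libraries, the library sizes and the estimated dispersions. The changes were set in the libraries of eATP at 2 hours only. Of 100 genes changed by a log2(FC) of 1, 52 were called, and of 100 changed by 2, 74 were called, with 4 calls among unchanged genes.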

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

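The comparison of FOS and EGR1 with the other immediate early genes, the test of the library size of TGF-β 2 h replicate 1 and the count of libraries of other groups with CLDN2 near 0 were chosen only after the result was seen.

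CLDN2, which encodes the tight junction protein claudin-2, had 3 to 24 counts in the 4 libraries at 6 hours of eATP, against 20054 to 24237 at 2 hours of eATP. Control replicate 2 (0.0848 FPKM against 55.9 to 58.8 in the other 3) and TGF-β 6 h replicate 1 (39.5 FPKM against 0.0146 to 0.0981) stood apart from their groups, and 4 libraries outside the eATP 6 h group, 1 control and 3 at 6 hours of TGF-β, had under 0.1 times the count of the highest library of their group. For counts given to neighbouring genes, the sum of CLDN2 and the genes that overlap or adjoin it had a log2(FC) of -0.86 at 6 hours of eATP. This fell short of the limit set beforehand for rejecting that cause. The neighbours alone stood at 264 CPM (238 to 275) against 308 (293 to 323) in the controls, while CLDN2 lost 171. They did not gain what CLDN2 lost, which argues against a transfer of counts to those neighbours. Counts missing from single libraries cannot be told apart from a response to eATP, because the lowest control library itself had 24 counts and 0 eATP 6 h libraries lay under 0.1 times that count (Fisher's exact test of near-0 libraries against the controls, two-sided, p = 0.143 for eATP and 0.486 for TGF-β at 6 hours). The fall at 6 hours of eATP was called by edgeR's quasi-likelihood test (log2(FC) -9.72, SE 2.22, adjusted p = 0.0201) and the call was lost without each eATP 6 h library in turn. Whether the fall is a response of the cells to eATP stays open as a hypothesis.

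FOS and EGR1, a pair of immediate early transcription factor genes, were lower than the controls with eATP at 2 and 6 hours and with TGF-β at 2 hours, and FOS also with TGF-β at 6 hours. A single control library is excluded as the cause, since the highest log2(FC) of a called change of either gene was -0.95 when each control library was left out in turn. A higher level of immediate early genes as a group in the controls cannot be told apart from a response of these genes, because the members went both ways and a rise with an inducer could hide a higher level in the controls. The highest median log2(FC) of the list over the 4 treatments was 0.413, and at 2 hours of eATP 10 of 23 members rose and 4 fell by edgeR (12 and 5 adjusted over the list alone). The list as a whole had a mean log2(FC) of 0.32 there (adjusted p = 0.00137 from camera, adjusted p = 0.0743 with an estimated correlation, and adjusted p = 0.195 from fgsea). The handling of the controls before collection, whose time is not given in the sources used here, was not tested.

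TGF-β 2 h replicate 1 deviated from the other 3 libraries of its group with an SD across genes of 0.802, where the other libraries had 0.399 to 0.541. Its deviation correlated across 11553 genes, which are not independent replicates, with log2 transcript length (r = -0.394, against -0.276 to 0.286 in the other libraries) and with GC content (r = 0.344, against -0.249 to 0.191), which is consistent with a length or GC bias of this library. For library size, the 65090551 counts of this library lay within the 56187614 to 75050437 of the libraries and were the fewest of its group. TGF-β 6 h replicates 3 and 4 had fewer (58032222 and 56187614) and SDs of only 0.521 and 0.515, which argues against size alone. A part of library size in the deviation is not excluded. No biological explanation was tested for a single library of a group.

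The time courses of the inducers differed, by the test of the difference itself, for 1229 genes: 622 had a higher and 607 a lower change from 2 to 6 hours with TGF-β than with eATP. In 2 of 100 draws in which the inducer was reassigned within each time, the real one included, as many genes were called. The draws can keep differences between the inducers in the quantity tested, so this share does not decide on chance. The highest other draw called 2134 genes. It exchanged the inducer for 2 libraries at 2 hours and for all 8 at 6 hours, and so took up the structure of the samples: with every library of a time exchanged, the quantity tested becomes the sum of the differences between the inducers at both times. By camera, the mean log2 difference was above that of other genes for EMT genes (0.36, adjusted p = 1.64e-12), cell migration genes (0.50, adjusted p = 1.1e-14), genes that lower cell adhesion (0.31, adjusted p = 0.00317) and actin cytoskeleton genes (0.35, adjusted p = 8.33e-07). All 4 passed with an estimated correlation. Among the genes of Table 1, the difference was 2.08 (SE 0.20, adjusted p = 2.28e-06) for STC1, 1.09 (SE 0.13, adjusted p = 2.97e-05) for BMP6, 1.45 (SE 0.21, adjusted p = 0.000218) for MMP10 and 1.28 (SE 0.33, adjusted p = 0.0225) for IL1A from edgeR's quasi-likelihood test. For FOS it was -3.21 (SE 0.24, adjusted p = 1.48e-07).

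Lists outside the groups of genes the paper discusses passed camera with an estimated correlation as well as with the preset one, and their mean log2(FC) was as follows. For eATP at 2 hours it was 1.32 for CREB target genes, 1.05 for NF-κB and cytokine genes, 0.87 for YAP target genes, 0.54 for ERK feedback genes, -0.33 for proliferation genes and -0.335 for p53 target genes. For TGF-β at 2 hours it was 1.37 for fibroblast marker genes, 0.58 for hypoxia genes, -0.315 for cholesterol synthesis genes and -0.33 for proliferation genes. For eATP at 6 hours it was 0.40 for NF-κB and cytokine genes and 0.28 for cholesterol synthesis genes. For TGF-β at 6 hours it was 1.76 for fibroblast marker genes, 0.60 for hypoxia genes, 0.41 for genes of the unfolded protein and integrated stress responses, -0.20 for proliferation genes and -0.61 for interferon-stimulated genes.

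Other splits of the 8 libraries into 4 and 4 were counted for each comparison of 2 groups. In 1 of the 35 splits, the real one, as many genes were called. This is the smallest share the splits can give and was not corrected for the number of comparisons, so it does not exclude chance. Other splits also mix the compared groups, which by itself can lower their calls. The real split called 1725 genes for eATP at 2 hours against the controls (at most 2 in another split), 2595 genes for TGF-β at 2 hours against the controls (at most 71 in another split), 600 genes for eATP at 6 hours against the controls (at most 2 in another split) and 3247 genes for TGF-β at 6 hours against the controls (at most 1 in another split). It called 2528 for 6 against 2 hours of eATP (at most 2), 2425 for 6 against 2 hours of TGF-β (at most 1513), 1825 for TGF-β against eATP at 2 hours (at most 2) and 3543 for TGF-β against eATP at 6 hours (at most 4). The split that called 1513 genes exchanged TGF-β 2 h replicate 1 with a library at 6 hours. For the EMT list the unadjusted camera p was smallest in the real split, 1 of 35, in 7 comparisons: 2.99e-11 for eATP at 2 hours against the controls (smallest other 2.34e-07), 4.77e-09 for TGF-β at 2 hours against the controls (smallest other 1.95e-08), 8.12e-06 for eATP at 6 hours against the controls (smallest other 0.00213), 2.1e-16 for TGF-β at 6 hours against the controls (smallest other 3.01e-09), 0.00194 for 6 against 2 hours of eATP (smallest other 0.0115), 2.58e-07 for 6 against 2 hours of TGF-β (smallest other 1.08e-06) and 1.04e-09 for TGF-β against eATP at 6 hours (smallest other 2.95e-06). For TGF-β against eATP at 2 hours, 27 of 35 splits gave a p as small as the real 0.749 (smallest other 0.00626), and chance cannot be excluded there.

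For the 121 tested genes named in the text, 48 of 605 groups of 4 libraries held a library whose FPKM lay far from the other 3, where chance gives about 1 in 20. The values of the other 3 libraries follow the word against. In control replicate 1, SEMA7A was at 0.206 FPKM against 0.251 to 0.254. In control replicate 2, DAG1 was at 28.2 FPKM against 1.04 to 3.37. In control replicate 3, NIPSNAP1 was at 10.5 FPKM against 32.2 to 33.9, CDH2 at 13.6 against 16.3 to 16.8, BIRC3 at 13.4 against 20 to 20.9 and PLCXD3 at 0.9 against 1.44 to 1.54. In control replicate 4, MMP10 was at 0.786 FPKM against 0.507 to 0.529, PDGFB at 1.51 against 1.85 to 1.9, INSIG1 at 25.4 against 9.19 to 10.1 and TAF11L11 at 0.267 against 0 to 0.0351. In eATP 2 h replicate 1, CDH1 was at 9.73 FPKM against 12.8 to 13.2, ATP6V1G2-DDX39B at 8.66 against 0.446 to 1.38, CD274 at 0.888 against 3.7 to 3.86 and ATF3 at 4.02 against 2.69 to 2.71. In eATP 2 h replicate 2, WNT7A was at 0 FPKM against 0.0356 to 0.0373. In eATP 2 h replicate 3, AGPAT3 was at 2.25 FPKM against 0.836 to 1. In eATP 2 h replicate 4, MAFF was at 3.06 FPKM against 9.46 to 10.1 and SYTL3 at 0.188 against 0.339 to 0.356. In TGF-β 2 h replicate 1, SOX4 was at 26.2 FPKM against 29.4 to 29.9, CDH2 at 7.71 against 16.4 to 18, BLOC1S6 at 4.01 against 6.03 to 6.4, PODXL at 5.81 against 8.4 to 8.51 and BIRC3 at 4.5 against 10.9 to 12.1. In TGF-β 2 h replicate 2, MAFF was at 2.92 FPKM against 4.16 to 4.34, MMP10 at 0.971 against 1.33 to 1.38 and P2RX5 at 2.14 against 1.99 to 2. In TGF-β 2 h replicate 4, EGR1 was at 7.58 FPKM against 3 to 3.49, NIPSNAP1 at 32.6 against 6.97 to 10.8, SNAI1 at 4.53 against 3.05 to 3.17 and NDRG1 at 9.17 against 8.02 to 8.21. In eATP 6 h replicate 1, LRRC8D was at 7.54 FPKM against 1.31 to 2.31, AGPAT3 at 2.26 against 0.724 to 0.887 and CD274 at 0.479 against 1.05 to 1.12. In eATP 6 h replicate 2, LINC01783 was at 0.309 FPKM against 0.12 to 0.15. In eATP 6 h replicate 3, THBS1 was at 10.6 FPKM against 12.4 to 12.8 and CCNE2 at 2.14 against 3.41 to 3.67. In TGF-β 6 h replicate 1, MAFF was at 0.36 FPKM against 1.76 to 1.83, KRT6A at 0.616 against 0.755 to 0.763 and VEGFC at 4.43 against 3.62 to 3.71. In TGF-β 6 h replicate 2, CLDN4 was at 0.114 FPKM against 5.64 to 6.16, AGPAT3 at 2.58 against 0.687 to 1, CNN1 at 0.973 against 0.886 to 0.899 and MCM2 at 9.32 against 10.1 to 10.2. In TGF-β 6 h replicate 4, TAGLN was at 6.79 FPKM against 8.18 to 8.29 and ITGB3 at 1.84 against 1.09 to 1.19. BMS1P7, a pseudogene, was at 0.655 FPKM in TGF-β 2 h replicate 1 and listed at 0 in the other 3 libraries of that group.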

How the results depend on the processing

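As alternatives to the edgeR test, the limma fit on log2(FPKM + 0.1), the DESeq2 size factors and the DESeq2 test were added only after the data were seen. That limma fit had been named at the outset as the test for FPKM values. Of the recomputed counts, overlaps and list tests behind the conclusions, 630 kept their side of the threshold, and the direction of the test where it passed, or for counts stayed within 1.5 times, over the alternatives other than leaving out a library, 48 counts moved further, 8 list tests came to pass and 11 no longer passed. Without 1 library in turn, 489 were kept, 2 counts moved, 2 list tests came to pass and 3 no longer passed. No list test that passed changed its direction. Some list means changed their sign, given here with the value reported in parentheses: -0.004 with limma at a pseudocount of 0.5, -0.002 with limma at a pseudocount of 1, -0.018 with quantile normalization, -0.009 without TGF-β 2 h replicate 4 and -0.007 with limma at 0.1 for the EMT list in TGF-β against eATP at 2 hours (0.022), 0.022 without control replicate 3 for the epithelial list with TGF-β at 6 hours (-0.071), -0.006 with no filter for the lower adhesion list with eATP at 6 hours (0.075, with an upward test that passed in both cases), 0.003 without control replicate 1 for the actin list with eATP at 6 hours (-0.042), -0.012 without control replicate 2 for the oxidative stress list with eATP at 2 hours (0.019), 0.02 with a filter of 1 FPKM for the oxidative stress list with TGF-β at 6 hours (-0.049) and -0.577 with no filter for the superoxide list with eATP at 2 hours (0.084). Of the values of single genes and of the other lists, 17396 kept their call under the same alternatives, 348 came to pass and 323 were lost. Without 1 library the numbers were 12766, 121 and 425. In the sentences on counts below, the value without the alternative follows in parentheses. List values are means of log2(FC) tested with camera.

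With limma at a pseudocount of 0.5 there were 26 genes lower with both inducers at both times (15), and the lists gave 0.036 for the lower adhesion list with eATP at 6 hours (adjusted p = 0.062) and -0.083 for the oxidative stress list with eATP at 6 hours (adjusted p = 0.0375). At a pseudocount of 1 there were 159 genes lower with both inducers at 6 hours (105) and 29 genes lower with both inducers at both times (15), and 0.026 for the lower adhesion list with eATP at 6 hours (adjusted p = 0.0619) and -0.078 for the oxidative stress list with eATP at 6 hours (adjusted p = 0.036). At 0.1 the lists gave 0.056 for the lower adhesion list with eATP at 6 hours (adjusted p = 0.0544) and -0.096 for the oxidative stress list with eATP at 6 hours (adjusted p = 0.0369). With a filter of 1 FPKM, which tests fewer genes, the values were 0.46 for the epithelial list with TGF-β at 2 hours (adjusted p = 0.0769) and 0.06 for the lower adhesion list with eATP at 6 hours (adjusted p = 0.129). Without a filter there were 164 genes lower with eATP at 6 hours (257), and 0.028 for the lower adhesion list with eATP at 2 hours (adjusted p = 0.0414). Quantile normalization gave 0.14 for the lower adhesion list with eATP at 2 hours (adjusted p = 0.044), 0.072 for the lower adhesion list with eATP at 6 hours (adjusted p = 0.0743) and -0.08 for the oxidative stress list with eATP at 6 hours (adjusted p = 0.0384). A fit of the compared groups alone, which uses fewer libraries, gave 870 genes higher with TGF-β at 2 hours (1456), 390 genes lower with TGF-β at 2 hours (1139), 859 genes changed for 6 against 2 hours of TGF-β (2425), 1099 genes changed for TGF-β against eATP at 2 hours (1825), 217 genes lower with both inducers at 2 hours (361) and 47 genes higher with both inducers at both times (72), and 0.16 for the lower adhesion list with eATP at 2 hours (adjusted p = 0.0334) and -0.075 for the oxidative stress list with eATP at 6 hours (adjusted p = 0.0483). The DESeq2 test gave 639 genes higher with eATP at 6 hours (343), 467 genes lower with eATP at 6 hours (257), 254 genes higher with both inducers at 6 hours (150), 182 genes lower with both inducers at 6 hours (105) and 25 genes lower with both inducers at both times (15). Camera with an estimated correlation kept the means and changed the p: 0.17 for the EMT list with eATP at 6 hours (adjusted p = 0.0774), -0.14 for the EMT list for 6 against 2 hours of eATP (adjusted p = 0.234), 0.075 for the lower adhesion list with eATP at 6 hours (adjusted p = 0.15) and 0.25 for the actin list with TGF-β at 2 hours (adjusted p = 0.126). In fgsea the lower adhesion list had a normalized enrichment score of 1.42 with eATP at 6 hours (adjusted p = 0.156). Median scaling, DESeq2 size factors and robust estimation moved none of these results.

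An unadjusted p under 0.05 with a log2(FC) of at least 1 in size gave 552 genes higher with eATP at 2 hours (963), 293 genes lower with eATP at 2 hours (762), 833 genes higher with TGF-β at 2 hours (1456), 349 genes lower with TGF-β at 2 hours (1139), 898 genes higher with TGF-β at 6 hours (1688), 771 genes lower with TGF-β at 6 hours (1559), 1007 genes changed for 6 against 2 hours of eATP (2528), 1099 genes changed for 6 against 2 hours of TGF-β (2425), 1133 genes changed for TGF-β against eATP at 2 hours (1825), 1715 genes changed for TGF-β against eATP at 6 hours (3543), 228 genes higher with both inducers at 2 hours (464), 64 genes lower with both inducers at 2 hours (361), 47 genes higher with both inducers at both times (72) and 9 genes lower with both inducers at both times (15). An adjusted p with the same fold threshold gave 326 genes higher with eATP at 2 hours, 110 genes lower with eATP at 2 hours, 584 genes higher with TGF-β at 2 hours, 161 genes lower with TGF-β at 2 hours, 73 genes higher with eATP at 6 hours, 68 genes lower with eATP at 6 hours, 692 genes higher with TGF-β at 6 hours, 495 genes lower with TGF-β at 6 hours, 548 genes changed for 6 against 2 hours of eATP, 609 genes changed for 6 against 2 hours of TGF-β, 675 genes changed for TGF-β against eATP at 2 hours, 1254 genes changed for TGF-β against eATP at 6 hours, 496 genes with a different time course, 124 genes higher with both inducers at 2 hours, 31 genes lower with both inducers at 2 hours, 31 genes higher with both inducers at 6 hours, 19 genes lower with both inducers at 6 hours, 12 genes higher with both inducers at both times and 3 genes lower with both inducers at both times. The fold thresholds leave out called genes by construction. For the other values that moved or crossed the threshold, the cause was not tested.

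Without 1 library in turn, genes lower with eATP at 6 hours were 152 to 185, the lowest counts being 152 without control replicate 1 and 154 without eATP 6 h replicate 4. The mean of the lower adhesion list was 0.122 to 0.197 with eATP at 2 hours, where it passed without control replicates 1 and 4 in turn (adjusted p 0.035 to 0.0383). It was 0.037 to 0.113 with eATP at 6 hours, where the call was lost without control replicates 2 and 3 and eATP 6 h replicate 4 in turn (adjusted p 0.0524 to 0.169). On the counts simulated for eATP at 2 hours against the controls, 52% of genes changed by a log2(FC) of 1 were called. Fewer genes were changed there than were called in the data, and they were drawn from all tested genes. The share therefore belongs to that setting and need not hold for the data.

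The labels number the replicates of each group from 1 to 4, and the numbers were not found to pair the libraries. The mean correlation of the deviations of same-numbered libraries was 0.0016 (-0.1 to 0.089 over 40 pairs). For each library, its correlations with the libraries of other groups were averaged by replicate number. Its own number had the highest mean for 5 of 20 libraries, where chance gives 1 in 4. With the replicate number as a block, 893 genes were higher and 675 lower with eATP at 2 hours, 287 and 209 at 6 hours, 1374 and 1031 with TGF-β at 2 hours and 1602 and 1486 at 6 hours. All 52 counts, overlaps and list tests stayed on their side of the threshold or within 1.5 times.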

Differences from the paper's values

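As alternatives to the edgeR test, limma on log2(FPKM + 0.1), DESeq2 size factors and the DESeq2 test were added only after the data were seen, and the other alternatives were set before the data were examined. The paper's statistics section names general tests and a threshold of 0.05 for all experiments, and its methods call gene sets at an FDR q under 0.10, while lists here were called at an adjusted p under 0.05. The section leaves out whether p-values of the RNAseq data were adjusted and whether a fold threshold was set. The counts here use an adjusted p from edgeR with no fold threshold, and each was compared with the paper's under every alternative set before the data were examined. Where a setting is not named, it did not bring the count within 1.5 times of the paper's, and none of the settings chosen afterwards did for any of the 12 counts.

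The counts of genes higher or lower than in the untreated controls were as follows. The 2-fold threshold is a log2(FC) of at least 1 in size. The paper gives 613 genes upregulated by TGF-β at 2 hours and 1456 were called here, with a count within 1.5 times of the paper's from a fit of the compared groups alone (870), an unadjusted p with a 2-fold threshold (833) and an adjusted p with a 2-fold threshold (584). The paper gives 394 genes upregulated by eATP at 2 hours and 963 were called here, with a count within 1.5 times of the paper's from an unadjusted p with a 2-fold threshold (552) and an adjusted p with a 2-fold threshold (326). The paper gives 648 genes upregulated by TGF-β at 6 hours and 1688 were called here, with a count within 1.5 times of the paper's from an unadjusted p with a 2-fold threshold (898) and an adjusted p with a 2-fold threshold (692). The paper gives 135 genes upregulated by eATP at 6 hours and 343 were called here, and no alternative came within 1.5 times. The paper gives 229 genes downregulated by TGF-β at 2 hours and 1139 were called here, with a count within 1.5 times of the paper's from an adjusted p with a 2-fold threshold (161). The paper gives 177 genes downregulated by eATP at 2 hours and 762 were called here, and no alternative came within 1.5 times. The paper gives 612 genes downregulated by TGF-β at 6 hours and 1559 were called here, with a count within 1.5 times of the paper's from an unadjusted p with a 2-fold threshold (771) and an adjusted p with a 2-fold threshold (495). The paper gives 146 genes downregulated by eATP at 6 hours and 257 were called here, with a count within 1.5 times of the paper's from no filter (164), a fit of the compared groups alone (193), the replicate number as a block (209) and leaving out any 1 of the 8 libraries (152 to 185). The paper gives 131 genes upregulated by both inducers at 2 hours and 464 were called here, with a count within 1.5 times of the paper's from an adjusted p with a 2-fold threshold (124). The paper gives 42 genes upregulated by both inducers at 6 hours and 150 were called here, with a count within 1.5 times of the paper's from an adjusted p with a 2-fold threshold (31). The paper gives 11 genes upregulated by both inducers at both times and 72 were called here, with a count within 1.5 times of the paper's from an adjusted p with a 2-fold threshold (12). The paper gives 7 genes downregulated by both inducers at both times and 15 were called here, with a count within 1.5 times of the paper's from an unadjusted p with a 2-fold threshold (9).

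For the log2(FC) values of Tables 1 to 3, the log2 ratio of the group means of FPKM over all 4 libraries lay within 0.01 of the paper's in 163 of 164 values. The exception was MMP10 with eATP at 2 hours, which the paper gives as 1.36 in Table 1 and as 1.86 in Table 2, and which is 1.857 here. None of the alternatives brought it to the value of Table 1 (1.696 to 2.032).

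Of the values the paper marks as significant, 18 of 28 downregulated and 38 of 44 upregulated values of Table 1, 18 of 19 of Table 2 and 26 of 27 of Table 3 passed here. A further 4 values of Table 2 and 12 of Table 3 passed without a mark. AGPAT3 and DAG1 did not pass in any treatment (adjusted p 0.188 to 0.324 and 0.0568 to 0.334). AGPAT3 passed with TGF-β at 2 hours without TGF-β 2 h replicate 3. DAG1 passed with TGF-β at 2 hours with a filter of 1 FPKM, without control replicate 1, 3 or 4, without TGF-β 2 h replicate 3 and with DESeq2, chosen after seeing the values, and with TGF-β at 6 hours without control replicate 1. ATP6V1G2-DDX39B, which the paper places among the genes upregulated by both inducers at both times, passed in no treatment and under none of the settings tried (adjusted p 0.258 to 0.606). LINC00488 (-1.06, adjusted p = 0.0752) and LINC01783 (-1.40, adjusted p = 0.132) did not pass with eATP at 6 hours. Both passed with limma at a pseudocount of 0.5 or 1, and LINC00488 also with a fit of the compared groups alone and, chosen after seeing the values, with limma at 0.1 and DESeq2. SYTL3 did not pass with eATP at 6 hours (1.04, adjusted p = 0.148), except without eATP 6 h replicate 3, nor with TGF-β at 2 hours (1.03, adjusted p = 0.0661), except with a fit of the compared groups alone and with DESeq2, chosen after seeing the values. HGF (-1.25, adjusted p = 0.356) and WNT7A (1.5, adjusted p = 0.137) did not pass with eATP at 6 hours, and WNT7A passed with quantile normalization and with DESeq2, chosen after seeing the values. At an unadjusted p with a log2(FC) of at least 1, these values passed apart from the 4 of ATP6V1G2-DDX39B and AGPAT3 with TGF-β at 6 hours.

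The paper states that eATP downregulated slightly fewer genes at 6 than at 2 hours, where 762 were lower at 2 hours and 257 at 6 hours here. These counts use no fold threshold, and the size of the drop depends on it. With an adjusted p and a 2-fold threshold, 110 were lower at 2 hours and 68 at 6 hours. With that fold threshold at any p, the numbers were 961 and 1028. The paper describes the downregulated genes as mainly epithelial. Of 24 epithelial genes tested by edgeR, 2 fell with eATP and 3 with TGF-β at 6 hours (0 and 1 at 2 hours), and the list was higher than other genes at 2 hours of eATP (adjusted p = 0.00198 from camera). These counts do not give the share of epithelial genes among the downregulated ones, which was not measured here. The paper also reports western blots in which selected E-type proteins were in general lower with eATP, and RNA does not test protein levels. The paper reads Fig. 1H as more enrichment with eATP than with TGF-β at 2 hours. Of its 17 genes tested, 3 were higher with eATP and 3 with TGF-β at 2 hours. Table 1 gives 11 genes upregulated and 7 downregulated by both inducers at both times, of which 9 and 3 passed in all 4 treatments. The paper states that the genes of Table 3 went the same way with both inducers. This was so for 10 of 16 at 2 hours and 11 at 6 hours, where the log2 ratio of PDGFB with eATP, counted as opposite, was -0.003. These are counts of signs. Of the exceptions, only SMAD7 and VEGFC passed edgeR's test with eATP at 2 hours, and only SHH at 6 hours. The others have no clear direction with eATP. The paper reports enrichment of genes that lower cell adhesion with both inducers, where the list did not pass with eATP at 2 hours at 0.05 (adjusted p = 0.0692 from camera, which is under the paper's 0.10) and passed with TGF-β (adjusted p = 0.000143). With eATP it passed without a filter, with quantile normalization, with a fit of the compared groups alone and without control replicate 1 or 4. It reports enrichment of actin genes at 2 hours with both inducers, where the list passed with TGF-β (adjusted p = 0.00917 from camera), though not with an estimated correlation (adjusted p = 0.126), and did not pass with eATP (adjusted p = 0.575 from camera). The genes of Fig. 5F, which the paper gives as enriched with eATP and not with TGF-β, did not pass with eATP at 2 hours in edgeR (0 higher of 10, 0 at an unadjusted p under 0.05, 0 by limma and 0 by DESeq2), and 1 was higher with TGF-β. The paper reports enrichment of oxidative stress and superoxide genes, and the lists used here passed in no treatment at 0.05 (adjusted p 0.095 to 0.992 from camera). At the paper's 0.10 the oxidative stress list passes with eATP at 6 hours, downward. The oxidative stress list was lower with eATP at 6 hours with limma at a pseudocount of 0.5 or 1, quantile normalization, a fit of the compared groups alone and, chosen after seeing the values, limma at 0.1. The paper states that eATP changed about as many genes as TGF-β when significance is set aside. At any p, 817 genes had a log2(FC) of at least 1 and 1028 of -1 or below with eATP at 6 hours, against 1520 and 1633 with TGF-β. At 2 hours the numbers were 1215 and 961 against 1582 and 916.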

Other observations

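The count of genes with counts near 0 in single libraries of a group was chosen only after the data were seen. Single genes were called with edgeR's quasi-likelihood test, and list means with camera. Of 28 genes of NF-κB and cytokine signalling, 18 rose and 1 fell with eATP at 2 hours (21 and 1 adjusted over the list alone, adjusted p = 2.43e-32 from camera, 0.000116 with an estimated correlation). The chemokine gene CCL20 rose by 2.59 (SE 0.21, adjusted p = 1.07e-07), IL1B, which encodes interleukin 1β, by 2.37 (SE 0.23, adjusted p = 1.03e-06) and BIRC3, an inhibitor of apoptosis gene, by 2.11 (SE 0.26, adjusted p = 1.72e-05). With eATP at 6 hours, 6 rose (12 adjusted over the list alone, adjusted p = 6.73e-10 from camera, 0.0252 with an estimated correlation). BIRC3 rose by 1.54 (SE 0.25, adjusted p = 0.00158) there. With TGF-β at 6 hours, 13 rose and 6 fell (14 and 6 adjusted over the list alone, adjusted p = 0.00314 from camera, adjusted p = 0.231 with an estimated correlation). The call of the list was lost in fgsea (adjusted p = 0.0673). CCL20 (-1.36) and BIRC3 (-1.11) were among those that fell. Of 14 CREB target genes, 10 rose and 1 fell with eATP at 2 hours (10 and 1 adjusted over the list alone, adjusted p = 4.13e-18 from camera, 1.13e-05 with an estimated correlation). The nuclear receptor gene NR4A1 rose by 2.37 (SE 0.14, adjusted p = 1.56e-09) and the stress-induced transcription factor gene ATF3 by 2.40 (SE 0.27, adjusted p = 5.93e-06). Of 18 genes induced by ERK signalling, 6 rose and 1 fell with eATP at 2 hours (9 and 1 adjusted over the list alone, adjusted p = 1.91e-09 from camera, 0.000658 with an estimated correlation). DUSP5, a phosphatase gene that acts on ERK, rose by 2.55 (SE 0.12, adjusted p = 1.41e-10), and the AP-1 gene FOSL1 by 2.46 (SE 0.13, adjusted p = 7.79e-10). Of 8 YAP target genes, 5 rose and 1 fell with eATP at 2 hours (6 and 1 adjusted over the list alone, adjusted p = 4.63e-11 from camera, 0.00341 with an estimated correlation). ANKRD1 rose by 2.36 (SE 0.11, adjusted p = 1.41e-10) and CCN1 by 1.09 (SE 0.12, adjusted p = 6.37e-06). Of 12 p53 target genes, 3 fell with eATP at 2 hours (4 adjusted over the list alone, adjusted p = 0.00135 from camera, 0.0383 with an estimated correlation). GDF15, a stress-induced cytokine gene, fell by 1.5 (SE 0.11, adjusted p = 5.32e-08).

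Of 24 proliferation genes, 10 fell with eATP at 2 hours (16 adjusted over the list alone, adjusted p = 4.63e-11 from camera, 7.8e-05 with an estimated correlation). The cyclin gene CCNA2 fell by 0.60 (SE 0.07, adjusted p = 9.95e-06). With TGF-β at 2 hours, 12 fell (13 adjusted over the list alone, adjusted p = 2.2e-07 from camera, 0.000461 with an estimated correlation). The proliferation marker MKI67 fell by 1.06 (SE 0.22, adjusted p = 0.00245) and the cyclin gene CCNE2 fell by 1.26 (SE 0.23, adjusted p = 0.000866). With TGF-β at 6 hours, 10 fell (11 adjusted over the list alone, adjusted p = 0.00638 from camera, 0.024 with an estimated correlation). MCM2, a DNA replication gene, fell by 0.87 (SE 0.085, adjusted p = 4.54e-07). Of 18 hypoxia genes, 10 rose and 2 fell with TGF-β at 2 hours (10 and 2 adjusted over the list alone, adjusted p = 2.28e-05 from camera, 0.0272 with an estimated correlation). NDRG1 rose by 1.29 (SE 0.091, adjusted p = 1.3e-08). With TGF-β at 6 hours, 8 rose and 3 fell (10 and 4 adjusted over the list alone, adjusted p = 1.62e-05 from camera, 0.024 with an estimated correlation). VEGFA, an angiogenic growth factor gene, rose by 2.47 (SE 0.14, adjusted p = 3.13e-10). Of 17 genes of the unfolded protein and integrated stress responses, 7 rose with TGF-β at 6 hours (9 adjusted over the list alone, adjusted p = 8.36e-05 from camera, 0.0285 with an estimated correlation). CHAC1 rose by 1.43 (SE 0.24, adjusted p = 0.000307) and HERPUD1 by 1.10 (SE 0.091, adjusted p = 5.72e-08). Of 19 cholesterol synthesis genes, 6 fell with TGF-β at 2 hours (8 adjusted over the list alone, adjusted p = 0.000571 from camera, 0.00746 with an estimated correlation). With eATP at 6 hours, 4 rose (7 adjusted over the list alone, adjusted p = 1.47e-06 from camera, 0.0014 with an estimated correlation). Of 13 interferon-stimulated genes, 1 rose and 7 fell with TGF-β at 6 hours (1 and 9 adjusted over the list alone, adjusted p = 2.37e-05 from camera, 0.00271 with an estimated correlation). IFIT2 fell by 1.87 (SE 0.18, adjusted p = 4.01e-07) and IFIT1 fell by 1.71 (SE 0.23, adjusted p = 2.41e-05).

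Of 3 fibroblast marker genes, 2 rose with TGF-β at 2 hours (2 adjusted over the list alone, adjusted p = 2.84e-05 from camera, 0.00897 with an estimated correlation). The call of the list was lost in fgsea (adjusted p = 0.134). With TGF-β at 6 hours, 2 rose (2 adjusted over the list alone, adjusted p = 8.36e-05 from camera, 0.00863 with an estimated correlation). COL1A1, which encodes a collagen, rose by 4.04 (SE 0.12, adjusted p = 4.6e-14) at 6 hours, and PDGFRA, a growth factor receptor gene, by 1.18 (SE 0.34, adjusted p = 0.0263) at 2 hours and 1.49 (SE 0.34, adjusted p = 0.00447) at 6 hours. The call of PDGFRA with TGF-β at 2 hours was lost without control replicates 1, 2 and 3 and TGF-β 2 h replicates 2 and 4 in turn (log2(FC) 0.99 to 1.13, adjusted p 0.0646 to 0.0886), and with limma at a pseudocount of 0.5, limma at a pseudocount of 1, quantile normalization and a fit of the compared groups alone. Of 21 matrix metalloproteinase and plasminogen system genes, 7 rose with eATP at 2 hours (11 adjusted over the list alone, adjusted p = 2.82e-11 from camera, 0.000582 with an estimated correlation). With TGF-β at 2 hours, 11 rose (15 adjusted over the list alone, adjusted p = 2.36e-12 from camera, 0.000461 with an estimated correlation). PLAT, which encodes tissue plasminogen activator, rose by 1.66 (SE 0.17, adjusted p = 1.08e-06). With eATP at 6 hours, 5 rose and 1 fell (10 and 1 adjusted over the list alone, adjusted p = 4.77e-10 from camera, 0.00174 with an estimated correlation). With TGF-β at 6 hours, 13 rose and 1 fell (13 and 1 adjusted over the list alone, adjusted p = 1.9e-14 from camera, 0.000345 with an estimated correlation). MMP9 rose by 4.96 (SE 0.76, adjusted p = 0.000101). Of 6 P2 purinergic receptor genes tested, 2 rose and 1 fell with TGF-β at 2 hours (4 and 1 adjusted over the list alone, adjusted p = 0.0552 from camera, adjusted p = 0.126 with an estimated correlation). The list had a mean log2(FC) of 0.44 there, and passed with a filter of 1 FPKM (0.67, adjusted p = 0.00765) and without TGF-β 2 h replicates 2, 3 and 4 in turn (adjusted p 0.021 to 0.0495). The nucleotide receptor gene P2RY2 rose by 1.64 (SE 0.14, adjusted p = 1.16e-07) with TGF-β at 2 hours and by 2.06 (SE 0.14, adjusted p = 3.7e-09) at 6 hours, and by 0.55 (SE 0.14, adjusted p = 0.0307) with eATP at 6 hours. The call of P2RY2 with eATP at 6 hours was lost without control replicates 1, 2 and 3 and eATP 6 h replicates 1 and 4 in turn (log2(FC) 0.50 to 0.57, adjusted p 0.064 to 0.103). P2RY6 rose by 0.73 (SE 0.15, adjusted p = 0.00253) with TGF-β at 2 hours and by 1.54 (SE 0.15, adjusted p = 5.46e-07) at 6 hours, and P2RY1 fell by 0.90 (SE 0.19, adjusted p = 0.00363) and 0.95 (SE 0.20, adjusted p = 0.00169). P2RX5 fell by 0.71 (SE 0.20, adjusted p = 0.0165) at 6 hours. The call of P2RY6 with TGF-β at 2 hours was lost with a fit of the compared groups alone. The call of P2RX5 with TGF-β at 6 hours was lost without control replicate 2 and TGF-β 6 h replicate 1 in turn (log2(FC) -0.66 to -0.57, adjusted p 0.0528 to 0.0726). At 6 hours of TGF-β, 2 rose and 2 fell (2 and 2 adjusted over the list alone, adjusted p = 0.241 from camera, adjusted p = 0.325 with an estimated correlation). The mean of the list of 0.25 and the median of -0.20 differ in sign there. With a filter of 1 FPKM the mean was 0.73 and the list passed (adjusted p = 0.00847), and with no filter it was -0.57 and the list did not pass (adjusted p = 0.864). With eATP at 6 hours, 1 rose (1 adjusted over the list alone, adjusted p = 0.41 from camera, adjusted p = 0.584 with an estimated correlation). With eATP at 2 hours edgeR called 0 members higher and 0 lower (0 and 3 at an unadjusted p under 0.05, 0 and 1 by limma, 0 and 1 by DESeq2, 0 and 1 adjusted over the list alone, adjusted p = 0.575 from camera, adjusted p = 0.683 with an estimated correlation). P2RY2 had -0.32 (SE 0.14, adjusted p = 0.19) and P2RY6 -0.49 (SE 0.15, adjusted p = 0.0545).

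Some genes had counts near 0 in single libraries of a group. Of 20094 genes tested, 250 had, within at least 1 group, a highest count of at least 200 that was at least 20 times the lowest count plus 1. Of 68 genes whose name joins those of 2 others, as readthrough transcripts are named, 28 were among them (41.2%), against 1.11% of the other genes.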
